# Integrated miRNA-/mRNA-Seq of the Habenulo-Interpeduncular Circuit During Acute Nicotine Withdrawal

**DOI:** 10.1038/s41598-020-57907-w

**Published:** 2020-01-21

**Authors:** Alison P. Casserly, Junko Tsuji, Rubing Zhao-Shea, Ciearra B. Smith, Susanna Molas, Andrew R. Tapper, Zhiping Weng, Paul D. Gardner

**Keywords:** Molecular neuroscience, Addiction

## Abstract

Tobacco use is the leading preventable cause of mortality in the world. The limited number of smoking cessation aids currently available are minimally effective, highlighting the need for novel therapeutic interventions. We describe a genome-wide approach to identify potential candidates for such interventions. Next-generation sequencing was performed using RNA isolated from the habenulo-interpeduncular circuit of male mice withdrawn from chronic nicotine treatment. This circuit plays a central role in the nicotine withdrawal response. Differentially expressed miRNAs and mRNAs were validated using RT-qPCR. Many of the differentially expressed mRNAs are predicted targets of reciprocally expressed miRNAs. We illustrate the utility of the dataset by demonstrating that knockdown in the interpeduncular nucleus of a differentially expressed mRNA, that encoding profilin 2, is sufficient to induce anxiety-related behavior. Importantly, profilin 2 knockdown in the ventral tegmental area did not affect anxiety behavior. Our data reveal wide-spread changes in gene expression within the habenulo-interpeduncular circuit during nicotine withdrawal. This dataset should prove to be a valuable resource leading to the identification of substrates for the design of innovative smoking cessation aids.

## Introduction

Tobacco use is a prevalent health problem worldwide, with more than 900 million daily smokers^1^ and an estimated 6 million deaths due to tobacco-related illnesses annually^2^. The few pharmacological cessation aids currently available have limited efficacy^3–6^. Without the intervention of new effective treatments, tobacco-related mortality is anticipated to rise to 8 million deaths per year^2^.

The addictive component of tobacco is nicotine, an agonist of nicotinic acetylcholine receptors (nAChRs), ligand-gated ion channels endogenously activated by acetylcholine^7^. nAChRs are enriched in the mesolimbic and habenulo-interpeduncular circuitries involved in nicotine reward and withdrawal, respectively^8–10^. Cessation of nicotine induces a withdrawal syndrome consisting of negative somatic, affective and cognitive symptoms. Affective symptoms include depressed mood, irritability, craving and anxiety^11,12^. While the rewarding properties of nicotine dominate initial drug-taking, it is largely avoidance of affective withdrawal symptoms that promotes relapse and habitual use^13,14^.

The habenulo-interpeduncular circuitry consists primarily of neurons projecting from the medial habenulae (MHb) to the interpeduncular nucleus (IPN) via the fasciculus retroflexus. In mice experiencing spontaneous nicotine withdrawal, there is increased glutamate release from habenular axon terminals, activating GABAergic neurons in the IPN^15^. Activation of the IPN results in the increased somatic signs and anxiety observed during nicotine withdrawal^15,16^. Optogenetic investigation of this circuit has revealed that silencing the MHb decreases activation of IPN neurons and decreases anxiety during nicotine withdrawal^16^.

While much is known about the neurocircuitry responsible for nicotine withdrawal-associated behaviors, the mechanisms underlying the induction of these behavioral alterations are less clear. Chronic drug exposure induces stable neuroadaptations underlying the compulsion for continued use and susceptibility to relapse. These long-lasting changes in the function of the addicted brain are thought to require alterations of gene expression through regulation of transcription factors, epigenetic mechanisms and non-coding RNAs^17,18^.

microRNAs (miRNAs) are non-coding RNA molecules ~22 nucleotides in length that repress the expression of mRNA targets by promoting mRNA decay or translational repression^19^. miRNAs recognize their targets through imperfect base-pairing of the seed region (nucleotides 2–7) with miRNA response elements (MREs) within the 3′-untranslated regions (UTRs) of mRNAs^20,21^. Tobacco smoke and nicotine have been shown to regulate the expression of miRNAs in various cell lines, organisms and tissues^22–26^.

Dysregulation of miRNAs in the brain have been shown to contribute to neurodevelopmental and neuropsychiatric disorders, including drug addiction^27,28^. However, little is known about the role of miRNAs in the mechanisms underlying nicotine dependence and withdrawal. Few studies have examined the regulation of miRNAs by nicotine in specific regions of the mammalian brain^29–31^. Previously, we showed that the expression of miRNAs predicted to target MREs within the 3′-UTRs of nAChR genes was altered after chronic nicotine treatment in whole brain or a specific brain region^30^. Nicotine has been reported to regulate miRNAs and mRNAs in the MHb, with microarrays detecting expression changes in mice self-administering nicotine^31^. However, the targets of these miRNAs and their functions in the context of nicotine dependence have not been elucidated.

Using integrated miRNA- and mRNA-Seq, we asked whether there are changes in miRNA and mRNA expression in the MHb and IPN during acute nicotine withdrawal. We hypothesize that using these sequencing datasets as valuable resources, it will be possible to identify a multitude of miRNAs/genes playing a role(s) in the mechanisms underlying the neuroadaptations involved in nicotine dependence.

## Results

### Differential expression of miRNAs and mRNAs in the habenulo-interpeduncular axis during acute withdrawal from nicotine

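Male C57BL/6J mice aged 6 weeks drank nicotine base at 200 μg/ml, or tartaric acid in its place (TA mice), with saccharine at 3 g/L for 6 weeks. Brains were taken while the mice still drank nicotine (Nic mice), 48 h after it was stopped (NAWD mice) or 4 weeks after it was stopped (NLWD mice, with age-matched TAL controls). Each library holds RNA of the interpeduncular nucleus (IPN) or the medial habenula (MHb) punched from 4 brains. Short RNA cut from a gel was sequenced for miRNAs, and the longer RNA of the same gel was sequenced for mRNAs. For mRNA there were 5 libraries each of TA, Nic and NAWD mice, 3 of TAL mice and 2 of NLWD mice from the IPN, and 4 each of TA, Nic and NAWD mice and 5 each of TAL and NLWD mice from the MHb. For miRNA there were 5 libraries in every group. Mappable reads per mRNA library ran from 39775935 to 44486943 in TA mice, from 33241656 to 51140351 in Nic mice and from 41429167 to 57294209 in NAWD mice in the IPN, and from 39926539 to 57854408 over the same groups in the MHb. Those of TAL and NLWD mice ran from 50921978 to 153458226 and from 85965251 to 103384838 in the IPN, and from 37980565 to 58095277 and from 39273589 to 98890855 in the MHb. Reads of miRNAs per library ran from 6459074 to 12393851 in TA mice, from 7334488 to 11595725 in Nic mice and from 13478993 to 20003529 in NAWD mice in the IPN. In the MHb they ran from 2788281 to 4452432, from 2845382 to 4885985 and from 5520204 to 8751598 in the same order, so that in both regions the NAWD libraries were deeper than every TA and Nic library. In TAL and NLWD mice the miRNA reads ran from 5613513 to 16341728 and from 4453666 to 14352959 in the IPN, and from 12590437 to 26542631 and from 20873417 to 28669413 in the MHb. The authors mapped the reads to mm10 and deposited the share of each transcript (TPM) for mRNAs and the share of each miRNA among reads (RPM) for miRNAs. From these values, differences were tested with limma on log2 of the value plus 1, with factors of unwanted variation estimated from the differences among libraries of one group (2 factors for mRNAs and 4 for miRNAs of TA, Nic and NAWD mice, and 1 for NLWD and TAL mice). Adding 1 before the logarithm understates the change of genes with low values, and TPM keeps no record of depth. A gene was tested when its value was above 0 in a share of at least 0.5 of the libraries of each group. A call needed an adjusted p under 0.01 (Benjamini-Hochberg), and for mRNAs also a fold over 2, which are the paper's thresholds.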

To assess the regulation of miRNAs and mRNAs by chronic nicotine treatment (Nic) and acute withdrawal (NAWD), we sequenced and performed differential expression analysis of RNAs isolated from the IPN and MHb (Fig. 1B–M; Figs. S2 and S3). As a reference brain region outside of the habenulo-interpeduncular circuit, we sequenced RNA from the nucleus accumbens (NAc), a prominent mesolimbic reward region (Fig. 1N–S; Figs. S2 and S3).

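The NAc libraries came from the same kinds of mice, with 5 mRNA libraries each of TA, Nic, TAL and NLWD mice, 4 mRNA libraries of NAWD mice and 5 miRNA libraries in every group. Mappable reads per mRNA library ran from 31405268 to 42033718 in TA mice, from 38683902 to 46195498 in Nic mice, from 31429072 to 39893955 in NAWD mice, from 51660904 to 61188135 in TAL mice and from 58189190 to 76479872 in NLWD mice. Reads of miRNAs per library ran from 9687205 to 13526573 in TA mice, from 8230407 to 17330029 in Nic mice, from 10322159 to 18481945 in NAWD mice, from 23308193 to 33690462 in TAL mice and from 22666009 to 30494882 in NLWD mice. The NAc values were tested as those of the IPN and MHb, with 1 factor of unwanted variation for mRNAs and 3 for miRNAs of TA, Nic and NAWD mice, and 2 for NLWD and TAL mice. The 5 NAWD miRNA libraries carry the replicate numbers 1, 3, 4, 5 and 6.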

**Figure 1:**
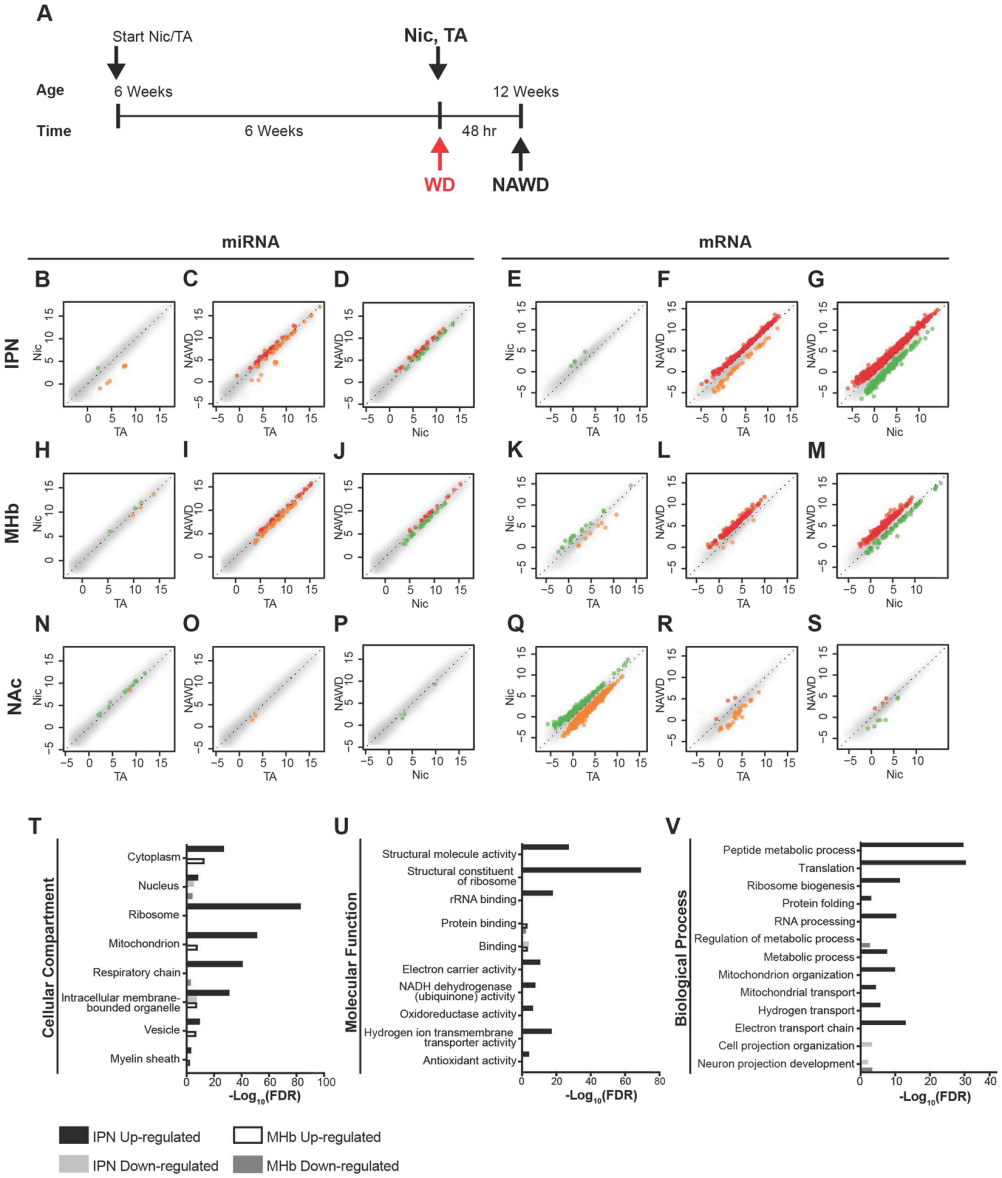
Differential expression of miRNAs and mRNAs within the MHb-IPN withdrawal axis and NAc during acute nicotine withdrawal. (**A**) Schematic of nicotine treatment and spontaneous withdrawal of mice used for miRNA- and mRNA-Seq. Mice were treated chronically with nicotine (Nic) or tartaric acid (TA) for 6 weeks, then either sacrificed or spontaneously withdrawn (WD) for 48 hours before sacrifice (NAWD). (**B–S**) Scatter plots displaying differential expression of miRNAs or mRNAs in the IPN, MHb, and NAc measured by deep sequencing. miRNAs isolated from tissue punches of nicotine-treated (**B,H,N**) and NAWD-treated mice are compared to TA-treated controls (**C,I,O**) or nicotine alone samples (**D,J,P**). mRNAs of nicotine-treated (**E,K,Q**) and NAWD-treated mice are compared to TA-treated controls (**F,L,R**) or nicotine alone samples (**G,M,S**). Each dot represents an individual miRNA or mRNA plotted as log_2_(RPM) or log_2_(TPM), respectively. All miRNAs with an FDR < 0.01 and mRNAs with FDR < 0.01 and FC > 2 are highlighted in color. Orange dots are up-regulated in TA compared to Nic or NAWD. Green dots are up-regulated in Nic compared to TA controls. Red dots are up-regulated in NAWD compared to TA controls. Only miRNAs with RPM > 0 and mRNAs with TPM > 0 in at least half of the replicates in each treatment group are shown. n = 4–5, with each library synthesized using pooled RNA from 4 mice. (**T–V**) Genes differentially expressed during acute nicotine withdrawal are enriched in gene ontology terms related to energetics, translation, and cell projection organization in the IPN and MHb. The vertical axes define the selected GO terms describing the cellular compartment (**T**), molecular function (**U**), or biological process (**V**). The number of GO terms was reduced combining similar terms using a *sim*_*Rel*_ cutoff of 0.4 as described in the Materials and Methods_._ The horizontal axis plots the significance of enrichment of the GO term, plotted as −log_10_(FDR).

In the habenulo-interpeduncular circuit, there were few miRNAs differentially expressed after chronic nicotine treatment. 

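With nicotine still in the drinking water, none of the 970 miRNAs tested in the IPN passed an adjusted p under 0.01 from limma. The smallest p belonged to miR-3473b, at 11.3 ± 3.76 RPM (SD, n = 5) in Nic mice and 4.56 ± 0.984 RPM (SD, n = 5) in TA mice, a log2 fold change of 1.02 (standard error 0.192, adjusted p = 0.0267 from limma). Next came miR-495-5p (log2 fold change -0.62, limma adjusted p = 0.0474), miR-143-5p (log2 fold change 0.58, limma adjusted p = 0.0563) and miR-341-5p (log2 fold change 0.68, limma adjusted p = 0.0868). The let-7 family, regulators of developmental timing, had negative log2 fold changes in 10 of 10 members, with a median of -0.20 and none called, also when adjusted over the list alone (as a group, adjusted p = 0.000778 from camera and adjusted p = 0.333 with an estimated correlation). The family of miR-34 and miR-449, whose best known members are targets of p53, had positive values in 6 of 7 members and a median of 0.25, again with none called over all miRNAs or adjusted over the list alone (adjusted p = 0.0319 from camera and adjusted p = 0.315 with an estimated correlation). At an unadjusted p under 0.05 there were 115 miRNAs, edgeR on the read counts called 1 and limma with factors estimated from residuals 13. Those factors leave the fold changes as with no factors and take the largest differences within groups out of the error. Their counts of calls therefore run high by construction. Without TA replicate 3, limma called 2, and without Nic replicate 1 it called 1.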

In the IPN, only 8 miRNAs were significantly altered after nicotine treatment alone (Fig. 1B). The 7 down-regulated miRNAs remained similarly repressed after a 48-hr withdrawal (see GEO upload). 

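The miR-200 family and the miR-183 cluster, miRNAs known from epithelial and sensory cells, were at low levels in the IPN of all but 1 TA library. In TA replicate 5, miR-200a-3p was at 976 RPM, miR-200b-3p at 824 RPM, miR-183-5p at 1131 RPM and miR-182-5p at 895 RPM, while in single other TA libraries they ran from 9.28 to 56.4 RPM, 6.94 to 64.4 RPM, 10.2 to 38.4 RPM and 7.34 to 50.5 RPM. As a mean, miR-200a-3p was at 22.3 ± 29.2 RPM (SD, n = 5) in NAWD mice and 216 ± 425 RPM (SD, n = 5) in TA mice, and at 16.3 ± 13.3 RPM (SD, n = 5) in Nic mice. Comparing NAWD with TA mice, 6 of 6 members of the miR-200 family had negative log2 fold changes (median -0.18, none called, 1 lower when adjusted over the list alone, adjusted p = 0.02 from camera and adjusted p = 0.278 with an estimated correlation). The member lower over the list alone was miR-200a-3p (log2 fold change -0.67, limma adjusted p = 0.0161). The 3 members of the miR-183 cluster were also on the negative side (median -0.52, none called over all miRNAs or adjusted over the list alone, adjusted p = 0.0194 from camera and adjusted p = 0.278 with an estimated correlation). Comparing Nic with TA mice, the medians were -0.36 for the family (adjusted p = 0.00528 from camera and adjusted p = 0.299 with an estimated correlation) and -0.46 for the cluster (adjusted p = 0.0127 from camera and adjusted p = 0.315 with an estimated correlation), with no member called over all miRNAs or adjusted over the list alone. Taken without factors of unwanted variation, the median difference over 7 members was -1.77 for Nic against TA mice and -0.67 without TA replicate 5, and -1.65 for NAWD against TA mice and -0.55 without it.

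**Figure D1:**
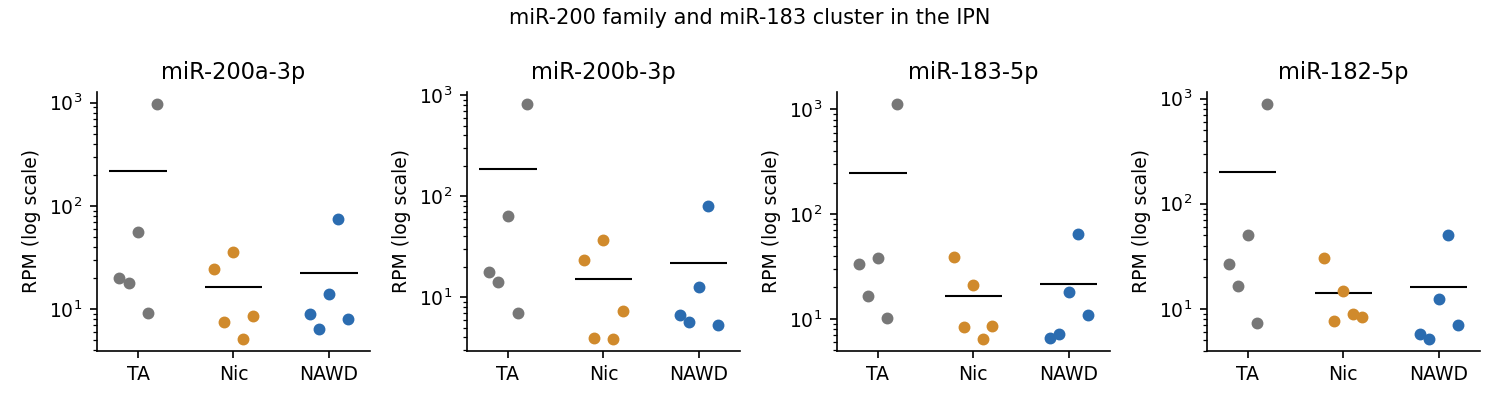
Levels of miR-200a-3p, miR-200b-3p, miR-183-5p and miR-182-5p in IPN libraries, in RPM on a log axis, by treatment. Each point is 1 library and each line the mean of its group.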

In the MHb, there were only 6 differentially expressed miRNAs in Nic mice compared to TA controls (Fig. 1H), and only 1 remained similarly regulated after nicotine was discontinued (see GEO upload).

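In the MHb, the miRNAs with the smallest p in Nic against TA mice were miR-222-3p and miR-221-3p, which arise from one precursor transcript, with miR-199a-5p and miR-139-5p. miR-222-3p was at 1729.7 ± 257 RPM (SD, n = 5) in Nic mice and 1218 ± 133 RPM (SD, n = 5) in TA mice, a log2 fold change of 0.43 (standard error 0.0787, adjusted p = 0.0102 from limma). miR-221-3p had a log2 fold change of 0.36, miR-199a-5p of 0.54 and miR-139-5p of -0.37, all with adjusted p = 0.0105 from limma. None of the 838 miRNAs tested passed an adjusted p under 0.01 from limma, 113 had an unadjusted p under 0.05, and edgeR called 4 (limma with factors estimated from residuals 6). Of the miR-15/16 family, 6 of 7 members had positive log2 fold changes, with a median of 0.27 and none called over all miRNAs or adjusted over the list alone (adjusted p = 0.0217 from camera and adjusted p = 0.415 with an estimated correlation). The limma count was 4 without TA replicate 5 or without Nic replicate 4, 3 without Nic replicate 3 and 1 without Nic replicate 5.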

However, after acute nicotine withdrawal, the expression of a multitude of miRNAs was altered in the habenulo-interpeduncular circuit. In the IPN of NAWD mice, there were 42 up-regulated and 45 down-regulated miRNAs in NAWD mice compared to TA controls (Fig. 1C). 

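After 48 h without nicotine, 42 miRNAs rose and 3 fell in the IPN relative to TA mice. The largest rise was that of miR-540-5p, from an imprinted cluster on chromosome 12, at 131.99 ± 30.7 RPM (SD, n = 5) in NAWD mice and 43.8 ± 7.64 RPM (SD, n = 5) in TA mice, a log2 fold change of 1.27 (standard error 0.161, adjusted p = 2.52e-05 from limma). miR-199b-5p had a log2 fold change of 1.19 (47.3 ± 6.48 against 18.5 ± 6.11 RPM), and miR-219a-5p, a miRNA of oligodendrocyte differentiation, one of 0.81 (6848 ± 1219 against 3087 ± 703 RPM). miR-484 (189 ± 12.5 against 97.0 ± 12.5 RPM) and miR-341-3p (1236 ± 134 against 743 ± 185 RPM) had log2 fold changes of 0.86 and 0.77. The 3 that fell were miR-129-2-3p (log2 fold change -0.70, limma adjusted p = 0.00776), miR-1843a-3p (log2 fold change -0.57, limma adjusted p = 0.00531) and miR-1839-5p (log2 fold change -0.40, limma adjusted p = 0.00272). All 7 members of the family of miR-34 and miR-449 had positive values, with a median of 0.35: miR-34a-5p (1008 ± 190.1 against 559 ± 193 RPM, log2 fold change 0.97, limma adjusted p = 2.52e-05) and miR-34b-5p (log2 fold change 0.74, limma adjusted p = 0.00293) were called, and 3 members when adjusted over the list alone (adjusted p = 0.0159 from camera and adjusted p = 0.278 with an estimated correlation). In the miR-17 family, miRNAs of the cell cycle, 6 of 6 values were positive, with a median of 0.41, 1 member called (miR-106b-5p) and 2 when adjusted over the list alone, the other being miR-20a-5p (log2 fold change 0.54, limma adjusted p = 0.018; as a group adjusted p = 0.0159 from camera and adjusted p = 0.278 with an estimated correlation). Of the miR-181 family, 3 of 4 values were negative, with none called and 1 lower when adjusted over the list alone, miR-181b-5p (log2 fold change -0.36, limma adjusted p = 0.0147; as a group adjusted p = 0.0159 from camera and adjusted p = 0.278 with an estimated correlation). Glial miRNAs had 8 of 9 positive values, with 1 called and, adjusted over the list alone, 4 higher and 1 lower, miR-219a-2-3p (log2 fold change -0.45, limma adjusted p = 0.0138; as a group adjusted p = 0.02 from camera and adjusted p = 0.366 with an estimated correlation). edgeR on the read counts called 27 higher and 16 lower, and with quantile normalization limma called 27 higher and 23 lower, 26 of them among the 45. Of the tested miRNAs, 129 had groups that did not overlap (32 of those called), where chance alone gives 0.794%. The count was 22 without TA replicate 4 or NAWD replicate 3, 26 without TA replicate 2, 27 without TA replicate 1 or NAWD replicate 2, 69 without TA replicate 3 and 73 without TA replicate 5, and with only the libraries of these groups in the fit it was 136.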

Twenty-nine of these miRNAs were similarly differentially expressed when NAWD mice are compared to either TA or Nic mice (Fig. 1D), suggesting their regulation in the IPN is due entirely to withdrawal and not an effect of nicotine exposure alone.

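Against Nic mice, 48 miRNAs were higher and 9 lower in the IPN of NAWD mice, and 28 of these had also been called, in the same direction, against TA mice. Among the 28 were miR-540-5p (log2 fold change 1.22, limma adjusted p = 8.58e-06), miR-199b-5p (log2 fold change 1.14, limma adjusted p = 0.000113), miR-106b-5p (log2 fold change 0.95, limma adjusted p = 1.41e-06), miR-34a-5p and, on the lower side, miR-129-2-3p and miR-1839-5p (log2 fold change -0.30, limma adjusted p = 0.00761). Also lower than in Nic mice was miR-10b-5p, encoded in a Hox cluster, at 42.5 ± 10.8 RPM (SD, n = 5) in NAWD mice and 79.0 ± 23.3 RPM (SD, n = 5) in Nic mice (log2 fold change -0.81, limma adjusted p = 0.00266). miR-7a-2-3p (log2 fold change 0.81, limma adjusted p = 0.000196) was higher than in Nic mice, and miR-129-1-3p (log2 fold change -0.67, limma adjusted p = 0.00536) and miR-100-5p (log2 fold change -0.47, limma adjusted p = 0.00875) were lower. A pair of lists drawn independently would share 2.11 miRNAs, and with no factors 8 were called against Nic mice and 7 were shared. The log2 fold changes of the comparisons had a correlation of 0.761 and a covariance of 0.0521, where simulated data with no effect, in which the same NAWD libraries serve both, gave 0.501 and 0.00849, a difference of covariance of 0.0436 (miRNAs are not independent replicates). Each miRNA was simulated on its own, without variation that miRNAs share within a library, so this gap cannot show a shared effect. When the NAWD libraries were divided between the comparisons and no factors were fitted, 10 and 1 miRNAs were called and 1 was shared. Against Nic mice edgeR called 23 higher and 15 lower, and with quantile normalization limma called 18 higher and 24 lower, so that the excess of higher miRNAs depends on the scaling. The limma count against Nic mice was 27 without NAWD replicate 2, 30 without Nic replicate 1 and 91 without Nic replicate 5. From the overlap of the comparisons, the paper proposes that the regulation of these miRNAs in the IPN comes from withdrawal and not from nicotine exposure alone.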

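In the MHb 48 h after nicotine, 12 miRNAs rose and 11 fell relative to TA mice. The largest fall was that of miR-136-5p, of the imprinted Dlk1-Dio3 cluster, at 103 ± 22.0 RPM (SD, n = 5) in NAWD mice and 191 ± 25.1 RPM (SD, n = 5) in TA mice, a log2 fold change of -0.72 (standard error 0.108, adjusted p = 0.000488 from limma). miR-495-3p of the same cluster (249 ± 83.2 against 461 ± 30.2 RPM, log2 fold change -0.55, limma adjusted p = 0.00063), miR-137-3p, a neuronal miRNA (1955 ± 239.9 against 2976 ± 362 RPM, log2 fold change -0.44, limma adjusted p = 0.00123), and miR-29b-3p (872 ± 178 against 1415 ± 169 RPM, log2 fold change -0.49, limma adjusted p = 0.00266) fell as well. Among those that rose were miR-744-5p (426 ± 69.0 against 296 ± 28.9 RPM, log2 fold change 0.64, limma adjusted p = 0.00223), miR-3099-3p (269 ± 25.9 against 183.1 ± 31.4 RPM) and miR-672-5p (log2 fold change 0.49, limma adjusted p = 0.00223). The let-7 family, the most abundant of these, had 9 of 10 positive values and a median of 0.22, with 3 members called and 5 when adjusted over the list alone (adjusted p = 1.81e-05 from camera and adjusted p = 0.0503 with an estimated correlation). let-7c-5p was at 56082 ± 6461 against 39679 ± 4472 RPM (log2 fold change 0.36, limma adjusted p = 0.00243), and let-7b-5p and let-7i-5p had log2 fold changes of 0.41 and 0.28. Over 20 alternatives, let-7c-5p kept its call in 13 and let-7i-5p in 4. In the miR-30 family 6 of 6 values were negative (median -0.26), with 2 called, miR-30a-5p and miR-30e-5p, and 4 when adjusted over the list alone (adjusted p = 3.73e-05 from camera and adjusted p = 0.0503 with an estimated correlation). In the miR-181 family 4 of 4 were negative (median -0.26), with miR-181c-5p called (log2 fold change -0.44, limma adjusted p = 0.00223) and 2 when adjusted over the list alone (adjusted p = 0.000955 from camera and adjusted p = 0.0503 with an estimated correlation). Of 53 members of the Dlk1-Dio3 cluster 36 were negative (median -0.15), with 2 called lower and, adjusted over the list alone, 1 higher and 4 lower (adjusted p = 0.000962 from camera and adjusted p = 0.109 with an estimated correlation). Of 838 miRNAs tested with limma, 154 had an unadjusted p under 0.05, and edgeR called 29. Of the miRNAs tested, 54 had groups that did not overlap (15 of those called), where chance gives 0.794%. The limma count was 6 without NAWD replicate 3, 9 without NAWD replicate 2, 12 without TA replicate 3, 14 without TA replicate 1 and 47 without NAWD replicate 5, without factors of unwanted variation it was 1, and with quantile normalization it was 6.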

In the MHb, there were 35 up-regulated and 50 down-regulated miRNAs in NAWD mice compared to TA controls (Fig. 1I). 

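Against Nic mice, 28 miRNAs were higher and 31 lower in the MHb of NAWD mice, and 18 of these had also been called in the same direction against TA mice. miR-136-5p had the largest difference (log2 fold change -0.86, limma adjusted p = 2.41e-05), and miR-142a-3p, a miRNA of blood-derived cells, and miR-425-5p had log2 fold changes of -0.68 and -0.64. On the higher side were miR-574-5p (log2 fold change 0.70, limma adjusted p = 0.0017), miR-3099-3p (log2 fold change 0.69) and let-7e-5p (log2 fold change 0.37, limma adjusted p = 0.00027). Of the let-7 family 9 of 10 values were positive (median 0.27), with 5 called and 7 when adjusted over the list alone (adjusted p = 8.38e-06 from camera and adjusted p = 0.0463 with an estimated correlation). The miR-30 family had 6 of 6 negative values (median -0.28), with 3 called and 6 when adjusted over the list alone (adjusted p = 8.38e-06 from camera and adjusted p = 0.0463 with an estimated correlation). The miR-181 family had 4 of 4 (median -0.33), with 2 called and 3 when adjusted over the list alone (adjusted p = 0.000749 from camera and adjusted p = 0.0463 with an estimated correlation). The log2 fold changes had a correlation of 0.716 with those against TA mice and a covariance of 0.0499, and in simulated data with no effect 0.502 and 0.0135 (difference of covariance 0.0365), where miRNAs are not independent replicates. As in the IPN, miRNAs were simulated without shared variation, so the gap cannot show a shared effect. Independent lists would share 0.808 miRNAs, and with the NAWD libraries divided between the comparisons and no factors fitted 0 and 2 miRNAs were called, with 0 shared. The calls are limma's, edgeR called 70 against Nic mice, and the limma count was 23 without NAWD replicate 3, 38 without Nic replicate 1 and 84 without NAWD replicate 5. With no factors, 7 were called against Nic mice and 1 was shared.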

Forty miRNAs were similarly differentially expressed when NAWD mice are compared to either TA or Nic (Fig. 1J), suggesting their expression was altered only after withdrawal, and was not simply an effect of the nicotine treatment.

To determine the persistence of the alterations in miRNA expression following acute nicotine withdrawal, another group of mice underwent a long (4-week) withdrawal after chronic nicotine treatment (NLWD) prior to sequencing. Interestingly, there were no differentially expressed miRNAs in either the IPN or MHb of NLWD mice compared to age-matched TA-treated (TAL) controls (Fig. S2S–V).

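At 4 weeks after nicotine, the smallest p in the IPN belonged to miR-145a-5p, a miRNA of smooth muscle, at 1801 ± 291 RPM (SD, n = 5) in NLWD mice and 1098 ± 113 RPM (SD, n = 5) in TAL mice, a log2 fold change of 0.61 (standard error 0.116, adjusted p = 0.0754 from limma). miR-193a-3p (log2 fold change 0.90, limma adjusted p = 0.0929), miR-497a-5p (log2 fold change 0.44, limma adjusted p = 0.109) and miR-503-5p (log2 fold change 0.53, limma adjusted p = 0.128) followed. The last pair belongs to the miR-15/16 family, in which 7 of 7 values were positive, with a median of 0.33 and none called over all miRNAs but 3 higher when adjusted over the list alone (adjusted p = 2.9e-06 from camera and adjusted p = 0.26 with an estimated correlation). In the MHb, miR-1224-5p (log2 fold change -0.34) and miR-203-3p (0.31) had the smallest p, with adjusted p = 0.643 from limma. Neither region had a call from limma: 127 of 1044 miRNAs in the IPN and 70 of 1108 in the MHb had an unadjusted p under 0.05, and edgeR called 0 in both. With factors estimated from residuals, a form whose counts run high by construction, limma called 155 miRNAs higher and 45 lower in the IPN. Without NLWD replicate 3, limma with the main factors called 1 in the MHb.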

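In the NAc of Nic mice, miR-23a-3p, from a cluster with miR-27a and miR-24, was higher and miR-139-3p lower than in TA mice. miR-23a-3p, whose groups overlap and which was named after its values were seen, averaged 270.3 RPM in Nic mice and 190.3 RPM in TA mice, a log2 fold change of 0.51 (standard error 0.0892, adjusted p = 0.00594 from limma). miR-139-3p was at 324 ± 31.1 RPM (SD, n = 5) in Nic mice and 433 ± 39.3 RPM (SD, n = 5) in TA mice, a log2 fold change of -0.42 (standard error 0.0734, adjusted p = 0.00594 from limma). Of 957 miRNAs tested with limma these were the calls, 115 had an unadjusted p under 0.05, and edgeR called 4. Without Nic replicate 5 limma called 7, without TA replicate 2 it called 4, and without TA replicate 1 or 3 or Nic replicate 1, 2, 3 or 4 it called 0.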

In the NAc, expression of 12 miRNAs was altered in Nic mice (Fig. 1N). However, in NAWD mice only 2 miRNAs were differentially expressed (Fig. 1O). 

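The single miRNA that differed in the NAc of NAWD mice was miR-5121, named after its values were seen, with means of 2.87 RPM in NAWD mice and 6.75 RPM in TA mice, a log2 fold change of -1.01 (standard error 0.172, adjusted p = 0.00769 from limma). Its level is low, and its 5 NAWD libraries lie apart from the TA libraries. Of the miRNAs tested with limma, 154 had an unadjusted p under 0.05, and edgeR called 2. With 9 of the libraries left out in turn the limma count was 0, and without NAWD replicate 5 it was 2.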

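At 4 weeks of withdrawal, let-7j was lower in the NAc of NLWD mice, at 8.42 ± 1.04 RPM (SD, n = 5) in NLWD mice and 20.7 ± 4.54 RPM (SD, n = 5) in TAL mice, a log2 fold change of -1.06 (standard error 0.103, adjusted p = 4.17e-05 from limma). It was the limma call among 1154 miRNAs, of which 161 had an unadjusted p under 0.05, and edgeR called 6. The limma count was 38 without TAL replicate 5, 7 without NLWD replicate 1, 4 without NLWD replicate 2 and 2 without TAL replicate 3 or 4 or NLWD replicate 4.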

Twenty-six miRNAs were differentially expressed in NLWD mice compared to TAL controls (Fig. S2W,X), and none of these were similarly altered in acute withdrawal (see GEO upload).

With respect to the mRNAs, few were regulated by chronic nicotine treatment with a fold change >2 in the IPN and MHb. In the IPN, there were 4 differentially expressed mRNAs in Nic mice compared to controls (Fig. 1E) and all of these returned to control expression levels in NAWD mice (see GEO upload). 

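In the IPN of Nic mice no mRNA met both thresholds. The smallest p belonged to Pcdhgb7, a clustered protocadherin of cell adhesion, at 2.56 ± 0.687 TPM (SD, n = 5) in Nic mice and 0.720 ± 0.245 TPM (SD, n = 5) in TA mice, a log2 fold change of 0.79 (standard error 0.120, adjusted p = 0.0678 from limma). Shank1, a scaffold of excitatory synapses, was at 27.3 ± 14.2 against 6.59 ± 2.69 TPM (log2 fold change 0.93). Sec13, of vesicle coats and the nuclear pore, was at 20.3 ± 2.78 against 32.8 ± 7.41 TPM (-0.83), and Stub1, a ubiquitin ligase that works with chaperones, at 46.2 ± 8.53 against 63.0 ± 11.4 TPM (-0.69), both with the same adjusted p. Genes of heat shock and folding had 19 of 21 positive values (median 0.29, none called over all genes or adjusted over the list alone, adjusted p = 0.000272 from camera and adjusted p = 0.388 with an estimated correlation). Immediate early genes, which mark recent neuronal activity, had 14 of 16 (median 0.45, none called either way, adjusted p = 0.00226 from camera and adjusted p = 0.455 with an estimated correlation), with Fosb at a log2 fold change of 1.14 (adjusted p = 0.206 from limma). Red blood cell genes had 7 of 7 negative values (median -0.89, none called over all genes, 3 lower when adjusted over the list alone, adjusted p = 2.3e-06 from camera and adjusted p = 0.379 with an estimated correlation). Of 18028 genes tested with limma, 2506 had an unadjusted p under 0.05. Fitted without factors, 18 were called (251 with factors estimated from residuals), and the median log2 fold change of all genes moved by 0.26.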

In the MHb, there were 18 mRNAs up- and 8 mRNAs down-regulated by chronic nicotine treatment compared to TA controls (Fig. 1K) and only 2 remained differentially expressed after acute withdrawal (see GEO upload).

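In the MHb of Nic mice the genes with the smallest p were all on the lower side. Usp10, a deubiquitinase, was at 25.0 ± 2.53 TPM (SD, n = 4) in Nic mice and 45.5 ± 5.47 TPM (SD, n = 4) in TA mice, a log2 fold change of -0.85 (standard error 0.128, adjusted p = 0.197 from limma). Adap1, which binds inositol phosphates in neurons, was at 9.68 ± 1.15 against 21.9 ± 4.14 TPM (log2 fold change -0.96), Plxnb2, a semaphorin receptor, at 35.9 ± 9.05 against 81.5 ± 10.6 TPM (-1.07) and Fubp3 at 8.04 ± 1.71 against 22.6 ± 8.82 TPM (-1.27), with the same adjusted p. Markers of the hippocampal dentate gyrus, which lies above the MHb, had 8 of 9 positive values (median 0.52, none called over all genes or adjusted over the list alone, adjusted p = 0.00201 from camera and adjusted p = 0.844 with an estimated correlation). Choroid plexus markers had 12 of 14 (median 0.31, none called either way, adjusted p = 0.0148 from camera and adjusted p = 0.895 with an estimated correlation). limma called 0 of 17013 genes, and 2109 had an unadjusted p under 0.05. The fit without factors moved the median log2 fold change of all genes by -0.19, and with factors estimated from residuals 141 were called.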

In contrast to chronic nicotine treatment alone, there were 292 up- and 43 down-regulated mRNAs in the IPN of NAWD mice compared to TA controls (Fig. 1F). Of these mRNAs, 303 were similarly altered when NAWD mice are compared to either TA or Nic mice (Fig. 1G), suggesting their regulation was an effect of acute nicotine withdrawal and not an effect of nicotine treatment alone.

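In the IPN 48 h after nicotine, 13 mRNAs rose and 5 fell relative to TA mice. Mtln (mitoregulin, a small protein of the inner mitochondrial membrane) lies on chromosome 2 of GRCm38 from 127791388 to 127792488 and was at 115 ± 12.7 TPM (SD, n = 5) in NAWD mice and 46.7 ± 7.34 TPM (SD, n = 5) in TA mice, a log2 fold change of 1.40 (standard error 0.125, adjusted p = 0.000321 from limma). Romo1, a modulator of reactive oxygen species in mitochondria, was at 1157 ± 137 against 501 ± 55.2 TPM (log2 fold change 1.20, limma adjusted p = 0.00472), and Rpp21, a subunit of ribonuclease P, at 141 ± 20.9 against 67.3 ± 12.8 TPM (log2 fold change 1.25, limma adjusted p = 0.00472). Of the genes that fell, Ghitm, a protein of the inner mitochondrial membrane on chromosome 14 of GRCm38 from 37120092 to 37135272, was at 55.9 ± 11.4 against 257 ± 97.2 TPM (log2 fold change -1.30, limma adjusted p = 0.00472). Rian, a noncoding RNA of the Dlk1-Dio3 locus, was at 142 ± 37.3 against 598 ± 241 TPM (log2 fold change -1.07, limma adjusted p = 0.00472), and Schip1, a protein of the axon initial segment, at 15.6 ± 5.17 against 36.3 ± 2.04 TPM (log2 fold change -1.28, limma adjusted p = 0.00965). The other pair that fell, Oaz1-ps (log2 fold change -1.07) and Gm13341 (-1.14), falls outside the rule for named genes and was chosen after its values were seen. Among markers of other cells no member was called over all genes, and 12 oligodendrocyte markers had a median of -0.33, 9 negative, with 1 lower when adjusted over the list alone (as a group adjusted p = 0.0149 from camera and adjusted p = 0.471 with an estimated correlation). Astrocyte markers had 11 of 12 negative values (median -0.19, none adjusted over the list alone, adjusted p = 0.0235 from camera and adjusted p = 0.471 with an estimated correlation). Red blood cell genes had 7 of 7 positive values (median 0.96, 3 higher when adjusted over the list alone, adjusted p = 7.21e-07 from camera and adjusted p = 0.376 with an estimated correlation), among them Hba-a2 at 3646 ± 1662 against 1988 ± 865 TPM. Of the genes tested, 2794 had an unadjusted p under 0.05 and 4327 had groups that did not overlap (17 of the calls), where chance gives 0.794%. The count was 1 without TA replicate 1, TA replicate 4, NAWD replicate 1 or NAWD replicate 2, 2 without TA replicate 3 and 22 without NAWD replicate 4. With only the libraries of these groups in the fit it was 0, with no filter 1, and with quantile normalization 24 higher and 11 lower, 8 of them among the 18. Without factors of unwanted variation it was 555, of which 516 were lower, and the median log2 fold change of all genes moved by -0.31.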

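Mtln was also the single mRNA called in NAWD against Nic mice in the IPN, where Nic mice had 37.5 ± 6.88 TPM (SD, n = 5), a log2 fold change of 1.76 (standard error 0.184, adjusted p = 0.00239 from limma). Rpl41 (log2 fold change 2.30, limma adjusted p = 0.0549) and Uqcr11 (log2 fold change 1.61, limma adjusted p = 0.0484) had large differences from Nic mice that did not pass at 0.01. Genes of heat shock and folding had 21 of 21 negative values in this comparison (median -0.62, none called over all genes, 2 lower when adjusted over the list alone, adjusted p = 6.98e-07 from camera and adjusted p = 0.286 with an estimated correlation), with Dnajb1 at a log2 fold change of -1.45 (adjusted p = 0.0182 from limma). Between the comparisons with TA and with Nic mice the log2 fold changes of all genes, which are not independent replicates, had a correlation of 0.777 (0.496 in simulated data with no effect) and a covariance of 0.0821 (0.0104, a difference of 0.0717). Genes were simulated without variation that they share within a library, so this gap cannot show a shared effect. Independent lists would share 0.000721 genes, while with the NAWD libraries divided between the comparisons and no factors fitted 4 and 6537 genes were called and 3 were shared. At an unadjusted p under 0.05 there were 2521 genes, and 9650 had groups that did not overlap, where chance gives 0.794%. The count against Nic mice was 0 without Nic replicate 2, 3, 4 or 5 and 5 without NAWD replicate 5. Without factors of unwanted variation 5807 were called, the lists shared 536, and the median of all genes moved by -0.57. The paper proposes from the overlap that the regulation was an effect of acute withdrawal and not of nicotine treatment alone.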

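In the MHb 48 h after nicotine, 129 mRNAs rose and 3 fell relative to TA mice. Prkag1, a regulatory subunit of the energy sensor AMPK on chromosome 15 of GRCm38 from 98812797 to 98831521, was at 172 ± 37.8 TPM (SD, n = 4) in NAWD mice and 23.9 ± 27.9 TPM (SD, n = 4) in TA mice, a log2 fold change of 2.95 (standard error 0.238, adjusted p = 0.000153 from limma). Tpi1, a glycolytic enzyme on chromosome 6 of GRCm38 from 124810586 to 124814296, was at 990.2 ± 229.6 against 159.8 ± 118 TPM (log2 fold change 2.57, limma adjusted p = 0.000109), and Adnp, a neuroprotective homeobox protein, at 7.85 ± 2.82 against 0.552 ± 0.764 TPM (log2 fold change 2.49, limma adjusted p = 0.000614). Tradd, an adaptor of the tumour necrosis factor receptor, was at 15.9 ± 2.67 against 1.97 ± 0.740 TPM (log2 fold change 2.38, limma adjusted p = 0.000185), and the matrix protein Pcolce2 at 59.1 ± 19.1 against 7.89 ± 5.26 TPM (log2 fold change 2.52, limma adjusted p = 0.000153). Islr and Myl9, a myosin light chain of smooth muscle, rose by log2 fold changes of 2.31 and 2.23. Antioxidant genes had 17 of 23 positive values and a median of 0.23, with 2 called and 2 when adjusted over the list alone (adjusted p = 0.0232 from camera and adjusted p = 0.52 with an estimated correlation): Gpx4, which reduces lipid peroxides (3387 ± 737 against 1015 ± 432 TPM), and Cat, catalase (22.2 ± 13.1 against 7.71 ± 3.19 TPM). Heat shock and folding genes had 17 of 21 (median 0.33), with Dnajc9 (log2 fold change 1.61, limma adjusted p = 0.000206) and Dnaja1 (log2 fold change 1.36, limma adjusted p = 0.00305) called and 2 when adjusted over the list alone (adjusted p = 0.00551 from camera and adjusted p = 0.848 with an estimated correlation). Proteasome genes had 25 of 31 (median 0.20), with Psmd13 called (409 ± 188 against 64.8 ± 96.9 TPM, log2 fold change 2.86, limma adjusted p = 0.000185) and 1 when adjusted over the list alone (adjusted p = 0.0232 from camera and adjusted p = 0.848 with an estimated correlation). Microglia markers had 11 of 12 positive values (median 0.28), with Tmem119 (log2 fold change 1.76, limma adjusted p = 0.000667) and C1qa (log2 fold change 1.28, limma adjusted p = 0.00548) called and 2 when adjusted over the list alone (adjusted p = 0.00551 from camera and adjusted p = 0.24 with an estimated correlation). Choroid plexus markers had 13 of 14 (median 0.39), with none called and 1 when adjusted over the list alone (adjusted p = 0.0163 from camera and adjusted p = 0.848 with an estimated correlation). Markers of other cells called were Mbp of oligodendrocytes (1136 ± 243 against 384 ± 155 TPM) and Cldn5 of endothelium (53.0 ± 4.51 against 23.9 ± 12.1 TPM), 1 of 12 and 1 of 10 in their lists, the same when adjusted over the list alone. The 3 that fell were 1810037I17Rik (log2 fold change -1.15), 3300002I08Rik (-1.33) and Gm15564 (-1.62), named here after their values were seen. Of the genes tested, 3151 had an unadjusted p under 0.05 and 801 had groups that did not overlap (115 of the calls), where chance gives 2.86%. The count was 63 without NAWD replicate 1 and 258 without TA replicate 1, which held the highest TA value of 88.4% of the 129 genes. With only the libraries of these groups in the fit it was 23, with no factors it was 57, and the median of all genes moved by 0.10.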

In the MHb, there were 151 up- and 3 down-regulated mRNAs in NAWD mice compared to TA controls (Fig. 1L). When NAWD mice were compared to either TA or Nic, the expression of 122 mRNAs was similarly altered (Fig. 1M), suggesting their regulation was an effect of acute withdrawal from nicotine and not an effect of nicotine treatment alone.

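Against Nic mice, 94 mRNAs were higher and 2 lower in the MHb of NAWD mice, and 65 of these had also been called against TA mice. Nrn1l, related to the neurite growth factor neuritin, was at 12.5 ± 3.51 TPM (SD, n = 4) in NAWD mice and 1.01 ± 0.307 TPM (SD, n = 4) in Nic mice, a log2 fold change of 2.86 (standard error 0.226, adjusted p = 0.000335 from limma). Mbd3, a subunit of the NuRD chromatin complex, was at 439 ± 84.2 against 43.7 ± 6.86 TPM (log2 fold change 2.48, limma adjusted p = 0.000124), and Mrpl2, of the large mitochondrial ribosomal subunit, at 94.1 ± 27.7 against 16.3 ± 2.19 TPM (log2 fold change 2.18, limma adjusted p = 0.00491). Prkag1 (log2 fold change 2.63), Adnp (2.63), Tpi1 (2.37) and Pcolce2 (2.18) were called in this comparison too. The lower pair was Arl10 (log2 fold change -1.16) and Zfp935 (-1.30), chosen after their values were seen. The log2 fold changes against Nic and against TA mice had a correlation of 0.668 over genes, which are not independent replicates, and a covariance of 0.0960, where simulated data with no effect gave 0.498 and 0.0245, a difference of covariance of 0.0716. Since genes were simulated without shared variation, the gap cannot show a shared effect. Independent lists would share 0.713 genes, and with the NAWD libraries divided between the comparisons and no factors fitted 10 and 49 genes were called and 8 were shared. limma tested the same genes as against TA mice, 2571 had an unadjusted p under 0.05, and 4574 had groups that did not overlap, where chance gives 2.86%. The count was 12 without Nic replicate 2, 15 without NAWD replicate 1, 43 without NAWD replicate 2, 44 without NAWD replicate 3 or Nic replicate 3, 62 without Nic replicate 4 and 108 without NAWD replicate 4. Without factors of unwanted variation it was 734 with 57 shared, and the median of all genes moved by 0.30. The paper proposes from the shared mRNAs that their regulation was an effect of acute withdrawal and not of the treatment alone.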

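In the NAc of Nic mice 16 mRNAs were higher and 124 lower than in TA mice. Epha4, an ephrin receptor of axon guidance on chromosome 1 of GRCm38 from 77367185 to 77515088, was at 18.4 ± 8.77 TPM (SD, n = 5) in Nic mice and 102 ± 44.8 TPM (SD, n = 5) in TA mice, a log2 fold change of -1.94 (standard error 0.376, adjusted p = 0.00934 from limma). Ntng2, a netrin-like protein of axons, was at 2.28 ± 0.954 against 14.3 ± 5.62 TPM (log2 fold change -1.90), Slc8a1, a sodium-calcium exchanger, at 1.06 ± 0.677 against 8.01 ± 3.53 TPM (-1.81) and Lrrc8b, of volume-regulated anion channels, at 3.17 ± 1.43 against 20.3 ± 10.5 TPM (-1.95). Nudt21, a cleavage factor of mRNA 3′ ends, was at 7.64 ± 3.37 against 37.3 ± 11.8 TPM (-2.04), and Ccdc85c and Fam168a had log2 fold changes of -2.08 and -1.81. On the higher side were Sec62, of protein translocation into the endoplasmic reticulum (24.8 ± 5.87 against 12.4 ± 1.91 TPM, log2 fold change 1.11, limma adjusted p = 0.00872), and Rdm1 (log2 fold change 1.16, limma adjusted p = 0.00956). Of 85 neuron projection genes 62 had negative values (median -0.23), with 1 called higher, Cntnap2, and 4 lower, and 1 and 6 when adjusted over the list alone (adjusted p = 0.000475 from camera and adjusted p = 0.715 with an estimated correlation). Of 8 nicotinic receptor subunits, Chrnb2 fell (12.1 ± 3.41 against 38.6 ± 13.0 TPM, log2 fold change -1.11, limma adjusted p = 0.00956), as it did adjusted over the list alone. Ependymal markers had 10 of 10 positive values (median 0.93), with Rsph1 called (log2 fold change 1.51, limma adjusted p = 0.00934) and 1 when adjusted over the list alone (adjusted p = 0.00118 from camera and adjusted p = 0.715 with an estimated correlation). Red blood cell genes had 5 of 5 negative values (median -0.88), with Hbb-bs (410.3 ± 127 against 558 ± 217 TPM) and Hba-a2 called lower and 2 when adjusted over the list alone (adjusted p = 0.00118 from camera and adjusted p = 0.554 with an estimated correlation). The Hbb-bs means lie under a fold of 2 apart, so its fold over 2 is that of the fit with the factor of unwanted variation. limma tested 17182 genes, 5283 had an unadjusted p under 0.05 and 2100 had groups that did not overlap (125 of the calls), where chance gives 0.794%. The count was 0 without any 1 of TA replicates 1, 3 and 4 or of the 5 Nic replicates, 67 without TA replicate 5 and 514 without TA replicate 2, and without the filter it was 0. Once factors were left out, 210 were lower and 2 higher, and the median of all genes moved by -0.20.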

In the NAc, in contrast to the habenulo-interpeduncular circuit, there were a total of 852 genes differentially expressed in Nic compared to TA mice (Fig. 1Q). After acute withdrawal, there were only 31 mRNAs differentially expressed in the NAc of NAWD mice compared to TA (Fig. 1R). Of these mRNAs, 25 were also altered after nicotine-treatment alone, suggesting this was largely an effect of the chronic nicotine treatment (Fig. 1S).

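In the NAc 48 h after nicotine no mRNA met both thresholds. The smallest p belonged to Gm9843, Myo18a, an unconventional myosin (21.8 ± 11.5 TPM (SD, n = 4) in NAWD mice and 74.7 ± 26.8 TPM (SD, n = 5) in TA mice, log2 fold change -1.12), Nme3, a nucleoside diphosphate kinase (64.8 ± 25.2 against 77.7 ± 27.3 TPM), and Uqcc2, an assembly factor of respiratory complex III (613 ± 243 against 746 ± 294 TPM, -1.10), with adjusted p = 0.0341 from limma. For Nme3 and Uqcc2 the means differ by less than either SD, and the change of -1.10 for Uqcc2 is that of the fit with the factor. Cytosolic ribosomal protein genes had 72 of 79 negative values (median -0.47), with none called and 4 lower when adjusted over the list alone (adjusted p = 7.99e-11 from camera and adjusted p = 0.518 with an estimated correlation). Nuclear genes of oxidative phosphorylation had 62 of 75 (median -0.41), with none called and 1 lower when adjusted over the list alone (adjusted p = 1.02e-07 from camera and adjusted p = 0.518 with an estimated correlation). With no factors the medians of these lists were -0.02 and -0.03, and NAWD replicate 2 alone lay below the TA mean: the ribosomal median was -0.83 in NAWD replicate 2 and 0.11, 0.25 and 0.20 in the others, and that of oxidative phosphorylation -0.70 against 0.09, 0.15 and 0.28. In the fit without NAWD replicate 2 the medians were -0.30 and -0.21. GABA-A receptor subunits had 13 of 14 positive values (median 0.36, none called over all genes or adjusted over the list alone, adjusted p = 0.00107 from camera and adjusted p = 0.518 with an estimated correlation), a direction that flips to a median of -0.30 without factors of unwanted variation. Of the genes tested with limma, 3688 had an unadjusted p under 0.05. Without TA replicate 2 it called 6 genes higher and 265 lower, and with factors estimated from residuals 2164. The median of all genes moved by -0.31 without factors.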

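Across genes of the NAc, the log2 fold changes of Nic against TA mice and of NAWD against TA mice had a correlation of 0.774, where simulated data with no effect but the same shared TA libraries gave 0.468, and genes are not independent replicates. Chrnb2, a subunit of the main nicotinic receptor of the brain, had a log2 fold change of -1.33 after withdrawal (9.66 ± 4.52 against 38.6 ± 13.0 TPM, adjusted p = 0.0341 from limma). Ndufa13 and Uqcr11, of respiratory complexes I and III, had -0.97 and -0.95 after withdrawal, and the ribosomal protein genes Rplp1 and Rpl29 -1.19 and -1.14, also with no call. These 4 genes were lowest in NAWD replicate 2 (log2 -1.37, -1.43, -1.61 and -1.66 from the TA mean), and from -0.15 to 0.31 in single other NAWD libraries, while Chrnb2 was from -2.65 to -1.20 in single NAWD libraries. The covariance of the log2 fold changes was 0.123, against 0.0179 in the simulated data, a difference of 0.105. Because the simulated genes hold no variation shared within a library, neither gap to them can show a shared effect. With the TA libraries divided between the comparisons and no factors fitted, the correlation was 0.719. No gene was shared between the lists of calls, since limma called 0 genes in NAWD mice. The paper proposes from its shared mRNAs that the change in the NAc was largely an effect of chronic nicotine.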

To determine the stability of altered mRNA expression induced by nicotine withdrawal, NLWD mice were compared to TAL controls. In the IPN, 39 genes were differentially expressed in NLWD mice compared to TAL (Fig. S3S,T). However, none of these genes were differentially expressed after acute withdrawal (see GEO upload). 

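In the IPN 4 weeks after nicotine, 10 genes were called higher and 1 lower in NLWD than in TAL mice. The higher ones are copies of the 5S ribosomal RNA gene, among them n-R5s118, n-R5s106 and n-R5s130, which share the values 552 ± 409 TPM (SD, n = 2) in NLWD mice and 13.3 ± 12.3 TPM (SD, n = 3) in TAL mice, a log2 fold change of 5.62 (standard error 0.649, adjusted p = 0.00233 from limma). The lower one was mt-Nd4l, a mitochondrially encoded subunit of complex I (log2 fold change -5.15, limma adjusted p = 0.00655), chosen after its values were seen. Of 79 cytosolic ribosomal protein genes 79 had negative values (median -1.27, none called over all genes or adjusted over the list alone, adjusted p = 1.38e-10 from camera and adjusted p = 0.873 with an estimated correlation). Neuron projection genes had 72 of 78 positive values (median 0.53, none called either way, adjusted p = 9.48e-06 from camera and adjusted p = 0.873 with an estimated correlation). The NLWD libraries differ: the 20 most abundant features hold 64.7% of the total in NLWD replicate 2 and 30.9 to 36.1% in the other 4 libraries, and the ribosomal median against the TAL mean, with no factors, was -2.08 in NLWD replicate 2 and -0.40 in NLWD replicate 5. With 2 NLWD and 3 TAL libraries and 1 factor, the limma fit keeps 2 degrees of freedom among libraries, and 910 of 12770 genes had an unadjusted p under 0.05. The count was 0 without TAL replicate 1 or 3, 76 without TAL replicate 4, 91 without NLWD replicate 2 and 369 without NLWD replicate 5, where a lone NLWD library is assumed to vary like the TAL group.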

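Of the 18 mRNAs called in the IPN at 48 h, 4 had the same sign at 4 weeks, and their median log2 fold change, signed by the direction at 48 h, was -1.28. Rpp21 had a log2 fold change of -1.79 at 4 weeks (adjusted p = 0.688 from limma). None of the calls was shared between the time points. The 4-week comparison rests on 2 NLWD and 3 TAL libraries, where simulated changes of log2 2.5 were recovered in 0% of genes. Ribosomal and respiratory genes are among the 18, and NLWD replicate 2 had a ribosomal median of -2.08 against the TAL mean. So no reversal of the 48-h changes can be read from these values.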

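In the MHb 4 weeks after nicotine, 1 gene was called, the pseudogene Gm8738, at a log2 fold change of -1.81 (adjusted p = 0.009 from limma), chosen after its values were seen. Arf5, which had risen at 48 h, had a log2 fold change of -0.02 (adjusted p = 0.992 from limma), Bcl2l1 of 0.18, Atg7 of 0.33 and Eif5a of -0.19. Of the mRNAs called at 48 h, 87 had the same sign at 4 weeks, with a median of 0.08 where it had been 1.29, and none was called at both times. limma tested 16956 genes, 1058 had an unadjusted p under 0.05, and 67 had groups that did not overlap, where chance gives 0.794%. With 9 of the 10 libraries left out in turn the count was 0.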

In the MHb, all mRNAs were expressed at control levels in NLWD mice (Fig. S3U,V).

Gene ontology analysis was performed on differentially expressed mRNAs for all treatment groups and brain regions (Fig. 1T–V, Table S1). For genes up- or down-regulated in the IPN and MHb of NAWD mice compared to TA controls, we determined enrichment of reduced terms describing the cellular compartment (CC, Fig. 1T), molecular function (MF, Fig. 1U), and biological process (BP, Fig. 1V). CC analysis determined there was significant enrichment of genes up-regulated in the IPN related to the mitochondrion. 

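Of 75 nuclear genes for oxidative phosphorylation, 47 had positive log2 fold changes in the IPN of NAWD mice, with a median of 0.17 that flips to -0.02 under quantile normalization and is 0.42 without factors of unwanted variation. Uqcr11, a subunit of complex III on chromosome 10 of GRCm38 from 80402997 to 80406830, rose to 2748 ± 277 TPM (SD, n = 5) in NAWD mice and 1097 ± 181 TPM (SD, n = 5) in TA mice, a log2 fold change of 1.47 (standard error 0.185, adjusted p = 0.00472 from limma). Ndufa7 and Ndufa13, subunits of complex I, rose as well (1657 ± 141 against 668 ± 136 TPM, log2 fold change 1.35, and 885 ± 106 against 409 ± 85.9 TPM, log2 fold change 1.29, limma adjusted p = 0.00748). These 3 were the calls over all genes, and 5 were called when adjusted over the list alone, with Ndufc1 of complex I (2015 ± 155 against 885 ± 145.2 TPM, log2 fold change 1.29, limma adjusted p = 0.0147) among them (as a group, adjusted p = 1.14e-06 from camera and adjusted p = 0.471 with an estimated correlation). The 13 mRNAs encoded by the mitochondrial genome itself had 12 negative values and a median of -0.67, with none called over all genes and 1 lower when adjusted over the list alone (adjusted p = 4.09e-07 from camera and adjusted p = 0.458 with an estimated correlation). That gene was mt-Nd6, also of complex I, at 44.5 ± 4.63 against 75.2 ± 1.86 TPM (log2 fold change -0.90, limma adjusted p = 0.00472, a fold under 2). Of 20 alternatives, Uqcr11 kept its call in 10, Ndufa7 in 8 and Ndufa13 in 5. The median for oxidative phosphorylation ran from 0.03 without TA replicate 4 to 0.20 without TA replicate 3.

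**Figure D2:**
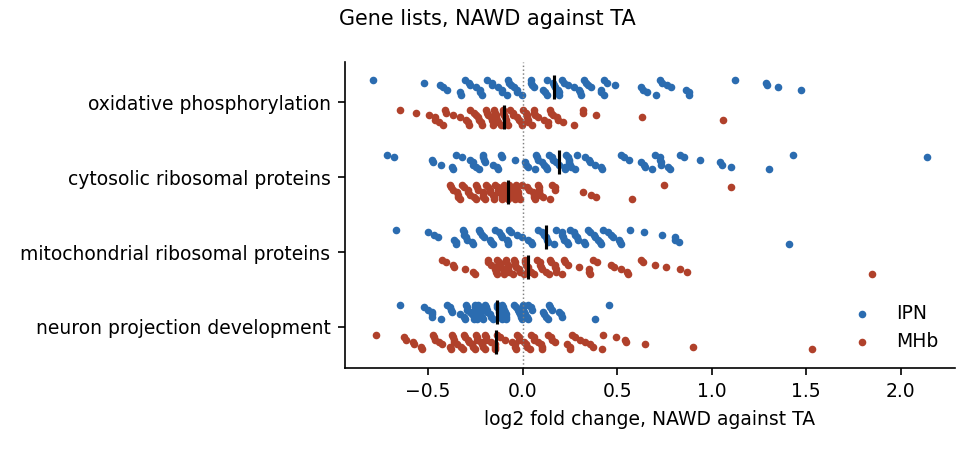
Log2 fold changes of NAWD against TA mice for lists of genes in the IPN (blue) and the MHb (red), where each point is 1 gene and each vertical line the median of its list. Under quantile normalization the IPN medians of oxidative phosphorylation and cytosolic ribosomal proteins and the MHb median of mitochondrial ribosomal proteins change sign, as does the MHb median of neuron projection without factors of unwanted variation.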

There was also enrichment of MF and BP terms related to mitochondrion, such as electron carrier activity, NADH dehydrogenase activity, hydrogen ion transport, and regulation of metabolic processes. There was also significant enrichment of genes up-regulated in the IPN related to ribosomal terms, including structural constituent of the ribosome, rRNA binding, ribosome biogenesis, and translation. 

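Among 79 cytosolic ribosomal protein genes 55 had positive values in the IPN of NAWD mice, with a median of 0.19 that flips to -0.00 under quantile normalization and is 0.53 without factors. Rpl41, of the large subunit on chromosome 10 of GRCm38 from 128548114 to 128549305, rose to 12373 ± 1667 TPM (SD, n = 5) in NAWD mice and 3021 ± 887 TPM (SD, n = 5) in TA mice, a log2 fold change of 2.14 (standard error 0.269, adjusted p = 0.00472 from limma). Rpl21 (2261 ± 141 against 1017 ± 219.9 TPM, log2 fold change 1.30, limma adjusted p = 0.0153), Fau (2980.3 ± 328 against 1191 ± 382 TPM, log2 fold change 1.43, limma adjusted p = 0.021) and Rps10 (log2 fold change 0.83, limma adjusted p = 0.03) did not pass over all genes. Rpl41 was the call over all genes, and 6 were called when adjusted over the list alone (adjusted p = 4.09e-07 from camera and adjusted p = 0.471 with an estimated correlation). Of 77 mitochondrial ribosomal protein genes 45 had positive values (median 0.12, and 0.03 without factors), and Mrpl52 rose, at 794 ± 90.7 against 317 ± 49.7 TPM (log2 fold change 1.41), with 1 called either way (adjusted p = 0.00189 from camera and adjusted p = 0.471 with an estimated correlation). Rpl41 and Mrpl52 each kept their calls in 11 of 20 alternatives. Without TA replicate 4 the cytosolic median was 0.07 and the mitochondrial one -0.02.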

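Of 85 neuron projection genes tested in the IPN 64 had negative values in NAWD mice, with a median of -0.14 and none called over all genes or adjusted over the list alone (adjusted p = 0.0125 from camera and adjusted p = 0.471 with an estimated correlation). Macf1, a linker of actin and microtubules, was at 20.1 ± 3.71 TPM (SD, n = 5) in NAWD mice and 43.7 ± 10.5 TPM (SD, n = 5) in TA mice, a log2 fold change of -0.48 (standard error 0.130, adjusted p = 0.0901 from limma). Bdnf, a neurotrophin, was at 0.858 ± 0.503 against 2.39 ± 0.720 TPM (log2 fold change -0.65, limma adjusted p = 0.136), and Cntn4, an axonal adhesion protein, had a log2 fold change of -0.50. Without factors of unwanted variation the IPN median was -0.76 with 85 of 85 negative, where the median of all genes was -0.35. That log2 fold change also fell with transcript length over all genes (Spearman correlation -0.398), which was not checked for this list. With a pseudocount of 0.1 the IPN median of the list was -0.26 with 72 negative. In the MHb 52 of 84 had negative values, with a median of -0.14 that flips to 0.10 when factors are left out. There 1 gene was called, on the higher side, and 1 when adjusted over the list alone (adjusted p = 0.0191 from camera and adjusted p = 0.848 with an estimated correlation): Gap43, a protein of growing axons (259 ± 134 against 77.3 ± 28.9 TPM, log2 fold change 1.53, limma adjusted p = 0.00428). Kif5c, a motor of axonal transport, and Camsap2, which binds microtubule ends, had log2 fold change -0.63, limma adjusted p = 0.0302 and log2 fold change -0.78, limma adjusted p = 0.0118 in the MHb.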

In both the IPN and the MHb there was significant enrichment of down-regulated genes related to neuron projection development.

### Differentially expressed miRNAs are predicted to target reciprocally expressed mRNAs in the IPN and MHb during acute nicotine withdrawal

TargetScan Mouse 7.1 was used to identify transcripts containing conserved MREs potentially targeted by miRNAs in all treatment groups and brain regions (Table S2).

In the IPN, 38 mRNAs that were differentially expressed in NAWD mice compared to controls are predicted targets of at least one of 35 inversely expressed miRNAs (Table 1). For example, expression of *Profilin 2* (*Pfn2*), a regulator of cytoskeletal dynamics enriched in the brain^32^, was down-regulated by ~50% in the IPN of NAWD mice. miR-106b-5p is up-regulated by ~80% and is predicted to target two MREs within the 3′-UTR of *Pfn2*.

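All 38 mRNAs of the paper's Table 1 had the table's direction in the IPN, 32 higher with a median log2 fold change of 0.76 and 6 lower with a median of -0.96. The study chose these genes on the same libraries, so their direction is not independent evidence. Gchfr, a regulator of tetrahydrobiopterin synthesis, was at 59.2 ± 17.6 TPM (SD, n = 5) in NAWD mice and 24.1 ± 6.86 TPM (SD, n = 5) in TA mice, a log2 fold change of 1.21 (standard error 0.286, adjusted p = 0.0601 from limma). Hbq1a, a globin, was at 2.98 ± 0.925 against 1.07 ± 0.431 TPM (log2 fold change 1.16, limma adjusted p = 0.0149), and Gosr2, a SNARE of the Golgi, at 11.6 ± 3.18 against 53.0 ± 23.8 TPM (log2 fold change -1.13, limma adjusted p = 0.0372). Rpp21 was called over all genes, and 9 of the 38 when adjusted over the list alone. Of the table's 35 miRNAs 35 had its direction, 7 were called and 12 when adjusted over the list alone.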

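Pfn2, on chromosome 3 of GRCm38 from 57841895 to 57848079, was at 235 ± 66.4 TPM (SD, n = 5) in the IPN of NAWD mice and 801 ± 271 TPM (SD, n = 5) in TA mice, a difference of the mean log2 levels of -1.74 (two-sided exact permutation p = 0.00794, the smallest that 252 splits allow). Of 18028 genes tested there, 4327 had groups that did not overlap and so reach the same p, and the median of all genes without factors was -0.35. In Nic mice it was at 1222 ± 358 TPM (SD, n = 5; log2 difference 0.62 from TA mice, two-sided exact p = 0.0873). With factors of unwanted variation the log2 fold change of -0.92 (standard error 0.203, adjusted p = 0.0502 from limma) did not pass. miR-106b-5p was at 554 ± 18.6 RPM (SD, n = 5) in NAWD mice and 293 ± 32.0 RPM (SD, n = 5) in TA mice, a log2 difference of 0.92 (two-sided exact p as for Pfn2), and at 274 ± 29.5 RPM in Nic mice (p = 0.333). It was called by limma (log2 fold change 0.86, limma adjusted p = 2.52e-05) and by edgeR. The 3′ untranslated region of Pfn2, 1322 nt long, holds 2 matches of 7 nt to the miR-106b-5p seed, at 452 to 458 and 1197 to 1203. The log2 difference of Pfn2 ran from -1.90 without TA replicate 3 to -1.60 without TA replicate 2.

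**Figure D3:**
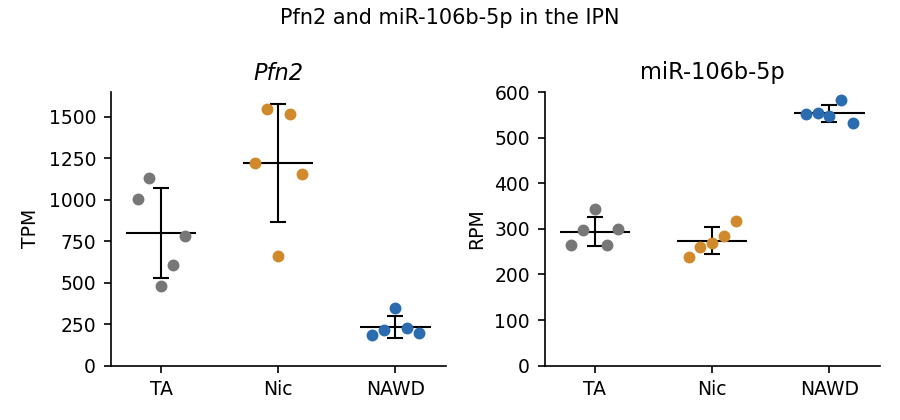
Levels of Pfn2 in TPM and of miR-106b-5p in RPM in IPN libraries by treatment. Each point is 1 library, each line the mean of its group and each bar the SD.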

**Table 1:** Predicted miRNA targets differentially expressed in the IPN during acute nicotine withdrawal.

mRNA	mRNA FC	mRNA FDR	miRNA	miRNA FC	miRNA FDR	Seed Type	Position in 3′-UTR
**Hbq1a**	3.002	2.57E-07	miR-377-3p	0.592	1.08E-03	7mer-m8	252–258
**Rpp21**	2.852	2.35E-20	miR-136-5p	0.613	9.18E-06	8mer	3537–3544
**Gchfr**	2.696	9.55E-06	miR-129-1-3p	0.570	4.18E-04	7mer-m8	298–304
			miR-129-2-3p	0.590	1.62E-05	7mer-m8	298–304
**Gm20390**	2.669	2.25E-23	miR-429-3p	0.329	3.53E-12	7mer-m8	3377–3383
			miR-429-3p	0.329	3.53E-12	8mer	4329–4336
			miR-429-3p	0.329	3.53E-12	8mer	4714–4721
			miR-200b-3p	0.375	6.58E-08	7mer-m8	3377–3383
			miR-200b-3p	0.375	6.58E-08	8mer	4329–4336
			miR-200b-3p	0.375	6.58E-08	8mer	4714–4721
			miR-344d-3p	0.741	4.47E-03	7mer-A1	3316–3122
**Gm9726**	2.627	2.76E-04	miR-29b-3p	0.726	4.41E-03	8mer	326–333
**Hist1h4h**	2.505	1.18E-15	miR-9-5p	0.753	5.60E-03	7mer-m8	26–32
**Serf2**	2.421	7.81E-20	miR-200a-3p	0.381	1.24E-13	7mer-m8	213–219
			miR-141-3p	0.458	3.07E-04	7mer-m8	213–219
			let-7f-5p	0.735	8.04E-04	8mer	2110–2117
			let-7b-5p	0.741	6.40E-03	8mer	2110–2117
			let-7c-5p	0.766	9.52E-03	8mer	2110–2117
**Mrps16**	2.418	2.40E-15	miR-136-5p	0.613	9.18E-06	7mer-m8	86–92
**Zfp46**	2.409	3.91E-12	miR-129-1-3p	0.570	4.18E-04	7mer-m8	464–470
			miR-129-2-3p	0.590	1.62E-05	7mer-m8	464–470
**Ndufb2**	2.368	2.31E-22	miR-429-3p	0.329	3.53E-12	7mer-m8	3896–3902
			miR-200b-3p	0.375	6.58E-08	7mer-m8	3896–3902
**Esrrb**	2.332	7.67E-08	let-7f-5p	0.735	8.04E-04	8mer	617–624
			let-7b-5p	0.741	6.40E-03	8mer	617–624
			miR-485-5p	0.753	4.04E-03	7mer-m8	55–61
			miR-9-5p	0.753	5.60E-03	8mer	2337–2344
			let-7c-5p	0.766	9.52E-03	8mer	617–624
**Polr2f**	2.323	2.02E-26	miR-488-3p	0.752	8.56E-03	7mer-m8	485–491
**Nme1**	2.305	3.32E-21	miR-200a-3p	0.381	1.24E-13	8mer	123–130
			miR-141-3p	0.458	3.07E-04	8mer	123–130
**Gm9844**	2.296	1.27E-04	miR-129-5p	0.721	1.46E-03	8mer	26–33
**Diras1**	2.234	1.93E-12	miR-7b-5p	0.715	1.25E-03	7mer-m8	2200–2206
**Myl6**	2.234	8.56E-15	miR-340-5p	0.741	6.55E-03	7mer-A1	851–857
**Psma2**	2.174	3.46E-21	miR-132-3p	0.726	6.55E-03	7mer-A1	111–117
**Mrpl14**	2.172	2.53E-14	miR-340-5p	0.741	6.55E-03	7mer-A1	2823–2829
**Ptrhd1**	2.170	1.90E-13	miR-181d-5p	0.676	2.00E-04	7mer-m8	2022–2028
			miR-181b-5p	0.680	5.42E-05	7mer-m8	2022–2028
			miR-488-3p	0.752	8.56E-03	8mer	76–83
**Dynlt1f**	2.169	1.11E-08	miR-29b-3p	0.726	4.41E-03	7mer-A1	215–221
**Sod1**	2.162	7.65E-13	miR-377-3p	0.592	1.08E-03	7mer-m8	78–84
**Cst6**	2.158	6.60E-14	miR-377-3p	0.592	1.08E-03	7mer-m8	2027–2033
			miR-181d-5p	0.676	2.00E-04	7mer-m8	2023–2029
			miR-181b-5p	0.680	5.42E-05	7mer-m8	2023–2029
**Rpl31**	2.153	6.45E-09	miR-653-5p	0.616	4.04E-03	7mer-A1	639–645
			miR-129-5p	0.721	1.46E-03	8mer	671–678
**Tmsb4x**	2.126	2.94E-14	miR-183-5p	0.319	3.96E-21	7mer-m8	327–333
**Ndufb9**	2.104	7.81E-20	miR-200a-3p	0.381	1.24E-13	8mer	2453–2460
			miR-141-3p	0.458	3.07E-04	8mer	2453–2460
			miR-365-3p	0.654	9.94E-03	7mer-m8	2718–2724
			miR-532-5p	0.740	2.06E-03	7mer-m8	3048–3054
			miR-340-5p	0.741	6.55E-03	7mer-A1	1850–1856
			miR-379-5p	0.752	6.55E-03	7mer-m8	3186–3192
**Rps12**	2.097	2.19E-06	miR-96-5p	0.235	1.36E-17	7mer-m8	2285–2291
**Acot13**	2.097	2.94E-07	miR-429-3p	0.329	3.53E-12	7mer-m8	4417–423
			miR-200b-3p	0.375	6.58E-08	7mer-m8	4417–423
			miR-653-5p	0.616	4.04E-03	7mer-A1	5139–5145
			miR-181d-5p	0.676	2.00E-04	7mer-m8	4525–4531
			miR-181b-5p	0.680	5.42E-05	7mer-m8	4525–4532
**Aamdc**	2.094	9.88E-15	miR-485-5p	0.753	4.04E-03	7mer-m8	64–70
**Cisd3**	2.093	9.98E-20	miR-9-5p	0.753	5.60E-03	7mer-A1	358–364
**Tmem151b**	2.035	2.86E-07	miR-129-1-3p	0.570	4.18E-04	7mer-m8	2722–2728
			miR-129-2-3p	0.590	1.62E-05	7mer-m8	2722–2728
			miR-181d-5p	0.676	2.00E-04	7mer-m8	2226–2232
			miR-181b-5p	0.680	5.42E-05	7mer-m8	2226–2233
			miR-132-3p	0.726	6.55E-03	8mer	339–346
			miR-29b-3p	0.726	4.41E-03	7mer-m8	2452–2458
			miR-485-5p	0.753	4.04E-03	8mer	2089–2096
**Erh**	2.031	1.69E-09	miR-181d-5p	0.676	2.00E-04	7mer-m8	118–124
			miR-181b-5p	0.680	5.42E-05	7mer-m8	118–124
**Tomm5**	2.011	4.37E-19	miR-151-3p	0.770	6.36E-03	7mer-m8	383–389
**Gosr2**	0.374	1.22E-11	miR-27a-3p	1.421	8.66E-04	8mer	94–101
**Nkx2-1**	0.459	1.19E-03	miR-503-5p	1.581	1.48E-03	7mer-m8	74–80
**Prkag1**	0.488	8.60E-03	miR-34a-5p	1.941	7.79E-08	7mer-m8	42–48
			miR-34b-5p	1.893	1.43E-06	7mer-m8	42–48
**Lurap1l**	0.489	1.18E-06	miR-497a-5p	2.053	3.09E-13	8mer	60–67
			miR-503-5p	1.581	1.48E-03	7mer-A1	61–67
**Pfn2**	0.496	8.36E-09	miR-106b-5p	1.789	9.32E-11	7mer-m8	452–458
			miR-106b-5p	1.789	9.32E-11	7mer-m8	1197–1203
**Zbtb9**	0.496	3.34E-05	miR-497a-5p	2.053	3.09E-13	7mer-m8	42–48
			miR-497a-5p	2.053	3.09E-13	7mer-m8	45–51
			miR-106b-5p	1.789	9.32E-11	8mer	822–829

TargetScan Mouse 7.1 predicted conserved MREs within the 3′-UTRs of a subset of mRNAs differentially expressed in the IPN of NAWD mice compared to TA controls. miRNAs conserved in vertebrates and mammals that were inversely expressed (FDR < 0.01) and predicted to target these MREs are listed. Only mRNAs with a FC > 2 and an FDR < 0.01 were included in target prediction analysis. Seed type of the predicted MRE and its position within the 3′-UTR are listed.

In the MHb, 50 mRNAs that were differentially expressed in NAWD mice compared to TA controls are predicted targets of at least one of 32 inversely expressed miRNAs (Table 2). 

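All 50 mRNAs of the paper's Table 2 were higher in the MHb of NAWD than of TA mice, with a median log2 fold change of 1.24. Arf5, a small GTPase of Golgi traffic on chromosome 6 of GRCm38 from 28423560 to 28426602, rose to 239 ± 57.0 TPM (SD, n = 4) in NAWD mice and 38.7 ± 21.1 TPM (SD, n = 4) in TA mice, a log2 fold change of 2.43 (standard error 0.204, adjusted p = 0.000185 from limma). Eif5a, a translation factor, was at 336 ± 67.7 against 113 ± 28.0 TPM (log2 fold change 1.44, limma adjusted p = 0.00236), and Bcl2l1, an inhibitor of apoptosis, at 146 ± 27.7 against 60.2 ± 39.5 TPM (log2 fold change 1.16, limma adjusted p = 0.00357). Atg7, an enzyme of autophagy, was at 37.2 ± 8.92 against 15.4 ± 10.8 TPM and did not pass (log2 fold change 1.19, limma adjusted p = 0.017). Tom1l1 (49.9 ± 17.2 against 9.05 ± 6.61 TPM), the replication clamp Pcna (67.5 ± 9.37 against 17.0 ± 8.24 TPM) and the Ras-related Rasd1 (19.2 ± 8.41 against 3.54 ± 2.30 TPM) rose by log2 fold changes of 2.13, 1.83 and 2.20. Over 17 alternatives, Arf5 and Tom1l1 kept their calls in 17, Pcna in 16, Eif5a in 15, and Bcl2l1 and Rasd1 in 8. Of the 50, 35 were called over all genes and 42 when adjusted over the list alone. Of the table's 32 miRNAs 31 had its direction, 7 were called and 13 when adjusted over the list alone. Since the study chose these genes on the same libraries, they are not independent evidence.

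**Figure D4:**
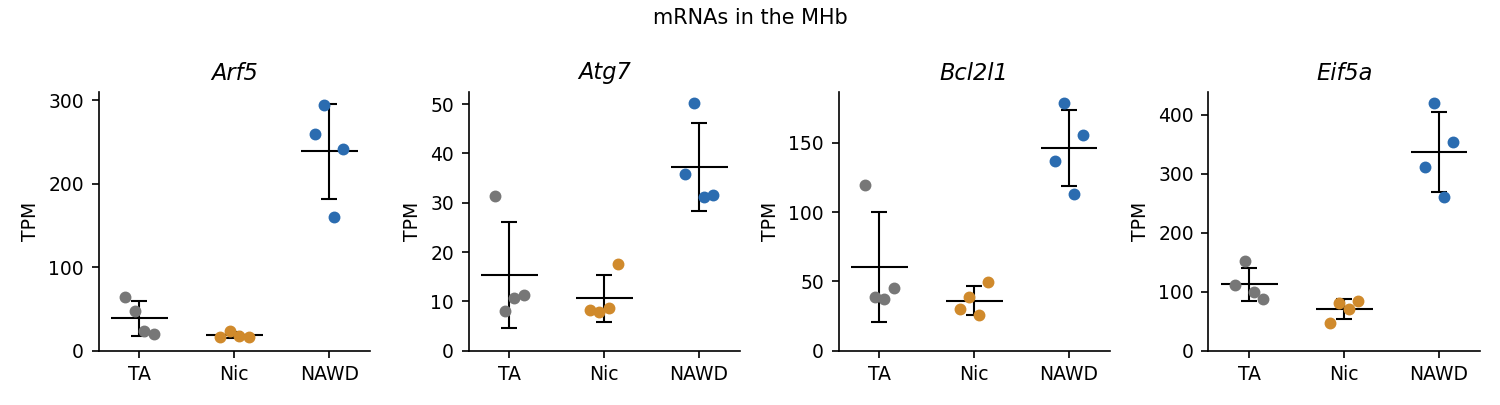
Levels of Arf5, Atg7, Bcl2l1 and Eif5a in TPM in MHb libraries by treatment. Each point is 1 library, each line the mean of its group and each bar the SD.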

The up-regulation of at least four mRNAs (*Arf5*, *Atg7*, *Bcl2l1*, and *Eif5a*) that are predicted to be targeted by down-regulated miRNAs (Table 2), was verified by RT-qPCR (Fig. S4D–G).

**Table 2:** Predicted miRNA targets differentially expressed in the MHb during acute nicotine withdrawal.

mRNA	mRNA FC	mRNA FDR	miRNA	miRNA FC	miRNA FDR	Seed Type	Position in 3′-UTR
**Arf5**	4.543	1.01E-24	miR-29b-3p	0.650	4.95E-06	8mer	392–399
**Pcolce2**	4.447	9.69E-19	miR-340-5p	0.618	2.19E-10	7mer-A1	329–335
			miR-146b-5p	0.721	1.68E-04	7mer-A1	3039–3045
**Tom1l1**	4.011	2.74E-21	miR-340-5p	0.618	2.19E-10	7mer-A1	397–403
			miR-340-5p	0.618	2.19E-10	8mer	2622–2629
			miR-181b-5p	0.763	2.71E-03	8mer	371–378
			miR-142a-5p	0.765	8.25E-03	7mer-A1	2622–2628
			miR-181c-5p	0.770	3.26E-03	8mer	371–378
**Rasd1**	3.629	3.25E-11	miR-377-3p	0.558	4.71E-04	7mer-m8	572–578
			miR-30c-5p	0.710	2.01E-04	8mer	465-–472
			miR-384-5p	0.735	3.14E-04	8mer	465–472
**Pcna**	3.195	6.07E-16	miR-137-3p	0.652	9.24E-08	8mer	420–427
**Spns1**	3.031	1.55E-11	miR-29b-3p	0.650	4.95E-06	8mer	266–273
**Ppp2cb**	3.022	5.91E-20	miR-183-5p	0.551	2.97E-06	8mer	152–159
			miR-142a-5p	0.765	8.25E-03	7mer-A1	142–148
**Steap3**	2.857	2.10E-06	miR-377-3p	0.558	4.71E-04	7mer-A1	704–710
**Dnajc9**	2.787	7.78E-14	miR-132-3p	0.710	1.32E-04	7mer-m8	1040–1046
**Rpa1**	2.704	2.98E-15	miR-30c-5p	0.710	2.01E-04	7mer-m8	1195–1201
			miR-384-5p	0.735	3.14E-04	7mer-m8	1195–1201
			miR-361-5p	0.762	2.72E-03	7mer-m8	591–597
			miR-361-5p	0.762	2.72E-03	7mer-A1	627–633
**Net1**	2.675	4.10E-07	miR-340-5p	0.618	2.19E-10	7mer-A1	31–37
			miR-135a-5p	0.631	7.96E-09	8mer	831–838
			miR-135b-5p	0.645	4.36E-05	8mer	831–838
**Gpx4**	2.617	1.68E-17	miR-374b-5p	0.549	2.62E-05	7mer-A1	833–839
**Ogfod2**	2.613	3.97E-11	miR-340-5p	0.618	2.19E-10	493-500	8mer
**Sin3a**	2.598	2.68E-09	miR-211-5p	0.492	7.97E-12	7mer-m8	870–876
			miR-183-5p	0.551	2.97E-06	7mer-m8	644–650
			miR-493-5p	0.699	3.98E-03	7mer-m8	724–730
			miR-493-5p	0.699	3.98E-03	8mer	840–847
**Eif5a**	2.561	5.52E-19	miR-495-3p	0.472	8.00E-16	7mer-A1	589–595
**Gosr2**	2.511	5.84E-16	miR-493-5p	0.699	3.98E-03	8mer	1649–1656
**Chst15**	2.455	2.63E-07	miR-342-3p	0.704	8.42E-05	8mer	1364–1371
**Tmem159**	2.443	1.65E-04	miR-135a-5p	0.631	7.96E-09	7mer-m8	607–613
			miR-135b-5p	0.645	4.36E-05	7mer-m8	607–613
**Rab40b**	2.414	3.16E-05	miR-211-5p	0.492	7.97E-12	8mer	336–343
**Rabl6**	2.413	2.15E-08	miR-30c-5p	0.710	2.01E-04	8mer	371–378
			miR-384-5p	0.735	3.14E-04	8mer	371–378
**Id3**	2.400	5.82E-11	miR-340-5p	0.618	2.19E-10	7mer-A1	489–495
**Htra2**	2.381	6.59E-05	miR-410-3p	0.667	4.11E-07	7mer-A1	160–166
**Kctd3**	2.355	2.23E-08	miR-29b-3p	0.650	4.95E-06	7mer-A1	432–438
			miR-30c-5p	0.710	2.01E-04	7mer-m8	411–417
			miR-384-5p	0.735	3.14E-04	7mer-m8	411–417
**Atg16l1**	2.346	3.04E-12	let-7k	0.615	1.81E-04	7mer-A1	235–241
			miR-410-3p	0.667	4.11E-07	8mer	1100–1107
			miR-142a-5p	0.765	8.25E-03	7mer-m8	872–878
**Srl**	2.344	8.98E-04	miR-211-5p	0.492	7.97E-12	8mer	2918–2925
			miR-136-5p	0.582	2.87E-08	8mer	818–825
			miR-136-5p	0.582	2.87E-08	8mer	4468–4475
**Marcksl1**	2.271	1.11E-08	miR-23b-3p	0.740	1.75E-03	8mer	576–583
			miR-23a-3p	0.755	3.09E-03	8mer	576–583
**Ccdc32**	2.241	2.68E-07	miR-377-3p	0.558	4.71E-04	7mer-m8	165–171
**Prpf19**	2.227	2.45E-17	miR-377-3p	0.558	4.71E-04	8mer	2354–2361
			miR-421-3p	0.701	6.33E-03	8mer	2841–2848
			miR-203-3p	0.732	7.63E-04	7mer-m8	120–126
**Tbc1d8b**	2.222	2.86E-03	miR-340-5p	0.618	2.19E-10	8mer	2336–2343
			miR-142a-5p	0.765	8.25E-03	7mer-m8	1016–1022
			miR-142a-5p	0.765	8.25E-03	7mer-A1	2336–2341
**Kdelr1**	2.222	7.47E-08	miR-340-5p	0.618	2.19E-10	7mer-A1	313–319
			miR-335-5p	0.637	4.58E-06	7mer-A1	715–721
**Gm2a**	2.184	1.22E-07	miR-6395	0.682	5.46E-03	8mer	591–598
**Zfp622**	2.170	1.71E-11	miR-181b-5p	0.763	2.71E-03	8mer	410–417
			miR-181c-5p	0.770	3.26E-03	8mer	410–417
**Gap43**	2.163	3.62E-03	miR-23b-3p	0.740	1.75E-03	7mer-m8	433–439
			miR-23a-3p	0.755	3.09E-03	7mer-m8	433–439
**Grasp**	2.157	9.32E-04	miR-132-3p	0.710	1.32E-04	7mer-m8	668–674
**Gpr182**	2.134	4.61E-03	miR-30c-5p	0.710	2.01E-04	7mer-A1	2658–2664
			miR-384-5p	0.735	3.14E-04	7mer-A1	2658–2664
**Metap1**	2.125	1.20E-06	miR-211-5p	0.492	7.97E-12	7mer-m8	1354–1360
			miR-382-3p	0.528	3.46E-11	7mer-m8	1373–1379
			miR-181b-5p	0.763	2.71E-03	7mer-m8	1334–1340
			miR-142a-5p	0.765	8.25E-03	7mer-m8	1221–1227
			miR-181c-5p	0.770	3.26E-03	7mer-m8	1334–1340
**Chid1**	2.123	5.05E-07	miR-142a-5p	0.765	8.25E-03	7mer-m8	2673–2679
**Tmem184a**	2.121	3.51E-03	miR-137-3p	0.652	9.24E-08	8mer	2889–2896
			miR-410-3p	0.667	4.11E-07	7mer-A1	3706–3712
			miR-493-5p	0.699	3.98E-03	7mer-m8	2883–2889
			miR-487b-3p	0.702	4.08E-04	8mer	3684–3691
**Htr2c**	2.106	2.43E-10	miR-382-3p	0.528	3.46E-11	8mer	1230–1237
			miR-137-3p	0.652	9.24E-08	8mer	2964–2971
			miR-23b-3p	0.740	1.75E-03	8mer	1871–1878
			miR-23a-3p	0.755	3.09E-03	8mer	1871–1878
**Alpl**	2.103	3.66E-06	miR-211-5p	0.492	7.97E-12	8mer	655–662
**Ddah2**	2.093	1.58E-08	miR-29b-3p	0.650	4.95E-06	7mer-m8	69–75
**Zkscan4**	2.087	1.94E-05	miR-29b-3p	0.650	4.95E-06	7mer-A1	390–396
**Atg7**	2.087	1.98E-05	miR-211-5p	0.492	7.97E-12	8mer	1454–1461
			miR-382-3p	0.528	3.46E-11	7mer-m8	1438–1444
			miR-142a-5p	0.765	8.25E-03	7mer-m8	879–885
**Galnt18**	2.083	1.04E-04	miR-340-5p	0.618	2.19E-10	7mer-A1	245–251
**Thg1l**	2.060	1.05E-03	miR-340-5p	0.618	2.19E-10	7mer-A1	280–286
**Slc25a18**	2.045	5.08E-05	let-7k	0.615	1.81E-04	8mer	106–113
**Api5**	2.023	3.22E-09	miR-203-3p	0.732	7.63E-04	8mer	1699–1706
**Bcl2l1**	2.020	8.98E-07	miR-495-3p	0.472	8.00E-16	7mer-A1	1219–1225
			miR-377-3p	0.558	4.71E-04	7mer-m8	1242–1248
			miR-377-3p	0.558	4.71E-04	8mer	1424–1431
			let-7k	0.615	1.81E-04	8mer	947–954
			miR-342	0.704	8.42E-05	7mer-m8	1243–1249
**Cat**	2.014	3.45E-06	miR-23b-3p	0.740	1.75E-03	8mer	793–800
			miR-23a-3p	0.755	3.09E-03	8mer	793–800
**Ccdc80**	2.011	6.43E-03	miR-29b-3p	0.650	4.95E-06	8mer	213–220
			miR-433-3p	0.673	1.45E-05	8mer	1243–1250

TargetScan Mouse 7.1 predicted conserved MREs within the 3′-UTRs of a subset of mRNAs differentially expressed in the MHb of NAWD mice compared to TA controls. miRNAs conserved in vertebrates and mammals that were inversely expressed (FDR < 0.01) and predicted to target these MREs are listed. Only mRNAs with a FC > 2 and an FDR < 0.01 were included in target prediction analysis. Seed type of the predicted MRE and its position within the 3′-UTR are listed.

In the NAc, neither of the miRNAs differentially expressed in NAWD mice compared to TA-treated controls are conserved, and therefore were not considered in target analysis. However, after nicotine treatment alone, there were 204 differentially expressed mRNAs predicted to be targeted by at least one of 8 inversely expressed miRNAs (Table S2).

### Down-regulation of *Pfn2* in the IPN is sufficient to induce anxiety

Withdrawal from nicotine induces anxiety in mice through activation of the IPN^16^. Using our treatment paradigm, NAWD mice display increased anxiety compared to nicotine- and TA-treated controls, as measured by the marble burying test and EPM (Fig. S4A–C). Because *Pfn2*-/- mice display increased synaptic vesicle exocytosis and hyperactivation of neurons^33^, we hypothesized that repression of *Pfn2* in the IPN is sufficient to induce anxiety, mimicking the behaviors observed in NAWD mice. To knockdown *Pfn2* expression, three different lentiviral shRNAs were tested in SN17 cells, revealing that lenti-pGIPZ-Pfn2-shRNA494369-tGFP produced robust knockdown (~81%) compared to virus expressing a scramble control shRNA (Fig. S5A). Injection of the IPN with lenti-pGIPZ-Pfn2-shRNA494369-tGFP (Fig. 2A) resulted in ~54% knockdown of *Pfn2* expression in areas expressing tGFP compared to animals injected with control virus (Fig. 2B). Virus expression was limited to the IPN and adjacent brain areas, with no spread to distant midbrain regions, as detected by fluorescence microscopy (Fig. S5B). Quite strikingly, when *Pfn2* was knocked down in the IPN, mice spent significantly less time in the open arms of the EPM compared to controls (Fig. 2C). Importantly, there was no significant difference in the number of total arm entries, indicating the results are not confounded by non-specific effects on locomotor activity (Fig. 2C). However, when *Pfn2* was knocked down in the neighboring VTA (Fig. 2D), there was no significant effect on the amount of time spent in the open arms of the EPM or total arm entries (Fig. 2E). Because the IPN is also a prominent brain region in the circuitry underlying novelty preference^34^ and novelty seeking behaviors are altered in *Pfn2* knockout mice^33^, we also tested the effect of *Pfn2* knockdown on object novelty preference. Expression of lenti-pGIPZ-*Pfn2*-shRNA494369-tGFP in the IPN did not significantly affect the time spent exploring familiar and novel objects or the novel object preference ratio compared controls (Fig. S6).

**Figure 2:**
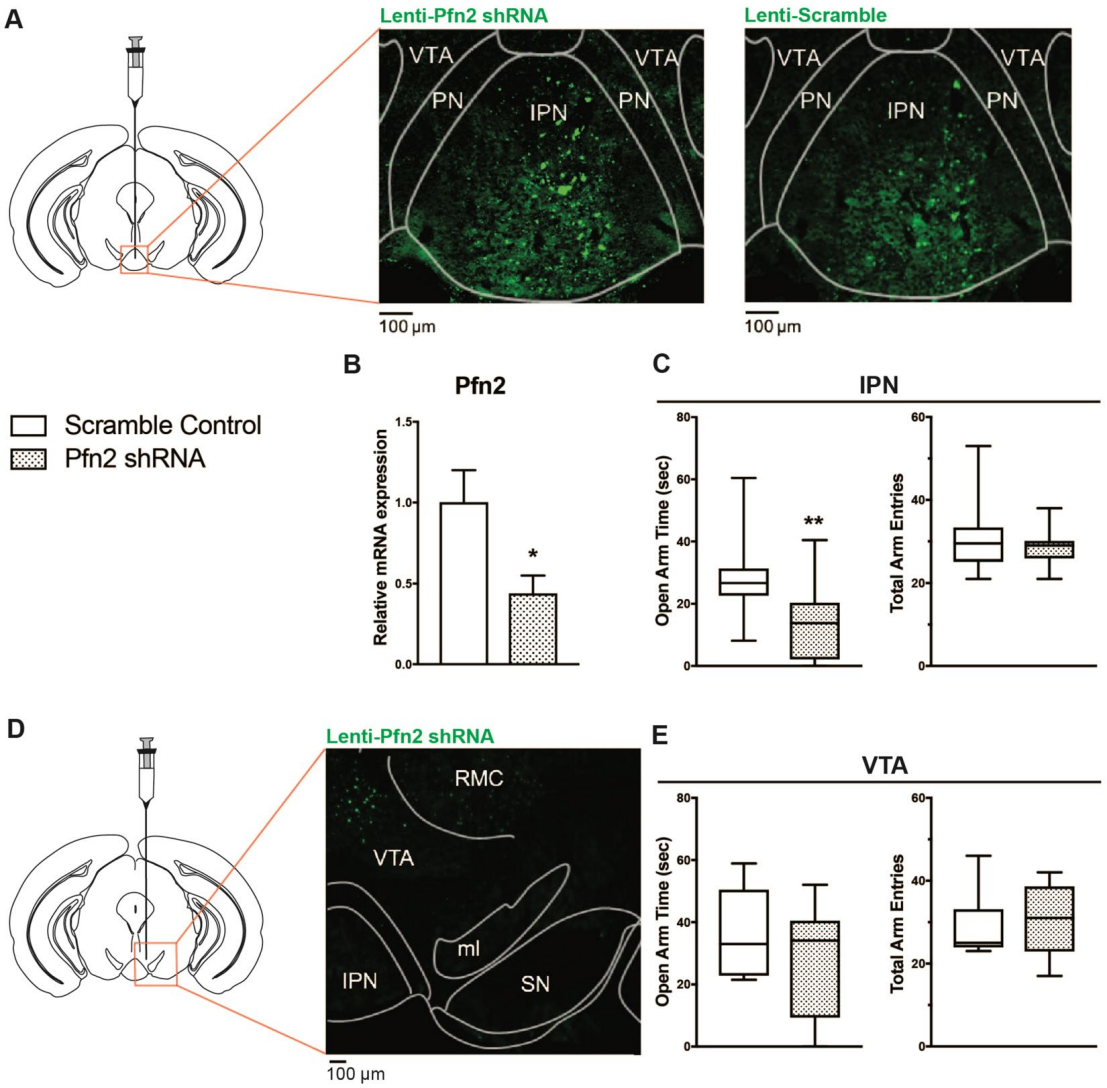
Knockdown of *Pfn2* in the IPN is sufficient to increase anxiety. (**A**) Representative midbrain coronal section schematic and fluorescence microscopy images of WT mouse injected with either lenti-pGIPZ-*Pfn2*-shRNA-tGFP (left image) or lenti-pGIPZ-Scramble-tGFP (right image) in the IPN. Nuclei were labeled with DAPI (blue). (**B**) Knockdown of *Pfn2* expression was measured by RT-qPCR using RNA from laser-captured IPN tissue infected with lenti-pGIPZ-*Pfn2*-shRNA-tGFP compared to lenti-pGIPZ-scramble-tGFP control. mRNA expression was normalized to β-2-microglobulin. Statistical analysis using an unpaired, two-tailed *t*-test compared lenti-*Pfn2* shRNA mice to lenti-scramble controls (*t*_11_ = 2.272, P < 0.05). ^(*)^P < 0.05; n = 6–7. (**C**) Average time spent in the open arms and total number of arm entries in the elevated plus maze of mice injected with either lenti-*Pfn2* shRNA (stippled bars) or lenti-scramble shRNA control (open bars) in the IPN. Statistical analysis used an unpaired two-tailed *t*-test to compare time spent in open arms (*t*_33_ = 3.583, P = 0.0011) and total number of arm entries (*t*_33_ = 0.7355, P = 0.4672) of lenti-*Pfn2* shRNA mice to lenti-scramble controls. ^(**)^P < 0.01 n = 16–19. Box plot edges are 25^th^ and 75^th^ percentile, central line is the median and whiskers are max and min. (**D**) Representative midbrain coronal section schematic and fluorescence microscopy image of WT mouse injected with lenti-pGIPZ-*Pfn2*-shRNA-tGFP in the VTA. Nuclei were labeled with DAPI (blue). (**E**) Average time spent in the open arms and average total number of arm entries in the elevated plus maze of mice injected with either lenti-*Pfn2* shRNA (stippled bars) or lenti-scramble shRNA control (open bars) in the VTA. Unpaired, two-tailed *t-*test was used for statistical analysis of time spent in open arms (*t*_16_ = 1.09, P = 0.2918) and total arm entries (*t*_16_ = 0.4153, P = 0.6835). n = 9. Box plot edges are 25^th^ and 75^th^ percentile, central line is the median and whiskers are max and min.

## Discussion

Using RNA sequencing and differential expression analysis, we identified wide-spread changes in both miRNA and mRNA expression in the MHb-IPN withdrawal circuit during acute nicotine withdrawal. In contrast, there were a limited number of miRNAs/mRNAs altered by acute nicotine withdrawal in the NAc, a prominent reward center, suggesting that wide-spread changes in transcription during acute withdrawal occur in a brain region-specific manner, concentrated in the habenulo-interpeduncular circuitry.

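Uqcr11 and Mrpl52, which rose in the IPN, had log2 fold changes larger there than in the NAc by 1.68 (limma adjusted p = 0.0929) and 1.56 (limma adjusted p = 0.116), and for Schip1 the difference was -1.40 (limma adjusted p = 0.129). Arf5, Pcolce2 and Prkag1, which rose in the MHb, had log2 fold changes larger there than in the NAc by 3.31 (limma adjusted p = 0.0417), 3.38 (limma adjusted p = 0.0311) and 4.14 (limma adjusted p = 0.0397), and between the IPN and the NAc the difference for Arf5 was -2.13 (limma adjusted p = 0.428). The difference itself, an interaction in limma fitted without factors of unwanted variation, as were the values above, passed for 0 of 16993 genes between the IPN and the NAc (1689 at an unadjusted p under 0.05) and for 0 of 16322 between the MHb and the NAc (5006). Without NAc NAWD replicate 2 the counts were 4 and 3152, and without MHb TA replicate 1 the second was 144. From the numbers of genes in each region the paper proposes that acute withdrawal acts in a manner specific to brain region.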

In the MHb and IPN, miRNAs and mRNAs that were altered during acute nicotine withdrawal largely returned to control expression levels after a prolonged withdrawal. This is most striking in the MHb where there were no differentially expressed miRNAs or mRNAs 4 weeks after withdrawal. 

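Of the 45 miRNAs called in the IPN at 48 h, 40 had the same sign at 4 weeks, with a median of 0.157 where it had been 0.652, and of the 23 in the MHb 1 did, with a median of -0.08 where it had been 0.44, each signed by the direction at 48 h. miR-106b-5p had a log2 fold change of 0.13 in the IPN at 4 weeks (adjusted p = 0.707 from limma) and miR-29b-3p, lower in the MHb at 48 h, one of 0.24 there. None of the 48-h miRNA calls was called at 4 weeks. Whether the changes at the time points differ was not tested.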

In the IPN, none of the mRNAs differentially expressed after a long withdrawal were similarly altered at the 48-hour withdrawal time point. This suggests that for a subset of genes in the IPN, changes in mRNA expression induced by nicotine withdrawal occur over a longer timescale and persist for at least 4 weeks. This subpopulation of genes stably dysregulated by nicotine treatment and withdrawal may contribute to the persistent susceptibility to relapse that plagues nicotine addicts.

Gene ontology analysis identified significant enrichment of up-regulated genes in the IPN related to ribosome structure and translation, further supporting the body of evidence suggesting that stable neuroadaptations associated with drug addiction require *de novo* protein synthesis^17^. Thus, it is possible that up-regulation of ribosomes and other regulators of translation fulfills the increased demand for protein products in the IPN during nicotine withdrawal. In addition, in the MHb and IPN, there is significant enrichment of up-regulated genes related to the mitochondria. 

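In the MHb of NAWD mice 49 of 75 nuclear genes for oxidative phosphorylation had negative values (median -0.10), and 1 was called, on the higher side, as when adjusted over the list alone (adjusted p = 0.0255 from camera and adjusted p = 0.848 with an estimated correlation). It was Ndufc2, of complex I, at 506 ± 90.2 TPM (SD, n = 4) in NAWD mice and 230.03 ± 88.7 TPM (SD, n = 4) in TA mice, a log2 fold change of 1.06 (standard error 0.161, adjusted p = 0.00515 from limma). Cox7c, of complex IV, was not called (log2 fold change -0.65, limma adjusted p = 0.0561). Of 77 mitochondrial ribosomal protein genes 43 had positive values, with a median of 0.03 that flips to -0.05 under quantile normalization, and Mrpl2 was called (94.1 ± 27.7 against 23.9 ± 6.89 TPM), with 1 called over the list alone (adjusted p = 0.236 from camera and adjusted p = 0.848 with an estimated correlation). Without TA replicate 4 that median was -0.06, and without TA replicate 1 it was 0.21.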

The functions of activated neurons, including maintenance of membrane resting potential, intracellular calcium buffering, and synaptic vesicle recycling, are highly energy-demanding^35,36^. To meet the increased demand, neurons increase oxidative metabolism, but cannot up-regulate glycolysis^37^. The enrichment of up-regulated genes related to mitochondria and oxidative energy production reflect the highly active synapses of the IPN during nicotine withdrawal.

An interesting outcome of our work is the realization that some of the miRNAs we demonstrated to be differentially expressed as a result of nicotine withdrawal have been shown by others to regulate expression of mRNAs encoding cholinergic transcripts. Such miRNAs are referred to as CholinomiRs^38^ and include, for example, miR-132 that targets acetylcholinesterase^39,40^, as well as miR-211 that targets the gene encoding the alpha7 subunit of nAChRs^41^. 

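miR-132-3p was at 913 ± 177 RPM (SD, n = 5) in NAWD mice and 963 ± 77.7 RPM (SD, n = 5) in TA mice in the IPN (log2 fold change -0.23, limma adjusted p = 0.269) and at 446 ± 168 against 556 ± 47.1 RPM in the MHb (log2 fold change 0.03, limma adjusted p = 0.903). Its target Ache, acetylcholinesterase, had log2 fold changes of 0.24 in the IPN (33.5 ± 3.81 against 45.4 ± 13.0 TPM, limma adjusted p = 0.516) and -0.24 in the MHb (16.8 ± 3.71 against 18.1 ± 7.21 TPM, limma adjusted p = 0.623). miR-211-5p was at 34.0 ± 13.2 against 30.5 ± 4.27 RPM in the IPN (log2 fold change -0.27, limma adjusted p = 0.478) and 79.0 ± 26.0 against 125 ± 48.6 RPM in the MHb (log2 fold change -0.54, limma adjusted p = 0.0827). Against Nic mice, miR-211-5p was lower in the MHb (log2 fold change -0.70, limma adjusted p = 0.00774), a call kept in 8 of 20 alternatives. Chrna7 was at 0.304 ± 0.181 against 0.588 ± 0.337 TPM in the IPN (log2 fold change 0.19, limma adjusted p = 0.656). In the MHb its log2 fold change was 0.04, and 0.17 without factors. Without factors of unwanted variation, miR-211-5p in the IPN and miR-132-3p in the MHb flip to 0.09 and -0.40, and Ache and Chrna7 in the IPN to -0.38 and -0.27, the side on which their means lie.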

Given that CholinomiRs function in a combinatorial manner such that their impact is a consequence of interactions between competing miRNAs and targets^38^, our dataset should prove useful in further elucidating the mechanisms underlying changes in cholinergic signaling that occur due to nicotine withdrawal.

As an example of the utility of our RNA-Seq data, we focused upon one example of a gene differentially regulated during acute nicotine withdrawal in the IPN. *Pfn2* is a member of the profilin family of small, actin monomer-binding proteins^42,43^. While *Pfn1* is ubiquitously expressed throughout the body, *Pfn2* expression is highest in the brain^32^ and represents approximately 75% of the profilin in rodent brain^32,44^. In addition to its ability to bind actin monomers, *Pfn2* has a poly-l-proline binding domain allowing it to interact with a plethora of ligands whose functions contribute to synaptic morphology and function^42^. *Pfn2* is expressed pre- and post-synaptically^33^. Pre-synaptically, *Pfn2* can influence synaptic vesicle release through interaction with regulators of membrane trafficking and endocytosis^45,46^. Interestingly, *Pfn2 −/−* mice display higher vesicle exocytosis and hyperactivation of the striatum^33^. Post-synaptically, *Pfn2* accumulates in dendritic spines of activated neurons^47,48^, and plays a role in determining their complexity through the regulation of cytoskeletal dynamics^49,50^. *Pfn2* regulates actin polymerization at the synapse by direct interaction with the WAVE-complex^33^, which in turn activates the Arp2/3 complex to promote actin nucleation. Interestingly, *Arpc3* is a confirmed target of miR-29a/b, which is up-regulated in the mouse brain after acute nicotine injection, regulating dendritic spine morphology^29^. Furthermore, *Pfn2* interacts directly with ROCK, a RhoA-GTPase effector, regulating neuritogenesis in response to physiological stimuli^50^. Interestingly, inhibition of ROCK in the mouse brain induces anxiety^51^. Our GO analysis revealed an enrichment of down-regulated genes related to cellular projection organization and neuron projection development in the IPN during nicotine withdrawal, possibly reflecting changes in neuron morphology regulated by the repression of *Pfn2* expression.

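Genes of actin dynamics and profilins had 30 of 41 negative values in the IPN of NAWD mice, with a median of -0.11 and none called over all genes or adjusted over the list alone (adjusted p = 0.34 from camera and adjusted p = 0.631 with an estimated correlation). Pfn1, the widely expressed profilin, was at 123 ± 18.1 TPM (SD, n = 5) in NAWD mice and 184 ± 44.7 TPM (SD, n = 5) in TA mice, a log2 fold change of -0.08 (standard error 0.144, adjusted p = 0.849 from limma). Arpc5, a subunit of the Arp2/3 complex, and Rac1, a GTPase of actin, had log2 fold changes of -0.47 and -0.47 with adjusted p = 0.079 and 0.0874 from limma.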

In addition to various roles in mechanisms related to cytoskeletal dynamics underlying synaptic morphology, *Pfn2* can also influence the composition of neurotransmitter receptors at post-synaptic surfaces^42^. For example, *Pfn2* can decrease surface localization of excitatory kainate glutamate receptors through regulation of endocytosis and membrane trafficking^52^. *Pfn2* also interacts with membrane scaffold proteins, such as gephyrin^53^, anchoring receptors to the cytoskeleton.

The synaptic roles of *Pfn2* and its link to behaviors such as anxiety led us to hypothesize that down-regulation of *Pfn2* during acute nicotine withdrawal contributes to the neural activation in the IPN during withdrawal, increasing anxiety-associated behaviors. Supporting this hypothesis, we show that knockdown of *Pfn2* expression in the IPN of nicotine-naïve mice was sufficient to increase anxiety as measured by EPM, mimicking behaviors observed in WT mice during acute nicotine withdrawal. Effects on behavior are specific for anxiety, with no alterations in locomotor activity or object novelty preference. The effect of *Pfn2* knockdown is also specific to the IPN, as knockdown within the neighboring VTA does not increase anxiety. Our results suggest a role for the down-regulation of *Pfn2* in neuroadaptations of synapses induced by acute nicotine withdrawal in the IPN. Importantly, with respect to physiological relevance, *Pfn2* is highly expressed in the IPN (expression data of all miRNAs and mRNAs are included in the GEO database associated with this article). *Pfn2* ranks 180^th^ in abundance (mean = 801.258 transcripts per million) amongst all genes detected in the IPN of at least one control replicate putting it in the top 1% of genes detected in at least one replicate (22,181 genes total). It seems likely that a significant reduction in expression of such a highly expressed gene whose product interacts with the cytoskeleton and proteins that regulate synaptic exo- and endocytosis will substantially impact neuronal function. 

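By its mean over the TA libraries of the IPN, 801.258 TPM with an SD of 271 TPM (n = 5), Pfn2 held rank 180 of 22181 detected genes, or 0.812%. In single TA libraries its rank ran from 134 to 266 and its level from 480 to 1132 TPM. Counting any IPN library, 24481 genes were detected.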

Future studies should focus on determining the effect of withdrawal-induced repression of *Pfn2* on neural activity and synaptic morphology in the IPN.

Our study uncovered wide-spread changes in gene expression of the habenulo-interpeduncular circuit during acute nicotine withdrawal. The multitude of genes and their predicted regulation by miRNAs represent potential novel mechanisms underlying the neuroadaptations of nicotine dependence. Hence, this dataset is a valuable resource, the use of which may lead to the identification of novel substrates for the design of innovative smoking cessation aids and the treatment of withdrawal symptoms, including anxiety. However, it is important to point out that, in addition to miRNA regulation of target genes, it is possible that the targets themselves regulate miRNA levels by regulating miRNA degradation^19^. This is particularly relevant to the nervous system where it has been shown that target RNA-directed miRNA degradation (TDMD) activity is substantially higher in primary neurons versus non-neuronal cells and established cell lines^54^. Thus, our dataset may also prove useful for deciphering TDMD pathways during withdrawal. However, there are limitations to our dataset that must be considered when analyzing miRNA/mRNA relationships following nicotine withdrawal. For example, some of the miRNAs identified using the mouse brain samples are not conserved in humans, raising obvious questions regarding their potential roles in the human condition. Further, while there are a plethora of miRNA/mRNA pairs conserved in all mammals, there are specific miRNA/mRNA pairs that are primate-specific^38^, which would obviously not be detected in our study utilizing mouse brain samples.

It is also of interest to utilize a similar sequencing strategy using other abused drugs (*e.g*., opioids) to determine whether a similar pattern of miRNA/mRNA regulation occurs in the habenulo-interpeduncular circuit, as it is likely that this circuit is involved in the withdrawal response to other drugs in addition to nicotine. Such a result would inform the rational development of therapeutic interventions.

## Materials and Methods

### Animals and drug treatment

All experiments were conducted in accordance with the guidelines for care and use of laboratory animals provided by the National Research Council as well as with an approved animal protocol from the Institutional Animal Care and Use Committee of the University of Massachusetts Medical School (UMMS). Wild-type (WT) male C57BL/6 J (Jackson) were group-housed and were kept on a 12-h light/dark cycle (lights ON 7 A.M.) with food and water provided *ad libitum*. Mice aged 6 weeks were treated with nicotine tartrate (200 μg/ml nicotine base) or equivalent tartaric acid in their drinking water with saccharine (3 g/L) to increase palatability. After 6 weeks, mice in spontaneous withdrawal groups had nicotine bottles replaced with tartaric acid solution. After a 48-hour (Fig. 1A) or 4-week withdrawal period, mice were tested in behavioral assays or sacrificed for tissue collection.

### Tissue collection and RNA isolation

Fresh frozen brains were coronally sliced (~1 mm) and regions were dissected using a circular tissue punch (0.75–1 mm diameter). Bregma ranges for each region were as follows: NAc: 1.8–0.8 mm; VTA: (−3.1) – (−3.9) mm; IPN: (−3.2) – (−3.9) mm. Punches were expelled in lysis buffer (miRVana miRNA isolation kit, Ambion). Punches from 4 or 2 brains were combined in each sample for sequencing and RT-qPCR experiments, respectively. Unless otherwise stated, total RNA was isolated using the miRVana kit according to manufacturer’s instructions. RNA concentration and A260/280 were assessed using a NanoDrop2000 (ThermoFisher).

### Small RNA library synthesis

Total RNA (approximately 2–9 μg, A260/280 >1.8) was separated on a 15% polyacrylamide, 7 M urea, 1X TBE gel. Small RNA (18–30 nucleotides) was excised and eluted from the gel. Libraries were synthesized using a modified protocol for Illumina TruSeq Small RNA Cloning (April 2014, www.zamorlab.umassmed.edu/protocols/). Briefly, small RNAs were ligated to 3′- and 5′-adapters and cDNA was reverse transcribed by AMV Reverse Transcriptase (NEB). The cDNA libraries were amplified by Accuprime *Pfx* DNA Polymerase (Invitrogen) for 18 PCR cycles using a common primer and a primer containing a 6-nucleotide barcoding index. The libraries were gel-purified on a 2.5% Low-Range Ultra Agarose (BioRad) 1X TBE gel and eluted using a QIAquick Gel Extraction kit (Qiagen). Library sizes were assessed by Fragment Analyzer (Advanced Analytical, AATI). Library concentrations were determined using KAPA Library Quantification Kits (KAPA Biosystems).

#### Adapter sequences

3′-Adapter: 5′-rApp/nnntggaattctcgggtgccaagg/ddC/-3′

5′-Adapter: 5′-guucagaguucuacaguccgacgauc-3′

#### Primers

RT primer: 5′-ccttggcacccgagaattcca-3′

PCR forward primer: 5′-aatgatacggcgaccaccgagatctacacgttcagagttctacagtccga-3′

PCR Index Primers (Barcode):

Index Primer 1: 5′-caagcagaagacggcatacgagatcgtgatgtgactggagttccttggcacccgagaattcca-3′

Index Primer 2: 5′-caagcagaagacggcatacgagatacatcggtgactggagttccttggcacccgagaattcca-3′

Index Primer 3: 5′-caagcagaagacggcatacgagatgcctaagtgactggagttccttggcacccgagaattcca-3′

Index Primer 4: 5′-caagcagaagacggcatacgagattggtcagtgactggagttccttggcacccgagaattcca-3′

Index Primer 5: 5′-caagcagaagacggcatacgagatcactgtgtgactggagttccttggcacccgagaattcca-3′

Index Primer 6: 5′-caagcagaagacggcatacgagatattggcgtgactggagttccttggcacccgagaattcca-3′

Index Primer 7: 5′-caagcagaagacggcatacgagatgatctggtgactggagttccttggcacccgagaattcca-3′

Index Primer 8: 5′-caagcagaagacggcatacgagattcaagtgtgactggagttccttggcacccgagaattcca-3′

Index Primer 9: 5′-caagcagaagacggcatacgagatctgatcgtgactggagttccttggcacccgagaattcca-3′

Index Primer 10: 5′-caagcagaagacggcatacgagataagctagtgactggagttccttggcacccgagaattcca-3′

Index Primer 11: 5′-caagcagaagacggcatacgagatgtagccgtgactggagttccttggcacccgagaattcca-3′

Index Primer 12: 5′-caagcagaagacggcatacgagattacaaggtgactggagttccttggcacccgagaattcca-3′

Index Primer 14: 5′-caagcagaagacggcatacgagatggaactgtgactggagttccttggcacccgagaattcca-3′

Index Primer 15: 5′-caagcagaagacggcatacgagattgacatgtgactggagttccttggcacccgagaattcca-3′

Index Primer 16: 5′-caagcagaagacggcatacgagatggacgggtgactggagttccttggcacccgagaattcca-3′

### Small RNA sequencing and analysis

Small RNA libraries were pooled and subjected to single-end (75 cycles) sequencing using a NextSeq. 500 (Illumina) in the RNA Therapeutics Institute at UMMS. Following sequencing, the 3′-adapter sequence was removed using Cutadapt (version 1.11) with ‘–overlap’ option 7 bp. Reads between 15–27 nucleotides long (Fig. S1) were mapped to the UCSC mouse reference genome (mm10) using Bowtie (version 1.1.2) allowing for no mismatches. miRNA reads ±5 nucleotides from the mature, annotated 5′-start position were counted. Reads mapping to multiple locations on a single mature miRNA were recorded as a single count and reads mapped to multiple mature miRNAs were apportioned by the number of the aligned mature miRNAs. Prior to DESeq. 2, read counts were normalized using RUV-Seq^55^, removing 3–4 factors of variance. In each condition, miRNAs with 0 reads per million (RPM) in more than half the samples were omitted from the analysis. Samples with greater than 1 million mappable reads were used in differential expression (DE) analysis by DESeq. 2 (FDR < 0.01)^56^.

### mRNA library synthesis

RNA >30 nucleotides long was eluted from the same denaturing gel as the small RNA. Libraries were synthesized using the TruSeq Stranded mRNA Library Prep kit (Illumina) according to manufacturer’s instructions. Libraries were gel-purified, assessed by Fragment Analyzer and their concentrations were quantified as described for the small RNA libraries.

### mRNA sequencing and analysis

mRNA libraries were subjected to paired-end (76 cycles x 2) sequencing. Reads were mapped to the UCSC mouse reference genome (mm10) using STAR (version 2.5.3a). Following sequencing, mapped reads were quantified with RSEM (version 1.3.0) and RNA-seq libraries with >30 million mappable reads were used in DE analysis by DESeq. 2 (version 1.14.1; FDR < 0.01 and fold change >2). Prior to the DE analysis, read counts were normalized using RUV-Seq (version 1.8.0)^55^ to remove unwanted variables including batch effects. Genome Ontology (GO) term enrichment for biological processes, molecular function, and cellular component was performed on DE mRNAs using GOseq (version 1.28.0)^57^. REVIGO was used to reduce GO terms by combining closely related terms^58^. To provide a well-balanced representation of reduced GO terms, a *simRel* cutoff of 0.4 was used^59^. Raw and processed RNA-Seq data are available at the Gene Expression Omnibus (GEO) of the National Center for Biotechnology Information (NCBI) of the National Institutes of Health, accession # GSE117069. *Reviewers, please see ‘Data Availability’ section for access token*.

### Quantitative reverse transcription-PCR (RT-qPCR)

RT-qPCR for miRNAs and mRNAs was performed as previously described^30^ using TaqMan assays (ThermoFisher) for miR-106b-5p (Assay ID 000442), *Pfn2* (Assay ID Mm01289572_m1), and Pfn1 (Assay ID Mm00726691_s1). Relative miRNA/gene expression was determined using the 2^−ΔΔCt^ method^60^. miRNA and mRNA expression were normalized to snoRNA202 (Assay ID 001232) and β-glucuronidase (Assay ID Mm01197698_m1), respectively, unless otherwise noted.

### Target prediction analysis

TargetScan Mouse 7.1 (http://www.targetscan.org/mmu_71/) was used to identify DE miRNAs that are predicted to target conserved MREs within the 3′-UTR of inversely expressed mRNAs. Analysis was limited to miRNAs conserved in vertebrates and mammals.

### *In Vitro* Knockdown of Pfn2 with Lenti-pGIPZ-Pfn2-shRNA-tGFP

The mouse septal cholinergic cell line SN17^61^ was used to test distinct shRNAs for their abilities to knock down expression of *Pfn2*. SN17 cells were grown in Dulbecco’s Modified Eagle’s Medium (1X DMEM, Corning) supplemented with 10% fetal bovine serum and 100 U/ml penicillin/streptomycin. The cells were infected with three lots of commercially available lentiviral particles expressing one of three distinct shRNAs directed against *Pfn2* or a scramble shRNA control (Lenti-pGIPZ-shRNA, Dharmacon). The shRNA source clones targeted the following sequences: V3LMM_494366 5′-TTTCCTACAATCATATCTA-3′, V3LMM_494367 5′-TATCCACGTAGCTCTGCCA-3′, V3LMM_494369 5′-CTGATCACAGAACACTTCT-3′. SN17 cells (passage 5) were seeded at a density of 2.5 × 10^4^ cells per well in a 24-well plate and incubated overnight. Cells were transduced with lentivirus (multiplicity of infection 0.4) in technical duplicates using 8 μg/ml polybrene in a total of 250 μl in each well. After 5 hours, an additional 1 ml of complete growth medium was added to each well. Approximately 48 hours after transduction, medium was aspirated and replaced with 0.5 ml of complete growth medium containing 2.5 μg/ml puromycin to select for cells successfully transduced with lentivirus. Puromycin selection was performed for a total of 5 days, changing medium every other day. On day 5, cells were harvested and total RNA was isolated using the RNAqueous Total RNA Isolation Kit (ThermoFisher AM1912), eluting in 60 μl. RNA (125 ng) was reverse transcribed using M-MLV Reverse Transcriptase (ThermoFisher Cat No. 28025013) according to manufacturer’s instructions. Relative expression of *Pfn2* was measured by RT-qPCR as described above.

### shRNA-mediated inhibition of *Pfn2*

To inhibit *Pfn2* expression *in vivo*, we employed lentiviral delivery of shRNA targeting *Pfn2* (sense sequence 5′-AGAAGTGTTCTGTGATCAG-3′) to the IPN or VTA. Lenti-pGIPZ-*Pfn2*-shRNA-tGFP (2.37 × 10^8^ TU/ml, V3LMM_494369, Dharmacon) or a control virus expressing a non-silencing shRNA (lenti-pGIPZ-scramble-tGFP, 9.06 × 10^8^ TU/ml, RHS4348, Dharmacon) were injected into IPN or VTA and expressed for 4 weeks prior to all experiments. Stereotaxic injections were performed under aseptic conditions using mice aged 6 weeks as described by Molas *et al*.^34^. Virus was injected in the IPN or VTA (unilateral) at coordinates measured from Bregma (in mm, anterioposterior, mediolateral, dorsoventral at 0°): IPN (−3.47, ±0, −4.77), VTA (−3.45, ±0.5, −4.2) using a 26 s gauge 10-μl syringe (701RN, Hamilton) to deliver 300 nl of virus at a controlled rate of 60 nl/min.

Fresh frozen brains were cryosectioned (12-μm), fixed in ice-cold acetone, and dehydrated in ethanol (70%, 90%, 100%) and xylenes. Areas expressing tGFP were isolated by laser capture microdissection (LCM; Arcturus). RNA was isolated using RNAqueous-Micro Total RNA Isolation Kit (Ambion) for RT-qPCR.

### Behavioral assays

All behavioral testing was performed during the light phase (8:00 A.M. to 5:00 P.M.) in dim white light after habituation to the testing room (≥30 min). On the first test day, mice underwent the marble burying test followed by the elevated plus maze (EPM) as described by Zhao-Shea *et al*.^16^. Approximately 48 hours later, mice underwent object novelty preference testing. Testing was performed in two cohorts of virus-injected mice, with balanced treatment groups by experimenters blind to virus injection. Lenti-virus expression was confirmed by fluorescence microscopy of tGFP. Mice with no virus expression in the brain region of interest were excluded from analysis.

#### Marble burying

For 2 days prior to testing, mice were habituated to individual standard mouse cages, filled 5–6 cm with bedding material, for approximately 1 hour per day. On the test day, 15 sterilized 1.5-cm diameter glass marbles were placed in the cages, equally spaced in a 3 × 5 grid arrangement. Mice were placed in the test cage for 30 min. then returned to their home cage. The number of marbles buried at least 75% with bedding was counted.

#### Object novelty preference test

A T-shaped maze (three arms, each 9 × 30 × 20 cm, connected through a 9 × 9 cm central zone) made of white Plexiglas was used to examine interest in familiar and novel inanimate objects under dim red light conditions. First, the mouse was habituated to the apparatus for 5 min and removed. Two identical plastic objects were placed in the ends of the T-maze, one in each end. The mouse was immediately placed back into the maze for 5 min and allowed to investigate the two identical novel objects (N_1_). The mouse was removed and one object was replaced by a novel object in the same location as the previous object (counter-balanced). The mouse was immediately placed in the T-maze and allowed to investigate the familiar (F_1_) and novel (N_2_) objects. All sessions were video recorded from above (HDR-CX4440 camera, Sony) and mouse behavior was tracked automatically using EthoVision XT 11.5 (Noldus Apparatus). A blind experimenter manually scored the times the mouse explored the familiar and novel objects. Exploration was defined as sniffing with the nose directed at the object from a distance of less than 2 cm. Simply sitting or resting next to the object was not counted as exploration. The novel object preference ratio was calculated as: (total novel object investigation – total investigation)/(total investigation) over the third 5-min session. The apparatus and objects were cleaned with Micro-90 solution (International Products Corporation) to eliminate olfactory traces after each session.

## Supplementary information

Supplementary Information.

## Data Availability

Raw and processed RNA-Seq data are available at the Gene Expression Omnibus (GEO) of the National Center for Biotechnology Information (NCBI) of the National Institutes of Health, accession # GSE117069.

# Supplementary material for: Integrated miRNA-/mRNA-Seq of the Habenulo-Interpeduncular Circuit During Acute Nicotine Withdrawal
**Source:** Sci Rep. 2020 Jan 21;10:813. doi: 10.1038/s41598-020-57907-w
**Supplement:** Supplementary file 1 — Supplementary Information.

**Supplementary Information**

Integrated miRNA-/mRNA-Seq of the Habenulo-Interpeduncular Circuit During Acute Nicotine Withdrawal

Alison P. Casserly^1,2^, Junko Tsuji^3^, Rubing Zhao-Shea^1^, Ciearra B. Smith^1,4^, Susanna Molas^1^, Andrew R. Tapper^1^, Zhiping Weng^3^ and Paul D. Gardner^1,*^

**Supplementary Figures**

**
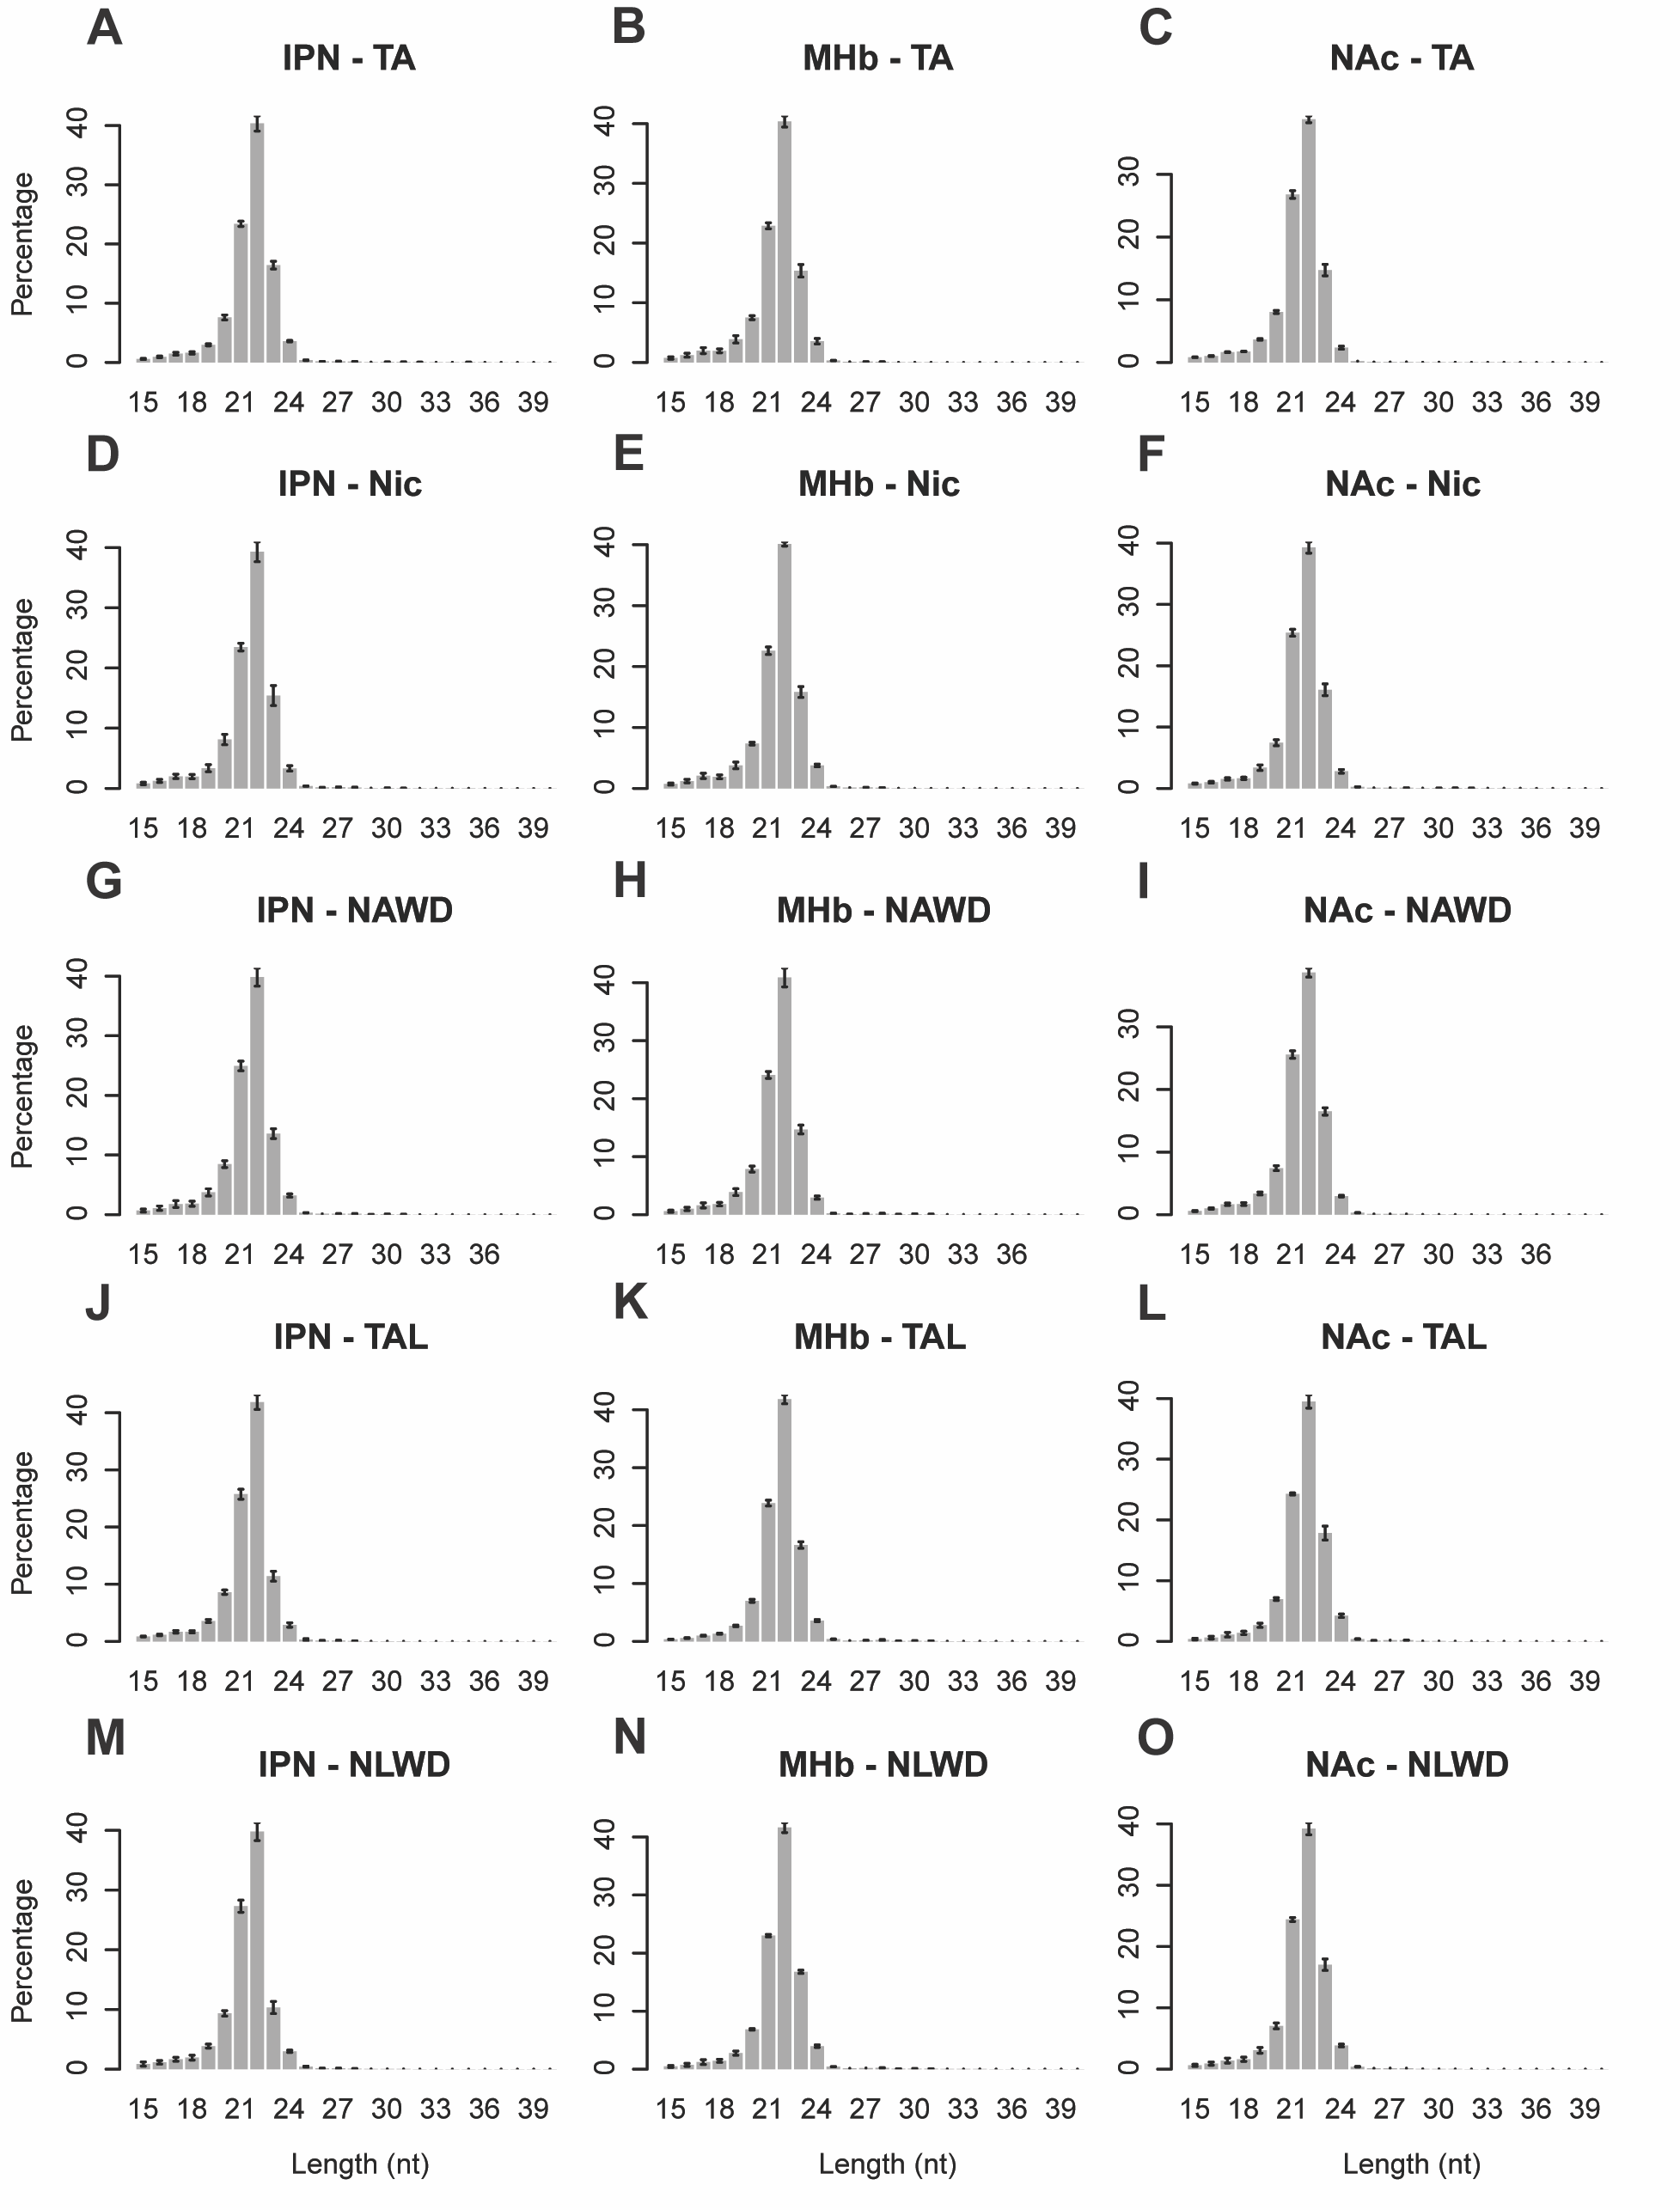
**

**Figure S1. Length distribution of miRNA reads.** To assess the quality of the miRNA-sequencing libraries, the length of miRNA reads (x-axis) was plotted as a percentage of total reads (y-axis) for the IPN, MHb, and NAc of mice treated with (A-C) 6-week tartaric acid (TA), (D-F) nicotine (Nic), (G-I) acute (48-hour) nicotine withdrawal (NAWD), (J-L) long (10-week) tartaric acid (TAL), and (M-O) long (4-week) nicotine withdrawal (NLWD). In all plots, the majority of reads are 22 nt in length. n = 5.

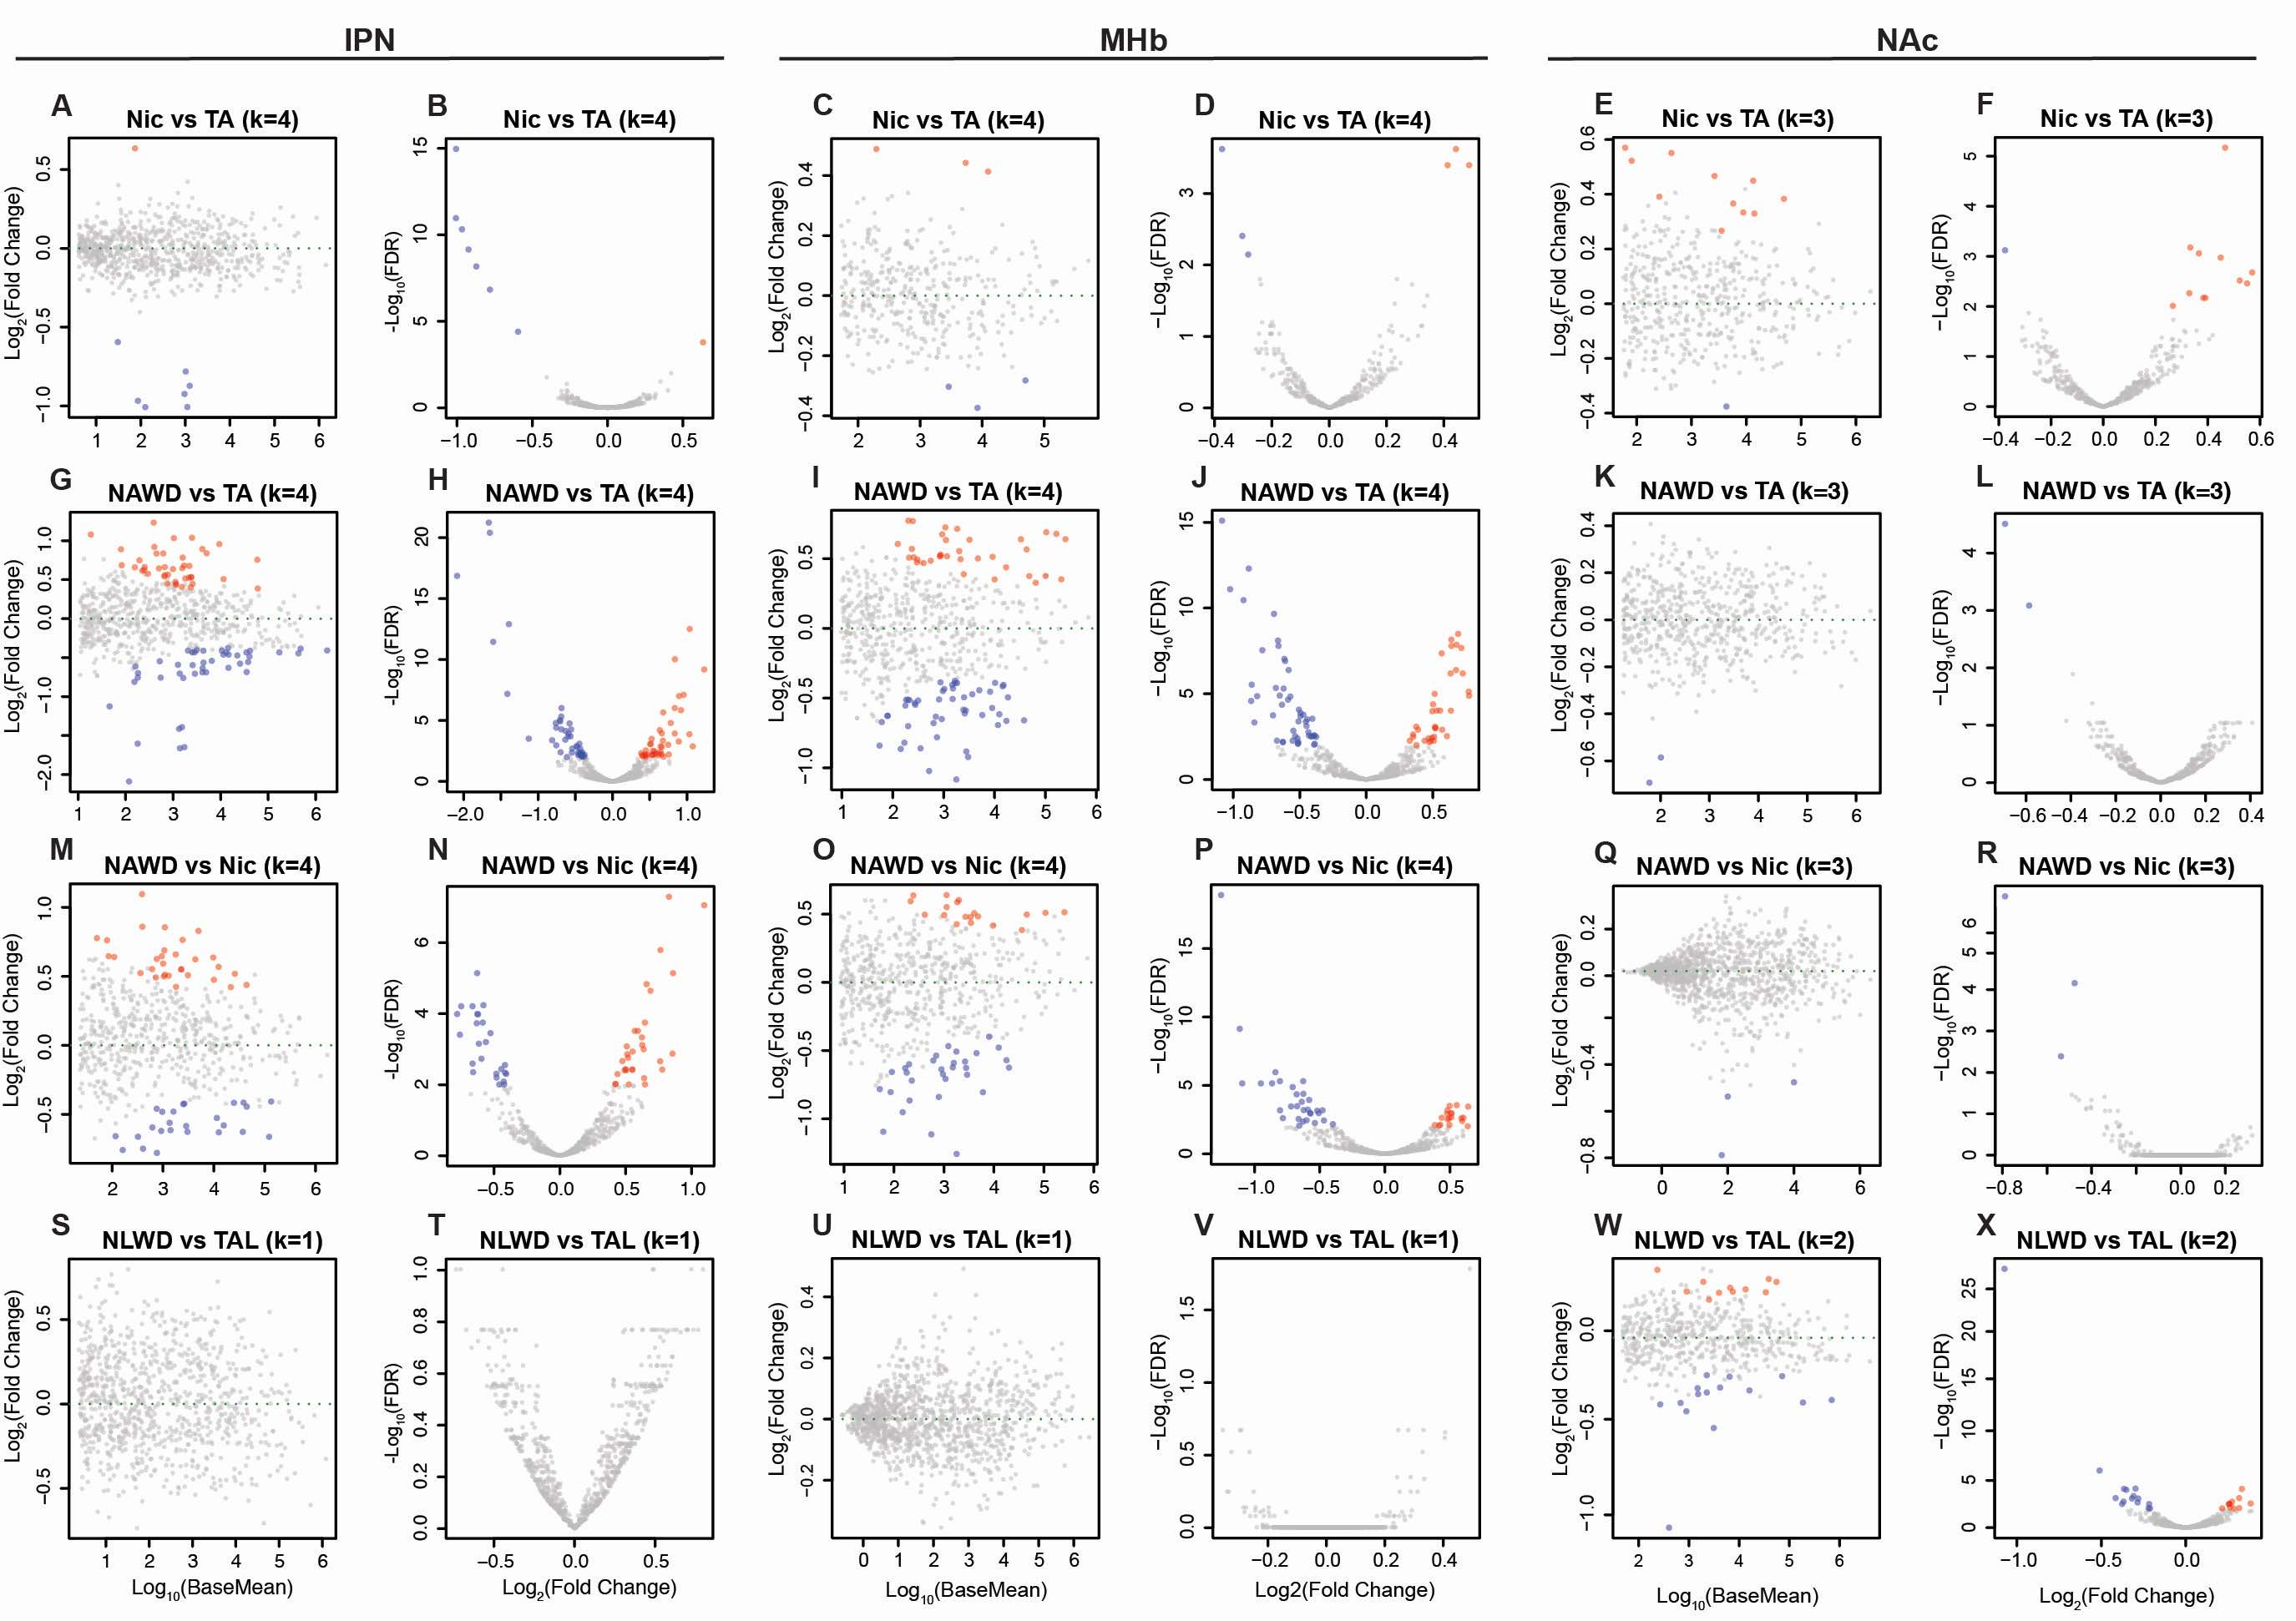

**Figure S2. Differential expression of miRNAs in the IPN, MHb, and NAc of Nic-, NAWD- and NLWD-treated mice.** Differential expression of miRNAs in the three brain regions between different treatment groups was analyzed using DESeq2 as described in the Materials and Methods. The brain region and treatment groups being compared are indicated for each plot. (A-F) Nic-treated mice were compared to TA controls. NAWD mice were compared to TA- (G-L) or Nic-treated (M-R) mice. (S-X) NLWD mice were compared to age-matched TAL control mice (TAL). Each dot in the scatter plots represents an individual miRNA. For each brain region, the left column displays the Log_2_(Fold Change) of the miRNA plotted as a function of the Log_10_(BaseMean). The baseMean is the average number of miRNA counts across all samples in both treatment groups being compared. In the right column, volcano plots display the –Log_10_(FDR) on the y-axis plotted as a function of Log_2_(Fold Change) on the x-axis. In each plot, all up-regulated (red) and down-regulated (blue) miRNAs with FDR < 0.01 are highlighted. The number of factors (k) removed during normalization with RUVSeq is denoted in each plot. n = 5.

**
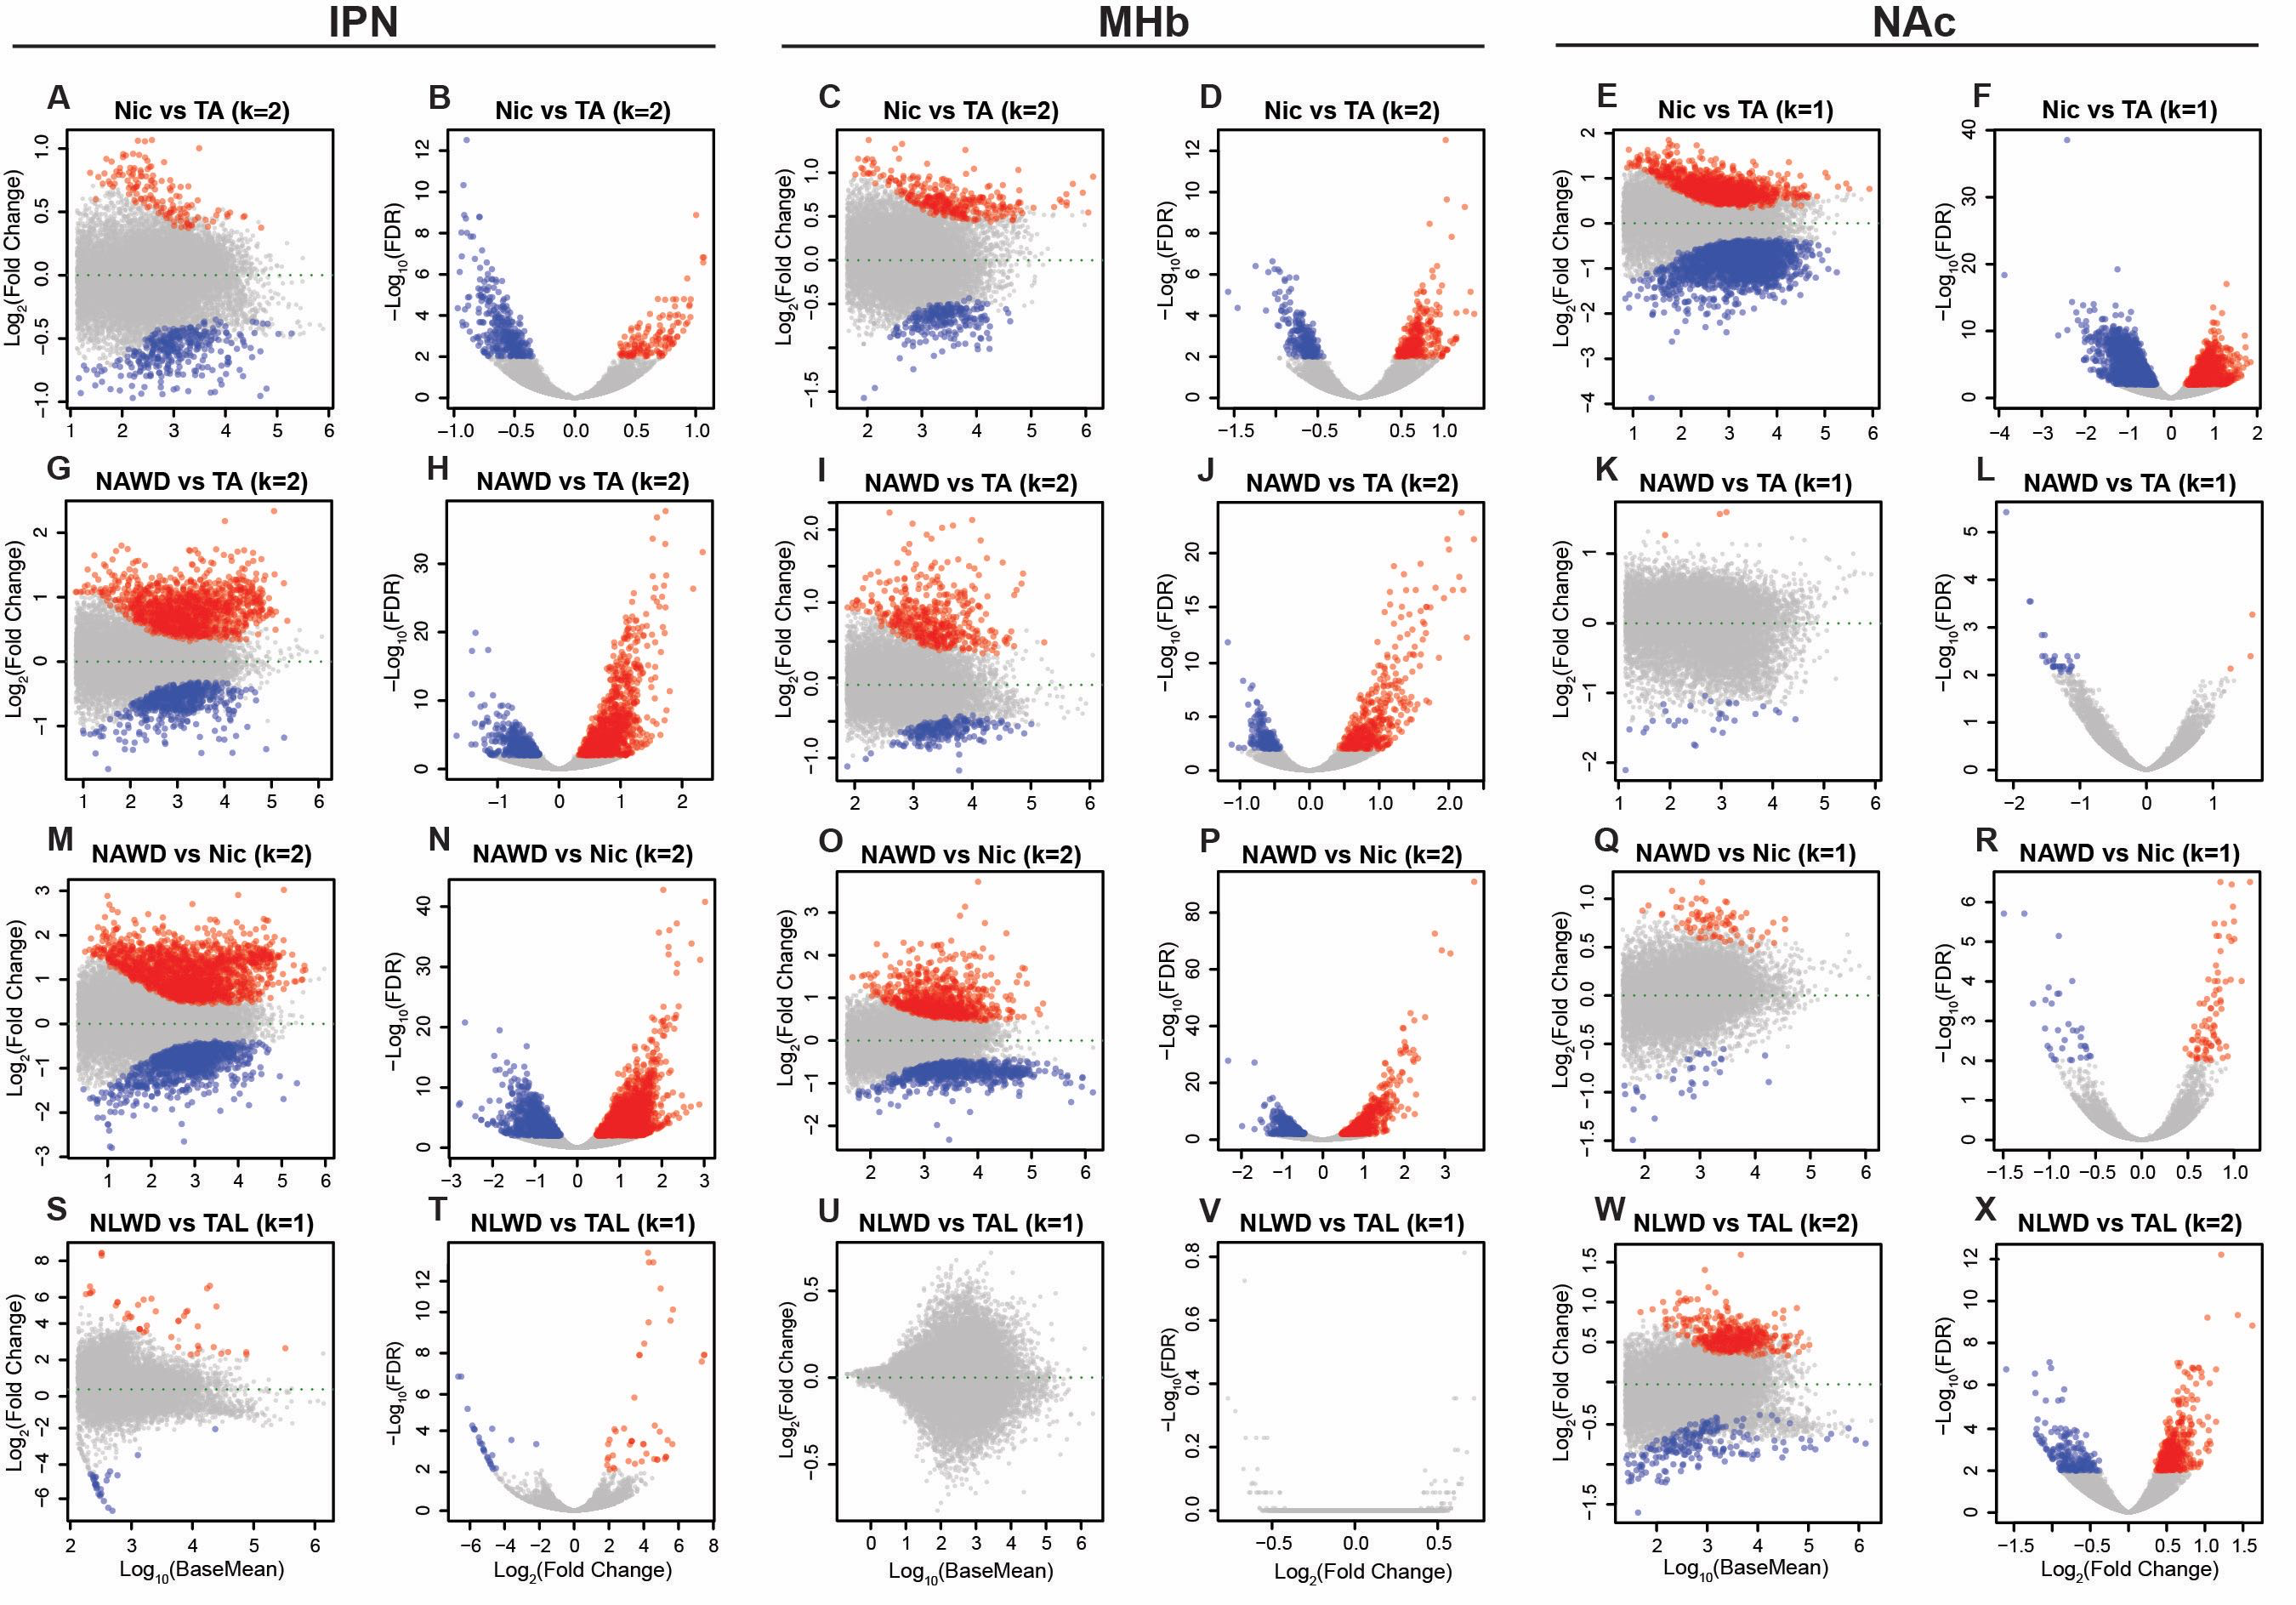
**

**Figure S3. Differential expression of mRNAs in the IPN, MHb, and NAc of Nic-, NAWD-, and NLWD-treated mice.** Differential expression of mRNAs in the three brain regions between different treatment groups was analyzed using DESeq2 as described in the Materials and Methods. The brain region and treatment groups being compared are indicated for each plot. (A-F) Nic-treated mice were compared to TA controls; n = 4. NAWD mice were compared to TA- (G-L) or Nic-treated (M-R) mice; n = 4. (S-X) NLWD mice were compared to age-matched TAL controls (TAL), n = 5. Each dot in the scatter plots represents an individual mRNA. For each brain region, the left column displays the Log_2_(Fold Change) of the mRNA plotted as a function of the Log_10_(BaseMean). The baseMean is the average number of mRNA counts across all samples in both treatment groups. In the right column, the volcano plots display the –Log_10_(FDR) on the y-axis plotted as a function of Log_2_(Fold Change) on the x-axis. In each plot, all up-regulated (red) and down-regulated (blue) miRNAs with FDR < 0.01 are highlighted, regardless of fold change. The number of factors (k) removed during normalization with RUVSeq is denoted in each plot.

**
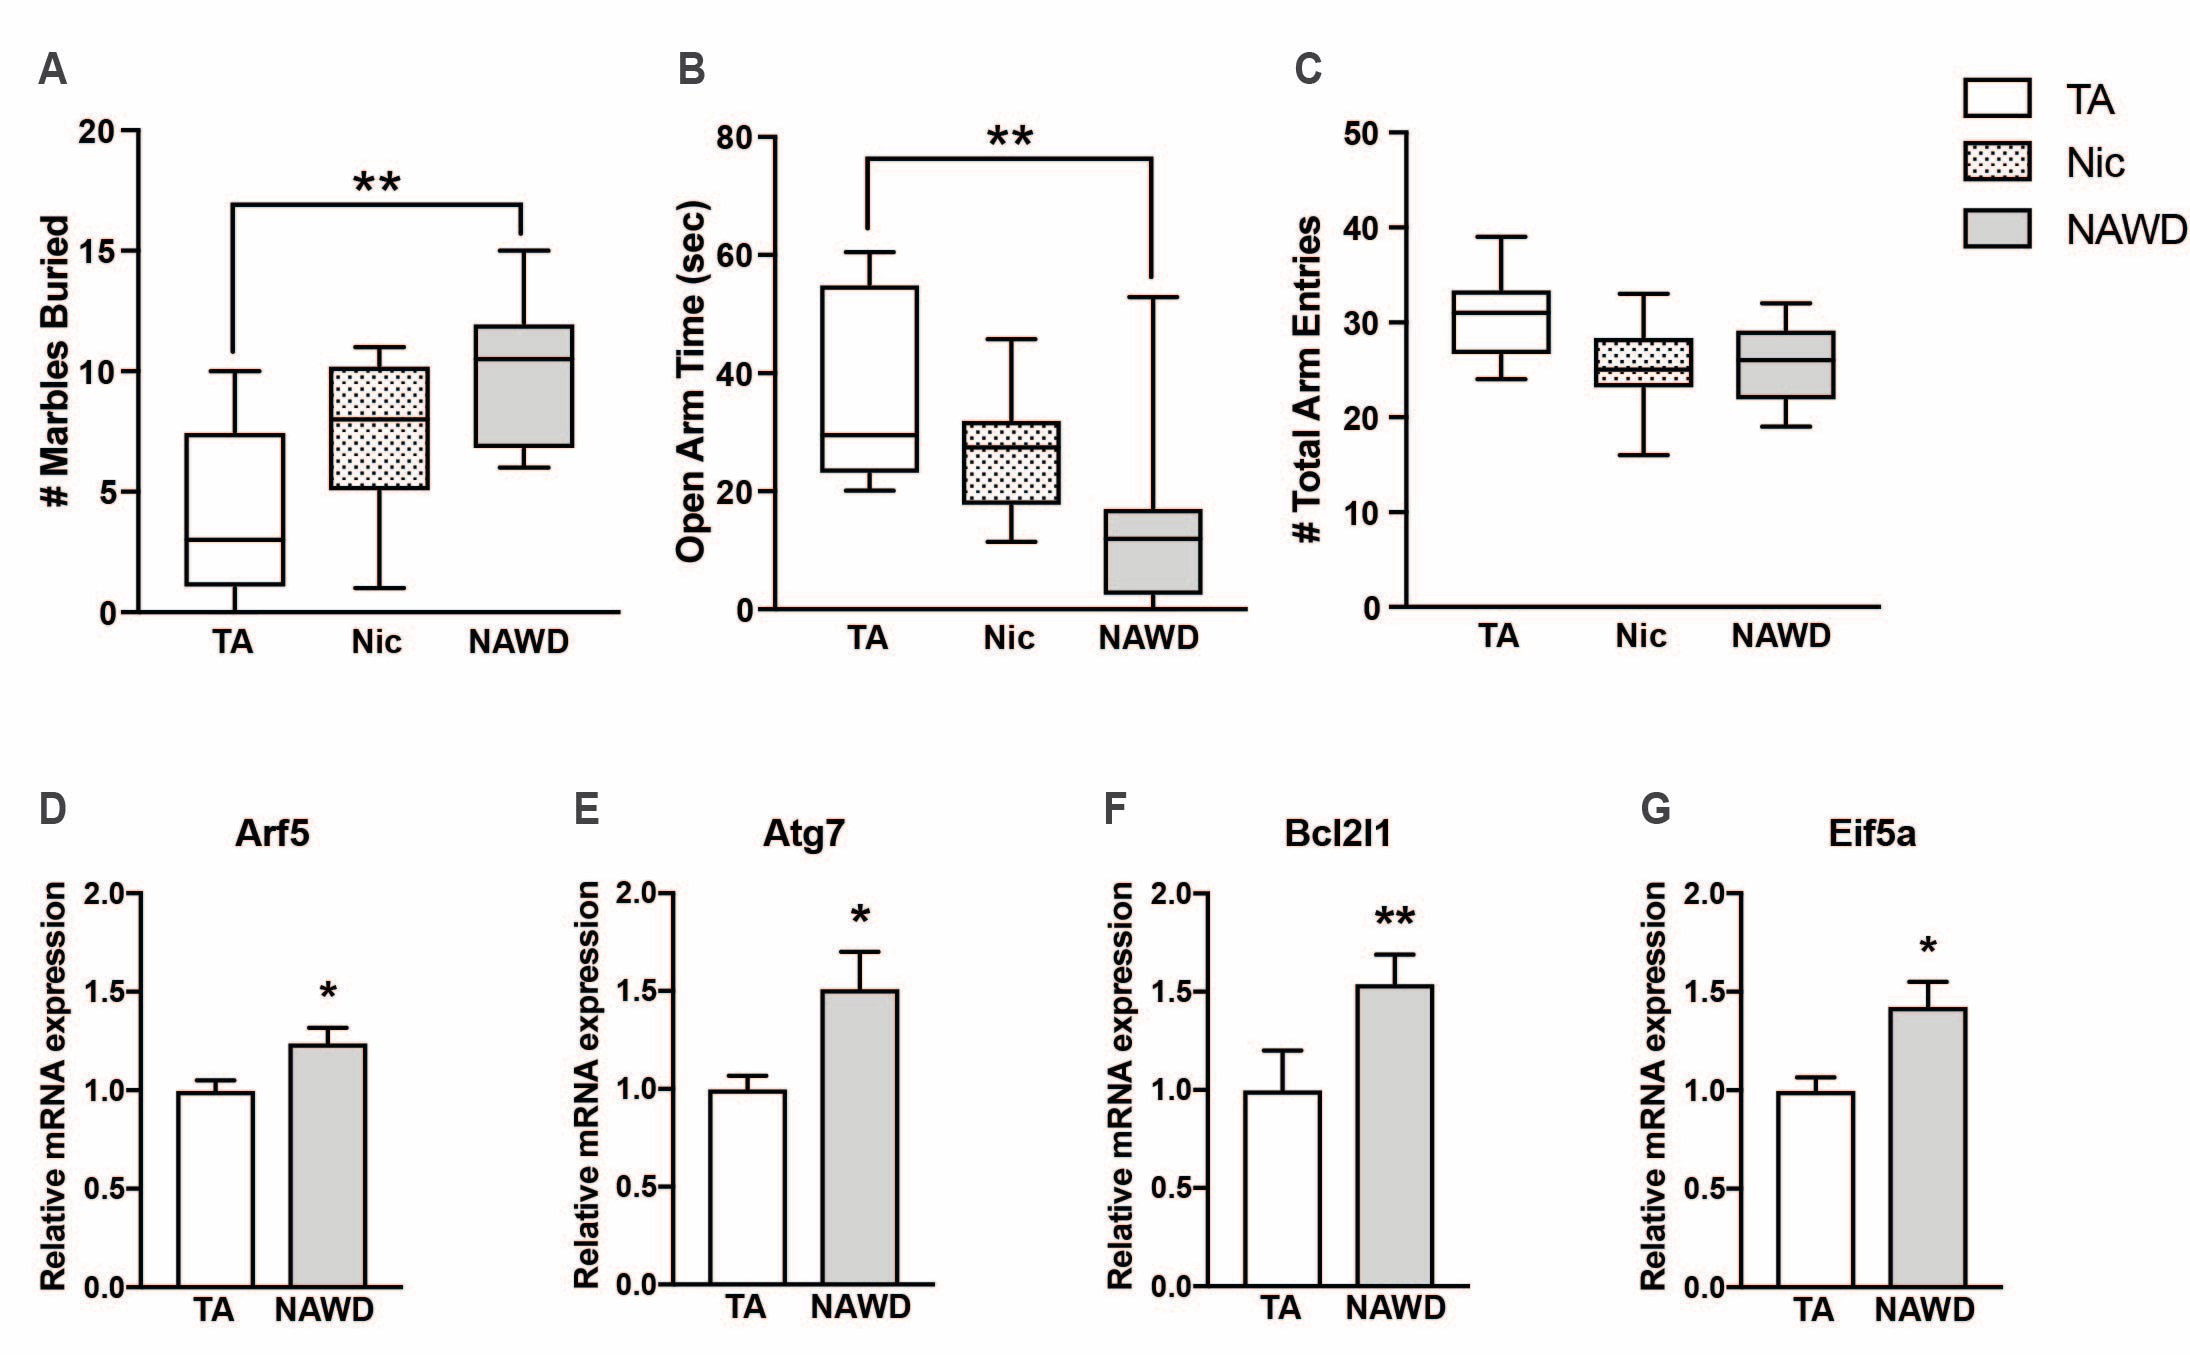
**

**Figure S4. NAWD-treated mice display increased anxiety behaviors and alterations in gene expression.** Anxiety was assayed by the marble burying test (A) and EPM (B, C) to compare mice treated with nicotine (Nic, stippled bars) or acute nicotine withdrawal (NAWD, gray bars) to TA controls (open bars). (A) The number of marbles buried during the marble burying test as described in the Materials and Methods. Statistical analysis by one-way ANOVA (F_2,26_ = 6.974, P = 0.0038) with the Dunnet’s post-test found there were significantly more marbles buried by NAWD mice compared to TA controls. (**) P < 0.01, n = 9-10. Box plot edges are 25^th^ and 75^th^ percentile, central line is the median and whiskers are max and min. (B) Time spent in open arms of the elevated plus maze in 5 min as described in the Materials and Methods. Statistical analysis by one-way ANOVA (F_2,25_ = 5.77, P = 0.0087) with Dunnet’s post-test found NAWD spent significantly less time in the open arms compared to TA controls. (**) P < 0.01, n = 9-10. (C) The number of total arm entries in the elevated plus maze in 5 min. Statistical analysis by one-way ANOVA with Dunnet’s post-test found there were no significant effects on locomotor activity. (D-G) Relative quantitation of genes up-regulated in the MHb during NAWD. RNA was isolated from MHb tissue punches of TA (open bars) and NAWD-treated (gray bars) mice. Relative gene expression levels were measured by RT-qPCR. Data are presented as mean ± SEM, normalized to the TA control. Statistical analysis was performed using unpaired, two-tailed *t*-test to compare expression of *Arf5* (D, *t*_8_ = 2.713, P = 0.0265), *Atg7* (E, *t*_12_ = 2.598, P = 0.0233), *Bcl2l1* (F, *t*_8_ = 4.873, P = 0.0012), and *Eif5a* (G, *t*_8_ = 3.041, P = 0.0160) in NAWD mice compared to TA controls. (*) P < 0.05; (**) P < 0.01; n = 5-7, with each sample containing tissue pooled from 2 mice.

**
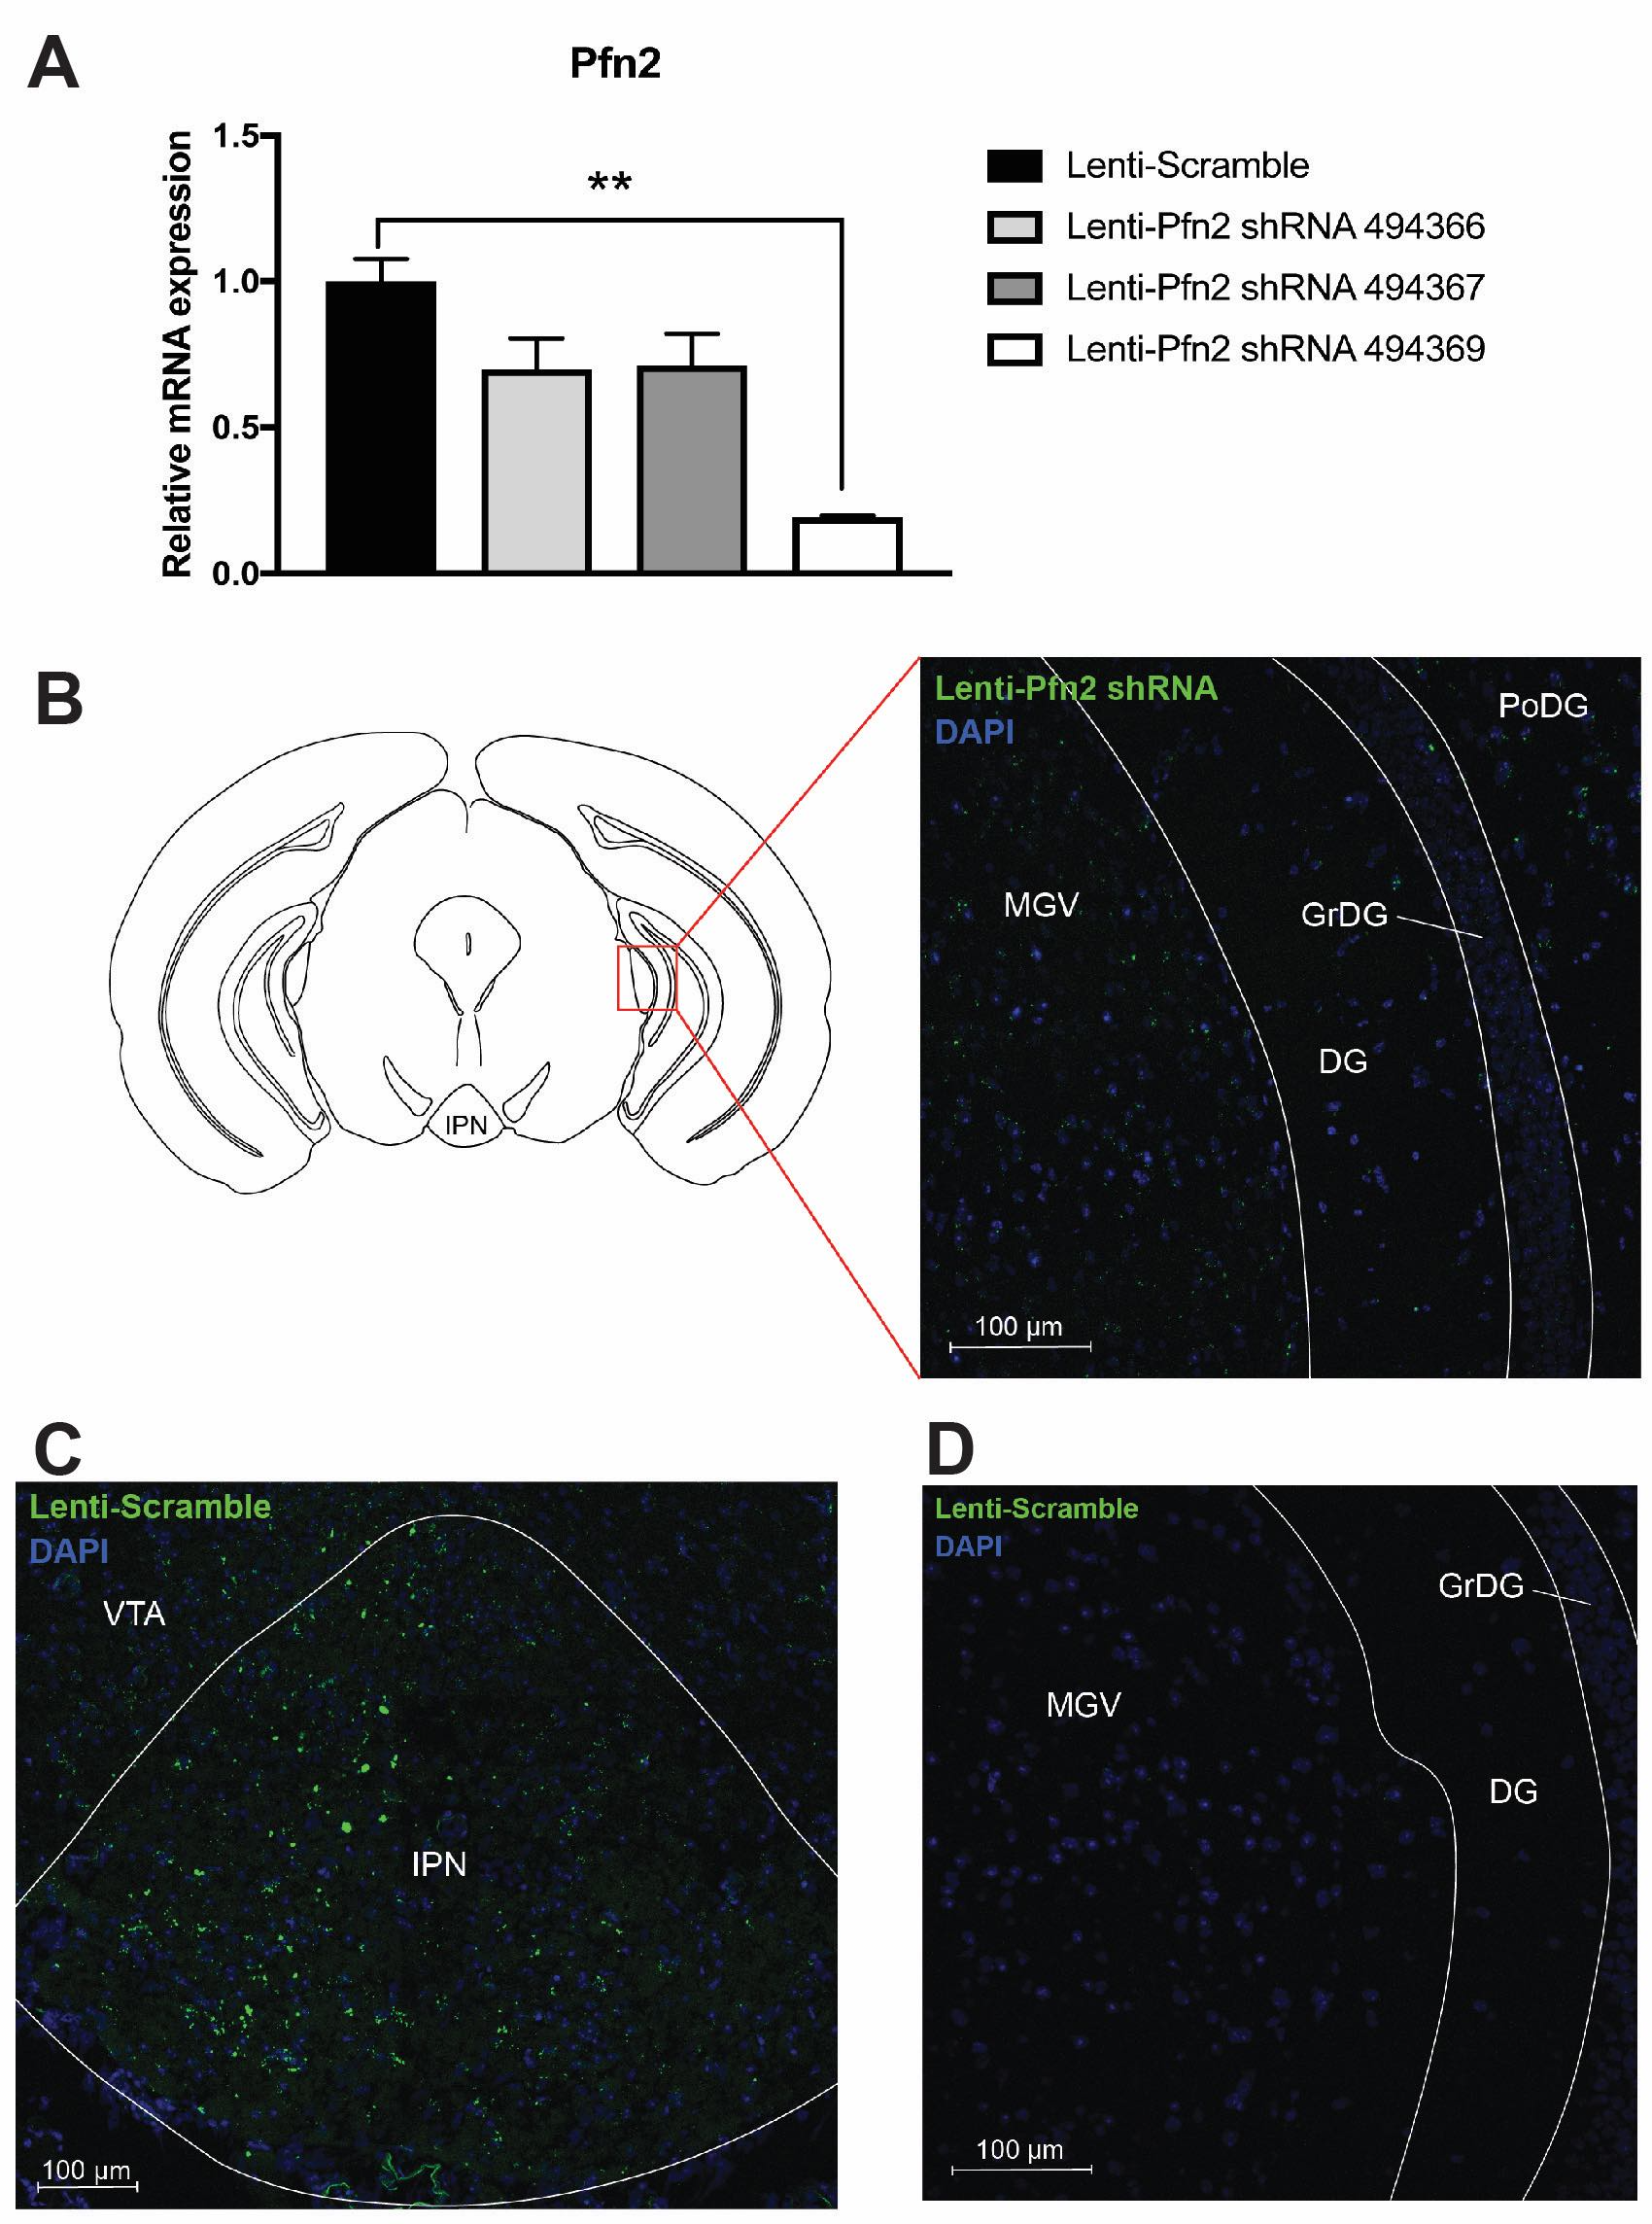
**

**Figure S5. Knockdown of Pfn2 by Lenti-pGIPZ-*Pfn2*-shRNA494369-tGFP.** (A) Transduction of lenti-pGIPZ-*Pfn2*-shRNA494369-tGFP results in approximately 80% knockdown of *Pfn2* in SN17 cells. SN17 cells were transduced with the indicated lenti-pGIPZ-*Pfn2*-shRNA-tGFP or lenti-pGIPZ-Scramble-tGFP negative control as described in Materials and Methods. Total RNA was isolated and relative expression of *Pfn2* was determined by RT-qPCR. Data are presented as mean ± SEM, relative to lenti-scramble control. Statistical analysis was performed using a one-way ANOVA (F_3,4_ = 31.49, P = 0.0031) with Dunnet’s post-test, (**) P < 0.01; (n = 2) (B) Lenti-pGIPZ-*Pfn2*-shRNA-tGFP or Lenti-pGIPZ-Scramble-tGFP injected in the IPN do not spread to distant brain regions within the midbrain. Representative midbrain coronal section from a WT mouse injected with lenti-pGIPz-tGFP (indicated in green) in the IPN. Nuclei were labeled with DAPI (blue). There is no expression of virus above background levels in the MGV of the same slices represented in Fig. 3 of the main text. DG: dentate gyrus; GrDG: granular layer of the dentate gyrus; MGV: medial geniculate complex, ventral part; PoDG: polymorph layer of the dentate gyrus.

**
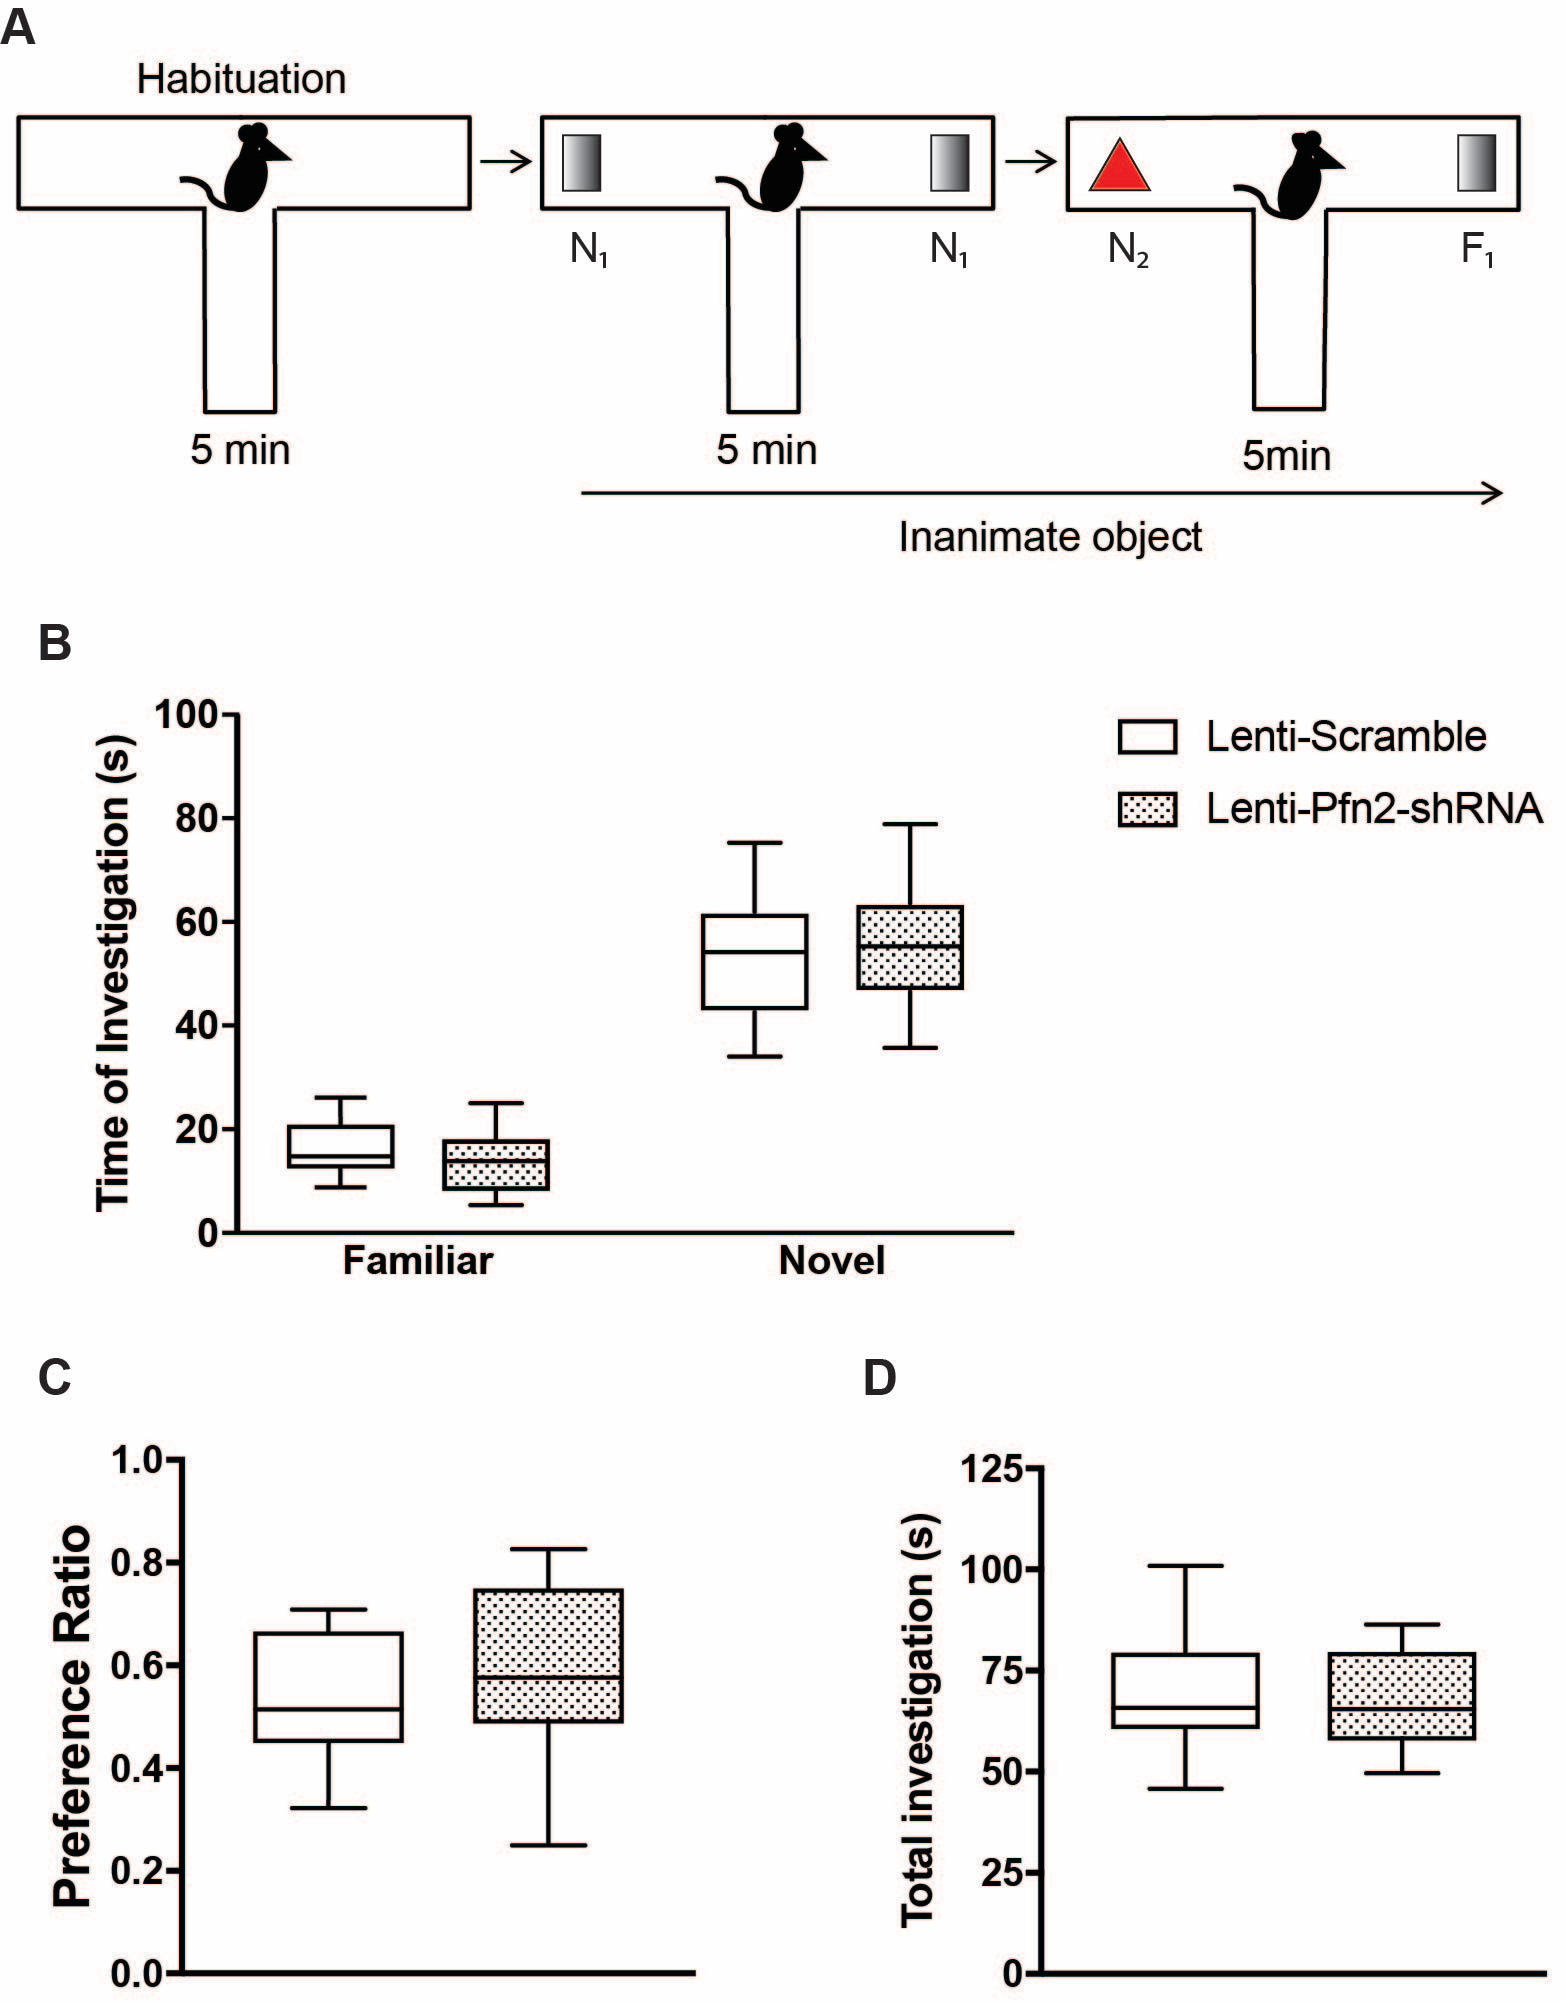
**

**Figure S6. Knockdown of *Pfn2* in the IPN is not sufficient to alter object novelty preference.** (A) Schematic of experimental protocol described in Materials and Methods. (B-D) Mice expressing lenti-pGIPZ-*Pfn2*-shRNA-tGFP (stippled bars) in the IPN were compared to those expressing control virus (open bars). (B) The time of investigation of the familiar (F_1_) and novel (N_2_) objects were manually scored by a blind experimenter for 5 minutes. Statistical testing by two-way ANOVA found there was significant effect of the row factor (object novelty) on the time of investigation (F_1,66_ = 321.2, P < 0.0001). However, there is no significant effect of the column factor (virus injection) on the time of investigation (F_1,66_ = 0.1425, P = 0.7071) (C) There was no difference in the novel object preference (*t*_33_ = 1.039, P = 0.3064, unpaired two-tailed *t*-test). (D) There was no difference in total time investigating the familiar and novel objects combined (*t*_33_ = 0.3692, P = 0.7143, unpaired two-tailed *t*-test). Box plot edges are 25^th^ and 75^th^ percentile, central line is the median and whiskers are max and min.

How the deposited data were processed for this re-analysis (not part of the article)

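The authors cut adapters with cutadapt 1.11, mapped short reads of 15 to 27 nt to mm10 with Bowtie 1.1.2 without mismatches and apportioned reads of several miRNAs, and deposited RPM, each miRNA's share of the miRNA reads. The authors mapped longer reads with STAR 2.5.3a, quantified them with RSEM 1.3.0 and deposited TPM per gene. The authors' tables of log2 fold change, fold change as a ratio and FDR (Benjamini-Hochberg p-value) come from their DESeq2 1.14.1 fits with RUVSeq 1.8.0 factors, and list rows under 0.01. The deposited read counts per library are totals by the authors, and in 75 libraries RPM times those totals lay within 0.02 of a whole number of reads for each miRNA and was rounded to it.

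Values were tested in R 4.3.3 with limma 3.58.1 (trend) on log2 of TPM or RPM plus 1, edgeR 4.0.16 was run on the recovered miRNA reads after the values were seen, and figures were drawn with Python 3.11.15 and matplotlib 3.10.9. The paper does not name the form of RUVSeq or its control genes in its text, so the form based on replicates with all features was assumed, with the numbers of factors printed in Figs. S2 and S3. For miRNAs at 4 weeks these are 1 in the IPN, 1 in the MHb and 2 in the NAc, fewer than the paper's methods give. Calls used Benjamini-Hochberg adjusted p under 0.01 and, for mRNAs, a fold over 2. Lists used camera with a correlation of 0.01 and an adjusted p under 0.05, and again with an estimated correlation. There were 39 gene lists and 14 miRNA lists over 22 comparisons. Of 43432 gene identifiers 42462 had a symbol.

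Genes named are those the paper names, the 5 genes of largest fold in each of its tables (seen before the data), up to 8 calls in each direction with the largest change, groups that do not overlap and a mean of at least 5 TPM or 10 RPM, up to 4 members per list described and the 4 of smallest p where none was called. Others are said to be chosen after their values were seen.

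Alternatives were a pseudocount of 0.1, other filters, no factors, factors from residuals, a block by replicate number, only the groups compared, quantile normalization, the libraries numbered 1 to 4, and leaving out each library. Up to 100 other splits of the libraries were run per comparison. Simulated data with no effect drew each gene or miRNA on its own around its mean, with the SD left after the factors. They hold no variation that genes share within a library. Raw reads and the RT-qPCR samples are not analysed here, and some single genes are not reported here.

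The method was tested on simulated values with 200 changed genes or miRNAs in the comparisons of NAWD or NLWD mice (194, 167 and 191 for miRNAs of NAWD mice in the IPN, MHb and NAc) and 0 in those of Nic against TA mice. Changes of log2 2.5 were recovered in 96 to 100% of genes in most comparisons, and in 0% for IPN mRNAs of NLWD against TAL mice, with 0 to 10 false calls. Those of log2 1.5 were recovered in 77 and 78% (MHb mRNAs, NAWD), 85% (MHb mRNAs, NLWD), 86% (NAc mRNAs, NAWD), 0% (IPN mRNAs, NLWD) and 98 to 100% elsewhere. Smaller changes were not simulated, though calls at 48 h had median sizes of 1.26 and 1.29 (IPN and MHb mRNAs) and 0.652 and 0.444 (miRNAs). Simulated unwanted variation lay within groups, so the false calls do not cover variation that follows the treatment.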

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

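The tests of a difference between libraries, of withdrawal acting the same way in both regions, of 1 TA library, and of pituitary and pineal tissue, together with the comparison with genes of like GC content or length and the test of the difference between the IPN and the MHb, were chosen after the result was seen.

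Single libraries stood far from the rest of their group for several genes followed here, where miR-200b-3p and miR-183-5p were added after their values were seen. In the MHb these were Atg7 in Nic replicate 4 (17.6 TPM) and TA replicate 1 (31.4 TPM), Bcl2l1 in TA replicate 1 (119 TPM) and Eif5a in TAL replicate 2 (147 TPM), and in the IPN Pfn2 in NAWD replicate 3 (349.7 TPM). For miR-132-3p they were IPN NAWD replicate 5 (1219 RPM) and TAL replicate 4 (1312 RPM). miR-183-5p stood out in IPN NAWD replicate 4 (64.0 RPM) and TA replicate 5 (1131 RPM) and in MHb Nic replicate 1 (289 RPM) and TAL replicate 1 (307 RPM), and miR-200b-3p in IPN NAWD replicate 4 (79.2 RPM) and TA replicate 5 (824 RPM). Chance gives such a library in about 1 of 20 groups if values are normally distributed, and here it was 13 of 63 groups of followed genes and 78 of 672 over all named genes. Levels were used here without a logarithm, and groups of different genes share libraries. The excess is therefore not a measure of how many libraries stand apart.

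Among measures of libraries, 6 of 56 groups had one far from the rest, against the same chance of about 1 in 20: mappable reads of IPN mRNA NAWD replicate 2 (57294209) and MHb mRNA TAL replicate 2 (37980565), and the percent of the total in the 20 most abundant features in MHb miRNA TAL replicate 3 (64.6), NAc mRNA NAWD replicate 2 (30.5), NAc miRNA NAWD replicate 6 (68.6) and NAc miRNA TAL replicate 4 (71.7).

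Between the IPN and the MHb, 1235 genes differed in the change from TA to NAWD mice (limma interaction, fitted without factors of unwanted variation, a setting that by itself brings the IPN calls from 18 to 555). Among genes the paper names the log2 differences, IPN minus MHb, were -2.87 for Bcl2l1, -5.44 for Arf5, -2.74 for Pfn2, -2.01 for Atg7 and -2.88 for Eif5a. The count was 661 without MHb TA replicate 3 and 2615 without MHb TA replicate 1, and lay between 691 and 792 without IPN TA replicate 1, 2 or 5, IPN NAWD replicate 1, 2 or 5, MHb TA replicate 4 or MHb NAWD replicate 2 or 4.

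The first pattern is the rise of 129 mRNAs in the MHb. The 200 genes nearest in GC content or length had median log2 fold changes of 0.0180 and 0.0713, so such genes did not share the rise. The 129, with a median of 1.29, were chosen for a high fold change. They would lie above such medians in any case. Taking these medians off left 125 and 118 of the 129 over a log2 of 1, which follows from their small size. The Spearman correlation of the log2 fold change over all genes was 0.0738 with GC content, within the limit set beforehand against it. With length it was -0.172, between the limits set beforehand, and so decides nothing. The 129 had a median length of 2000 nt against 3128 nt of those tested. Withdrawal acting alike in both regions would raise these genes in the IPN too, where 0.775% of them had a higher mean in NAWD than in TA mice. That share alone cannot decide this. Without factors all genes together were lower in NAWD mice there, and the share over all genes was not computed. With factors fitted, 15 of 129 were higher, with none called, where all genes had a median of -0.03. These fitted values argue against withdrawal acting alike. Of the genes tested in the NAc, 96.1% had their highest NAc NAWD value in replicate 2, where chance gives 25% for independent genes. That library is shifted as a whole, with a median log2 level of 2.92 against 2.11, 2.02 and 2.04 in the other NAWD libraries. The share over all tested genes was not computed, so the called genes are not singled out. A difference between libraries that does not follow the treatment may have a part in which genes were called, but the NAc cannot decide this for the MHb. MHb TA replicate 1 may have a part too, since 258 genes were called without it (63 without NAWD replicate 1). An opposite action of withdrawal in the MHb and the IPN stays open. The interaction above tested whether the changes differ, not whether they have opposite signs. In the IPN the 129 genes had a median log2 difference of -1.05 without factors and -0.38 with them, where all genes had -0.35 and -0.03. Of these genes 0 were called lower there.

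The second pattern is the rise of 13 mRNAs in the IPN. Correlations with GC content (0.205) and length (-0.137) lay between the limits set beforehand, while that with length and no factors (-0.398) lay past the limit for it. Genes of like GC content or length had medians of -0.0127 and 0.106 against 1.29 (for length with no factors 0.122 against 1.25). So such genes did not share a rise of this size. The 13 were chosen for a high fold change and would lie above them in any case, so whether length has a part is not decided. After the same subtraction 13 of 13 stayed over a log2 of 1 (for length with no factors 11 of 13, with a median of 1.21 and a lowest of 0.943). The 13 had a median length of 695 nt against 3069 nt of those tested. In the NAc, 100% of the 13 had their lowest NAWD value in replicate 2, the library that differs as a whole. A difference between libraries that does not follow the treatment may have a part here too, which the NAc cannot decide for the IPN. The count of calls was 1 without TA replicate 1, TA replicate 4, NAWD replicate 1 or NAWD replicate 2 and 2 without TA replicate 3. That withdrawal raises these mRNAs stays open beside it.

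The third pattern is the lower level of the miR-200 family and the miR-183 cluster in the IPN of NAWD mice. Without TA replicate 5 the median log2 difference from TA mice was -0.55 over members from -0.85 to 0.10, and in Nic mice, still on nicotine, it was -0.67 (with that library -1.77, and -1.65 in NAWD mice), so a single TA library cannot be told apart from a lower level in both groups given nicotine, withdrawn or not. Pineal tissue in that library is argued against by its mRNA, where it held rank 5 of the 15 libraries by pineal markers, if the same number means the same RNA in both assays, which is assumed. Pituitary tissue stays open: TA replicate 5 held rank 3 by pituitary markers, the libraries above it (NAWD replicate 4 and TA replicate 3) had less miR-200b-3p (79.2 and 64.4 against 824 RPM) but were next after it by that miRNA, and single markers went both ways. Gh was at 9.31 TPM in TA replicate 5, 10.9 TPM in NAWD replicate 4 and at most 0.84 TPM in the other 13, but Cga was at 0.17 TPM in TA replicate 5 against 24.6 TPM in TA replicate 3 and 57.1 TPM in NAWD replicate 4, Prl at 0.80 TPM against 5.38 TPM in NAWD replicate 4, and Pomc, at 3.89 TPM, within the range of the other TA libraries (2.34 to 4.18 TPM).

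Other splits of the same libraries test whether the grouping matters. A share of 1 split is the smallest that can occur, and many results were tested without correction, so it does not exclude chance. Some of these counts also fall when 1 library is left out, to 1 for IPN mRNAs (NAWD against TA) and 0 for NAc mRNAs (Nic against TA). For these results under 5% of the splits gave a value as large and no other split reached it: IPN mRNAs (NAWD against TA) 1 of 100 (real 18, highest other 1), the IPN median of neuron projection development 1 of 100 (real 0.138, highest other 0.115), MHb mRNAs (NAWD against TA) 1 of 35 (real 129 higher and 3 lower, highest other 0), MHb mRNAs (NAWD against Nic) 1 of 35 (real 96, highest other 0), NAc mRNAs (Nic against TA) 1 of 100 (real 140, highest other 0). Next were IPN miRNAs (NAWD against TA) 1 of 100 (real 45, highest other 8), IPN miRNAs (NAWD against Nic) 1 of 100 (real 57, highest other 2), MHb miRNAs (NAWD against TA) 1 of 100 (real 23, highest other 7), MHb miRNAs (NAWD against Nic) 1 of 100 (real 59, highest other 25), the difference between the IPN and the MHb 1 of 100 (real 1235, highest other 302). For the next results the share was also under 5%, but another split reached or passed the real value, so that the real value lies within the spread of the splits: the IPN median of oxidative phosphorylation 3 of 100 (real 0.166, highest other 0.203), the IPN median of cytosolic ribosomal proteins 4 of 100 (real 0.190, highest other 0.245), IPN mRNAs (NAWD against Nic) 3 of 100 (real 1, highest other 10), MHb mRNAs (NLWD against TAL) 4 of 100 (real 1, highest other 1), NAc miRNAs (Nic against TA) 3 of 100 (real 2, highest other 3). For these the share was 5% or more: the IPN median of mitochondrial ribosomal proteins 18 of 100 (real 0.121, highest other 0.213), the MHb median of oxidative phosphorylation 15 of 35 (real 0.0977, highest other 0.215), the MHb median of cytosolic ribosomal proteins 17 of 35 (real 0.0801, highest other 0.288), the MHb median of mitochondrial ribosomal proteins 29 of 35 (real 0.0294, highest other 0.282), the MHb median of neuron projection development 9 of 35 (real 0.140, highest other 0.456). Next were NAc miRNAs (NAWD against TA) 6 of 100 (real 1, highest other 3), NAc miRNAs (NLWD against TAL) 5 of 100 (real 1, highest other 2). Where 0 were called, any split is as large, so the splits test nothing: IPN mRNAs (Nic against TA) 100 of 100 (real 0, highest other 0), MHb mRNAs (Nic against TA) 35 of 35 (real 0, highest other 1), NAc mRNAs (NAWD against TA) 100 of 100 (real 0, highest other 92), NAc mRNAs (NLWD against TAL) 100 of 100 (real 0, highest other 1), IPN miRNAs (Nic against TA) 100 of 100 (real 0, highest other 11). Next were IPN miRNAs (NLWD against TAL) 100 of 100 (real 0, highest other 0), MHb miRNAs (Nic against TA) 100 of 100 (real 0, highest other 5), MHb miRNAs (NLWD against TAL) 100 of 100 (real 0, highest other 1), the difference between the IPN and the NAc 100 of 100 (real 0, highest other 0), the difference between the MHb and the NAc 100 of 100 (real 0, highest other 1).

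For IPN mRNAs of NAWD against Nic mice another split called 10 where the real one called 1, which points to a structure of the samples, and what it follows was not tested. Against a real count of 0 no such multiple can be formed, so the other splits with calls are left without a reading. The count of NAc mRNAs (NAWD against TA) was 271 without TA replicate 2.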

How the results depend on the processing

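The edgeR setting, all settings for the difference between the IPN and the MHb, and the check of other gene lists under each scaling were chosen after results were seen. For each of the values below the cause was not tested. Factors from residuals (the RUVr form) are a special case. They keep the fold changes of the fit with no factors and take the largest differences within groups out of the error. Counts under that form therefore run high by construction. All libraries pass the read minimum, so the alternative with every labelled library does not differ.

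With a pseudocount of 0.1, the values were 7 for IPN mRNAs (NAWD against Nic), 1 for IPN mRNAs (NLWD against TAL), -0.0699 for the MHb median of cytosolic ribosomal proteins (now past it), 269 for MHb mRNAs (NAWD against Nic), 0 for MHb mRNAs (NLWD against TAL), 265 for NAc mRNAs (Nic against TA), 1 for NAc mRNAs (NLWD against TAL), 2 for IPN miRNAs (Nic against TA), 114 for IPN miRNAs (NAWD against TA). That setting also gave 4 for MHb miRNAs (NAWD against TA), -0.12 for mmu-miR-132-3p in the MHb (NAWD against TA) (direction reversed), 31 for MHb miRNAs (NAWD against Nic), 5 for NAc miRNAs (Nic against TA), 8 for NAc miRNAs (NLWD against TAL). With a filter on a mean of at least 1, the values were 49 for IPN mRNAs (NLWD against TAL), -0.0811 for the MHb median of cytosolic ribosomal proteins (now past it), 0 for MHb mRNAs (NLWD against TAL), 231 for NAc mRNAs (Nic against TA), 1 for MHb miRNAs (Nic against TA), 0 for NAc miRNAs (Nic against TA), 3 for NAc miRNAs (NAWD against TA). With no filter, the values were 1 for IPN mRNAs (NAWD against TA), 0 for IPN mRNAs (NLWD against TAL), -0.0835 for the MHb median of cytosolic ribosomal proteins (now past it), 0 for MHb mRNAs (NLWD against TAL), 0 for NAc mRNAs (Nic against TA), 16 for IPN miRNAs (NAWD against TA), 25 for IPN miRNAs (NAWD against Nic), 15 for MHb miRNAs (NAWD against TA), 31 for MHb miRNAs (NAWD against Nic). It gave besides 0 for NAc miRNAs (Nic against TA), 0 for NAc miRNAs (NAWD against TA).

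With no factors of unwanted variation (the setting with no RUV factors), the values were 18 for IPN mRNAs (Nic against TA), 555 for IPN mRNAs (NAWD against TA), 5807 for IPN mRNAs (NAWD against Nic), 1 for IPN mRNAs (NLWD against TAL), 57 for MHb mRNAs (NAWD against TA), -0.13 for the MHb median of cytosolic ribosomal proteins (now past it), 0.0987 for the MHb median of neuron projection development (direction reversed), 734 for MHb mRNAs (NAWD against Nic), 0 for MHb mRNAs (NLWD against TAL). Further values there were 212 for NAc mRNAs (Nic against TA), 108 for NAc mRNAs (NLWD against TAL), 0.0943 for mmu-miR-211-5p in the IPN (NAWD against TA) (direction reversed), 8 for IPN miRNAs (NAWD against Nic), 1 for MHb miRNAs (NAWD against TA), -0.40 for mmu-miR-132-3p in the MHb (NAWD against TA) (direction reversed), 7 for MHb miRNAs (NAWD against Nic), 0 for NAc miRNAs (Nic against TA). With factors estimated from residuals (the RUVr form), the values were 251 for IPN mRNAs (Nic against TA), 650 for IPN mRNAs (NAWD against TA), 5812 for IPN mRNAs (NAWD against Nic), 141 for MHb mRNAs (Nic against TA), 286 for MHb mRNAs (NAWD against TA), -0.13 for the MHb median of cytosolic ribosomal proteins (now past it), 0.0987 for the MHb median of neuron projection development (direction reversed), 1318 for MHb mRNAs (NAWD against Nic), 0 for MHb mRNAs (NLWD against TAL). That setting also gave 1529 for NAc mRNAs (Nic against TA), 2164 for NAc mRNAs (NAWD against TA), 1288 for NAc mRNAs (NLWD against TAL), 13 for IPN miRNAs (Nic against TA), 180 for IPN miRNAs (NAWD against TA), 0.0943 for mmu-miR-211-5p in the IPN (NAWD against TA) (direction reversed), 152 for IPN miRNAs (NAWD against Nic), 200 for IPN miRNAs (NLWD against TAL), 6 for MHb miRNAs (Nic against TA). Also under it were 126 for MHb miRNAs (NAWD against TA), -0.40 for mmu-miR-132-3p in the MHb (NAWD against TA) (direction reversed), 152 for MHb miRNAs (NAWD against Nic), 7 for NAc miRNAs (Nic against TA), 3 for NAc miRNAs (NAWD against TA), 93 for NAc miRNAs (NLWD against TAL).

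With quantile normalization, the values were 35 for IPN mRNAs (NAWD against TA) (24 higher, 11 lower), -0.0193 for the IPN median of oxidative phosphorylation (direction reversed), -0.00137 for the IPN median of cytosolic ribosomal proteins (direction reversed), 29 for IPN mRNAs (NAWD against Nic) (17 higher, 12 lower), 1 for IPN mRNAs (NLWD against TAL) (1 higher, 0 lower), -0.0849 for the MHb median of oxidative phosphorylation (no longer past the threshold), -0.0530 for the MHb median of mitochondrial ribosomal proteins (direction reversed), 6 for MHb miRNAs (NAWD against TA) (3 higher, 3 lower), 0 for NAc miRNAs (NAWD against TA) (0 higher, 0 lower). Also under it were 502 for the difference between the IPN and the MHb (370 of them lower). It also moved the balance of IPN miRNAs from 42 higher and 3 lower to 27 and 23 (NAWD against TA) and from 48 and 9 to 18 and 24 (NAWD against Nic), where edgeR gave 27 and 16, and 23 and 15. With only the 2 groups compared in the fit, the values were 0 for IPN mRNAs (NAWD against TA), 23 for MHb mRNAs (NAWD against TA), 191 for MHb mRNAs (NAWD against Nic), 136 for IPN miRNAs (NAWD against TA), 6 for NAc miRNAs (Nic against TA), 5 for NAc miRNAs (NAWD against TA). With the libraries numbered 1 to 4 only, the values were 4 for IPN mRNAs (NAWD against TA). With the correlation within lists estimated by camera, the medians below no longer passed, being 0.17 for the IPN median of oxidative phosphorylation, 0.19 for the IPN median of cytosolic ribosomal proteins, 0.12 for the IPN median of mitochondrial ribosomal proteins, -0.14 for the IPN median of neuron projection development, -0.0977 for the MHb median of oxidative phosphorylation, -0.14 for the MHb median of neuron projection development.

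With edgeR on whole reads, which was added later, the values were 1 for IPN miRNAs (Nic against TA), 4 for MHb miRNAs (Nic against TA), 4 for NAc miRNAs (Nic against TA), 2 for NAc miRNAs (NAWD against TA), 6 for NAc miRNAs (NLWD against TAL). In 75 miRNA libraries 100% of the values lay within 0.02 of a whole read, though the paper's methods apportion reads of several miRNAs.

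The replicate numbers do not pair the libraries: 28 of 108 pairs had a correlation over 0.1 (lowest -0.45, highest 0.57), 25 of 135 libraries correlated best with the library of their own number, and in 0 of 12 fits did every pair exceed 0.1. No paired analysis was possible for IPN mRNAs of NLWD against TAL mice because no replicate number occurs in both groups. With the replicate block and factors, the values were 0 for IPN mRNAs (NAWD against TA), 0 for IPN mRNAs (NAWD against Nic), 70 for MHb mRNAs (NAWD against TA), 8 for MHb mRNAs (NAWD against Nic), 0 for MHb mRNAs (NLWD against TAL), 2 for NAc mRNAs (Nic against TA), 1 for IPN miRNAs (Nic against TA), 4 for MHb miRNAs (Nic against TA), 7 for NAc miRNAs (Nic against TA). It gave besides 0 for NAc miRNAs (NAWD against TA). With the replicate block and no factors, the values were 20 for IPN mRNAs (Nic against TA), 573 for IPN mRNAs (NAWD against TA), 5800 for IPN mRNAs (NAWD against Nic), 53 for MHb mRNAs (NAWD against TA), -0.13 for the MHb median of cytosolic ribosomal proteins (now past it), 0.0987 for the MHb median of neuron projection development (direction reversed), 596 for MHb mRNAs (NAWD against Nic), 0 for MHb mRNAs (NLWD against TAL), 29 for NAc mRNAs (Nic against TA). Further values there were 17 for NAc mRNAs (NAWD against TA), 167 for NAc mRNAs (NLWD against TAL), 0.0943 for mmu-miR-211-5p in the IPN (NAWD against TA) (direction reversed), 8 for IPN miRNAs (NAWD against Nic), 0 for MHb miRNAs (NAWD against TA), -0.40 for mmu-miR-132-3p in the MHb (NAWD against TA) (direction reversed), 2 for MHb miRNAs (NAWD against Nic), 0 for NAc miRNAs (Nic against TA), 0 for NAc miRNAs (NAWD against TA). That setting also gave 0 for NAc miRNAs (NLWD against TAL). With the replicate block within region, which was added later, the values were 681 for the difference between the IPN and the MHb.

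Leaving out 1 library at a time gave IPN mRNAs (Nic against TA) 0 throughout, IPN mRNAs (NAWD against TA) 1 (without TA replicate 1) to 22 (without NAWD replicate 4), the IPN median of oxidative phosphorylation 0.0285 (without TA replicate 4) to 0.20 (without TA replicate 3), the IPN median of cytosolic ribosomal proteins 0.0672 (without TA replicate 4) to 0.21 (without TA replicate 5), the IPN median of mitochondrial ribosomal proteins -0.0228 (without TA replicate 4) to 0.17 (without TA replicate 5), the IPN median of neuron projection development -0.18 (without NAWD replicate 3) to -0.13 (without NAWD replicate 4). The same ranges were IPN mRNAs (NAWD against Nic) 0 (without Nic replicate 2) to 5 (without NAWD replicate 5), IPN mRNAs (NLWD against TAL) 0 (without TAL replicate 1) to 369 (without NLWD replicate 5), MHb mRNAs (Nic against TA) 0 throughout, MHb mRNAs (NAWD against TA) 63 (without NAWD replicate 1) to 258 (without TA replicate 1), the MHb median of oxidative phosphorylation -0.15 (without NAWD replicate 1) to -0.0443 (without NAWD replicate 4), the MHb median of cytosolic ribosomal proteins -0.15 (without NAWD replicate 3) to -0.00692 (without NAWD replicate 4). The same ranges were the MHb median of mitochondrial ribosomal proteins -0.0579 (without TA replicate 4) to 0.21 (without TA replicate 1), the MHb median of neuron projection development -0.18 (without NAWD replicate 4) to -0.0592 (without NAWD replicate 3), MHb mRNAs (NAWD against Nic) 12 (without Nic replicate 2) to 108 (without NAWD replicate 4), MHb mRNAs (NLWD against TAL) 0 (without TAL replicate 1) to 1 (without TAL replicate 3), NAc mRNAs (Nic against TA) 0 (without TA replicate 1) to 514 (without TA replicate 2), NAc mRNAs (NAWD against TA) 0 (without TA replicate 1) to 271 (without TA replicate 2). The same ranges were NAc mRNAs (NLWD against TAL) 0 throughout, IPN miRNAs (Nic against TA) 0 (without TA replicate 1) to 2 (without TA replicate 3), IPN miRNAs (NAWD against TA) 22 (without TA replicate 4) to 73 (without TA replicate 5), IPN miRNAs (NAWD against Nic) 27 (without NAWD replicate 2) to 91 (without Nic replicate 5), IPN miRNAs (NLWD against TAL) 0 throughout, MHb miRNAs (Nic against TA) 0 (without TA replicate 1) to 4 (without TA replicate 5). The same ranges were MHb miRNAs (NAWD against TA) 6 (without NAWD replicate 3) to 47 (without NAWD replicate 5), MHb miRNAs (NAWD against Nic) 23 (without NAWD replicate 3) to 84 (without NAWD replicate 5), MHb miRNAs (NLWD against TAL) 0 (without TAL replicate 1) to 1 (without NLWD replicate 3), NAc miRNAs (Nic against TA) 0 (without TA replicate 1) to 7 (without Nic replicate 5), NAc miRNAs (NAWD against TA) 0 (without TA replicate 1) to 2 (without NAWD replicate 5), NAc miRNAs (NLWD against TAL) 1 (without TAL replicate 1) to 38 (without TAL replicate 5). The same ranges were the difference between the IPN and the NAc 0 (without IPN TA replicate 1) to 4 (without NAc NAWD replicate 2), the difference between the MHb and the NAc 0 (without MHb TA replicate 2) to 3152 (without NAc NAWD replicate 2), the difference between the IPN and the MHb 661 (without MHb TA replicate 3) to 2615 (without MHb TA replicate 1), Pfn2 in the IPN, NAWD against TA -1.90 (without TA replicate 3) to -1.60 (without TA replicate 2), miR-106b-5p in the IPN, NAWD against TA 0.88 (without TA replicate 4) to 0.98 (without TA replicate 3). For mmu-miR-132-3p in the MHb the highest was 0.0712 (without NAWD replicate 1). Reversed when 1 library was left out were the IPN median of mitochondrial ribosomal proteins -0.0228 without TA replicate 4, the MHb median of mitochondrial ribosomal proteins -0.0579 without TA replicate 4, the MHb median of mitochondrial ribosomal proteins -0.0210 without NAWD replicate 1, the MHb median of mitochondrial ribosomal proteins -0.0197 without NAWD replicate 3, mmu-miR-132-3p in the MHb (NAWD against TA) -0.0254 without TA replicate 2, mmu-miR-132-3p in the MHb (NAWD against TA) -0.10 without NAWD replicate 3, mmu-miR-132-3p in the MHb (NAWD against TA) -0.0121 without NAWD replicate 4, mmu-miR-132-3p in the MHb (NAWD against TA) -0.0358 without NAWD replicate 5.

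Counts over 1.5 times away came on leaving out, for IPN mRNAs (NAWD against TA) TA 1 (1), TA 3 (2), TA 4 (1), NAWD 1 (1), NAWD 2 (1), and for IPN mRNAs (NAWD against Nic) Nic 2 (0), Nic 3 (0), Nic 4 (0), Nic 5 (0), NAWD 5 (5), and for IPN mRNAs (NLWD against TAL) TAL 1 (0), TAL 3 (0), TAL 4 (76), NLWD 2 (91), NLWD 5 (369). In the same way, for MHb mRNAs (NAWD against TA) TA 1 (258), NAWD 1 (63), and for MHb mRNAs (NAWD against Nic) Nic 2 (12), Nic 3 (44), Nic 4 (62), NAWD 1 (15), NAWD 2 (43), NAWD 3 (44), and for MHb mRNAs (NLWD against TAL) TAL 1 (0), TAL 2 (0), TAL 4 (0), TAL 5 (0), NLWD 1 (0), NLWD 2 (0), NLWD 3 (0), NLWD 4 (0), NLWD 5 (0). In the same way, for NAc mRNAs (Nic against TA) TA 1 (0), TA 2 (514), TA 3 (0), TA 4 (0), TA 5 (67), Nic 1 (0), Nic 2 (0), Nic 3 (0), Nic 4 (0), Nic 5 (0), and for IPN miRNAs (NAWD against TA) TA 1 (27), TA 2 (26), TA 3 (69), TA 4 (22), TA 5 (73), NAWD 2 (27), NAWD 3 (22), and for IPN miRNAs (Nic against TA) TA 3 (2), Nic 1 (1). In the same way, for IPN miRNAs (NAWD against Nic) Nic 1 (30), Nic 5 (91), NAWD 2 (27), and for MHb miRNAs (NAWD against TA) TA 1 (14), TA 3 (12), NAWD 2 (9), NAWD 3 (6), NAWD 5 (47), and for MHb miRNAs (Nic against TA) TA 5 (4), Nic 3 (3), Nic 4 (4), Nic 5 (1). In the same way, for MHb miRNAs (NAWD against Nic) Nic 1 (38), NAWD 3 (23), and for NAc miRNAs (Nic against TA) TA 1 (0), TA 2 (4), TA 3 (0), Nic 1 (0), Nic 2 (0), Nic 3 (0), Nic 4 (0), Nic 5 (7), and for NAc miRNAs (NAWD against TA) TA 1 (0), TA 2 (0), TA 3 (0), TA 4 (0), TA 5 (0), NAWD 1 (0), NAWD 3 (0), NAWD 4 (0), NAWD 5 (2), NAWD 6 (0). In the same way, for NAc miRNAs (NLWD against TAL) TAL 3 (2), TAL 4 (2), TAL 5 (38), NLWD 1 (7), NLWD 2 (4), NLWD 4 (2), and for the difference between the MHb and the NAc MHb TA 1 (144), NAc NAWD 2 (3152), and for the difference between the IPN and the MHb IPN TA 1 (691), IPN TA 2 (694), IPN TA 5 (790), IPN NAWD 1 (710), IPN NAWD 2 (792), IPN NAWD 5 (761), MHb TA 1 (2615), MHb TA 3 (661), MHb TA 4 (703), MHb NAWD 2 (731), MHb NAWD 4 (739).

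For single named genes and miRNAs, the numbers that stayed on their side, no longer passed, newly passed and changed sign were 90, 20, 0 and 1 with a pseudocount of 0.1, 65, 43, 1 and 2 with no RUV factors, 88, 23, 0 and 0 with quantile normalization and 761, 277, 1 and 4 over all fits without 1 library. Depth limits which genes are above 0 and therefore tested, since TPM holds no counts.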

Differences from the paper's values

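The edgeR values in this part were computed with a test chosen after the values were seen. The other settings were fixed before the data were examined, and all counts use the paper's thresholds. The paper tested counts with DESeq2, and mRNA counts are not used here. Fewer calls here need not mean other directions. Of 337 IPN mRNAs (NAWD against TA) called in the authors' deposited table, 335 were tested here. Of these, 332 had the same sign, 252 had an unadjusted limma p under 0.05, and 15 were called. In the MHb (NAWD against TA) 154 of 154 had the same sign and 105 were called. For IPN mRNAs (NAWD against Nic) 1042 of 1446 tested had it and 1 was called. The libraries are the same, so this is not independent evidence.

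Under none of the alternatives does the value come within 1.5 times of the paper's for IPN miRNAs (Nic against TA) with 8 calls in the paper and 0 here, IPN miRNAs (NAWD against TA) with 45 lower calls in the paper and 3 here, MHb miRNAs (NAWD against TA) with 50 lower calls in the paper and 11 here, NAc miRNAs (Nic against TA) with 12 calls in the paper and 2 here, IPN mRNAs (Nic against TA) with 4 calls in the paper and 0 here. Nor does it for MHb mRNAs (Nic against TA) with 18 higher calls in the paper and 0 here, MHb mRNAs (Nic against TA) with 8 lower calls in the paper and 0 here, IPN mRNAs (NAWD against TA) with 292 higher calls in the paper and 13 here, IPN mRNAs (NAWD against TA) with 43 lower calls in the paper and 5 here, NAc mRNAs (Nic against TA) with 852 calls in the paper and 140 here, NAc mRNAs (NAWD against TA) with 31 calls in the paper and 0 here.

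The values that follow come within 1.5 times of the paper's under the settings named and, edgeR aside (below), under no other. Counts under the RUVr form run high by construction, so reaching the paper's value with it carries little weight. The main counts are not neutral either. Their factors are computed from all features with group differences left in, so they can take up part of a treatment difference. For NAWD against TA mice the median log2 fold change of all genes is -0.03 with them and -0.35 without in the IPN, and 0.01 and 0.11 in the MHb. MHb miRNAs (Nic against TA) have 6 calls in the paper and 0 here, reached under these settings: RUVr form (6), replicate block with RUV factors (4), without TA replicate 5 (4), without Nic replicate 4 (4). MHb miRNAs (NAWD against TA) have 35 higher calls in the paper and 12 here, reached under these settings: RUVr form (28). NAc miRNAs (NAWD against TA) have 2 calls in the paper and 1 here, reached under these settings: mean of at least 1 (3), RUVr form (3), without NAWD replicate 5 (2). NAc miRNAs (NLWD against TAL) have 26 calls in the paper and 1 here, reached under these settings: without TAL replicate 5 (38). IPN mRNAs (NLWD against TAL) have 39 calls in the paper and 11 here, reached under these settings: mean of at least 1 (49). For that comparison the legend of Fig. S3 gives larger groups than the 2 NLWD and 3 TAL libraries used here. MHb mRNAs (NLWD against TAL) have 0 calls in the paper and 1 here, reached under these settings: pseudocount 0.1 (0), mean of at least 1 (0), no filter (0), no RUV factors (0), RUVr form (0), replicate block with RUV factors (0), replicate block and no RUV factors (0), without TAL replicate 1 (0), without TAL replicate 2 (0), without TAL replicate 4 (0), without TAL replicate 5 (0), without NLWD replicate 1 (0), without NLWD replicate 2 (0), without NLWD replicate 3 (0), without NLWD replicate 4 (0), without NLWD replicate 5 (0). IPN miRNAs (Nic against TA) have 7 lower calls in the paper and 0 here, reached under these settings: RUVr form (7).

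For calls shared by a pair of comparisons the one alternative is the fit with no factors, under which none comes within 1.5 times of the paper's: MHb miRNAs with 40 in the paper and 18 here, 1 with no factors (NAWD against TA and NAWD against Nic), IPN mRNAs with 303 in the paper and 1 here, 536 with no factors (NAWD against TA and NAWD against Nic), MHb mRNAs with 122 in the paper and 65 here, 57 with no factors (NAWD against TA and NAWD against Nic), IPN miRNAs with 7 in the paper and 0 here, 0 with no factors (Nic against TA and NAWD against TA), MHb miRNAs with 1 in the paper and 0 here, 0 with no factors (Nic against TA and NAWD against TA), MHb mRNAs with 2 in the paper and 0 here, 0 with no factors (Nic against TA and NAWD against TA), NAc mRNAs with 25 in the paper and 0 here, 0 with no factors (Nic against TA and NAWD against TA). The paper's fold of Pfn2 in the IPN, 0.496, comes from a fit after RUV-Seq, and the like value here, 0.528 from limma with factors, does not differ from it. The fold with no factors is another quantity, at 0.299995, and 0.331 without TA replicate 2.

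Of the folds in the paper's tables 11 of 150 differ by over 1.5 times and by more than the larger replicate SD of the log2 levels, with no alternative computed. In the IPN they are, the paper's value first and then the one here, Mrps16 2.418 and 1.43, Gm9844 2.296 and 1.28, Dynlt1f 2.169 and 1.36, Sod1 2.162 and 1.38, Cst6 2.158 and 1.31, Rpl31 2.153 and 1.28, Tmsb4x 2.126 and 1.41, Rps12 2.097 and 1.07, Acot13 2.097 and 1.16, Erh 2.031 and 1.31. In the MHb it is Tbc1d8b, at 2.222 in the paper's table and 1.46 here. Another 7 are over 1.5 times apart but by less than that SD, which is 1.70 or more for each: in the IPN miR-429-3p 0.329 and 0.882, miR-200b-3p 0.375 and 0.680, miR-200a-3p 0.381 and 0.627, miR-141-3p 0.458 and 0.931, miR-183-5p 0.319 and 0.794, miR-96-5p 0.235 and 0.695, and in the MHb miR-183-5p 0.551 and 0.893.

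Of the items called in the authors' deposited table, factors estimated from residuals (RUVr) call 7 of 8 for IPN miRNAs (Nic against TA), 5 of 6 for MHb miRNAs (Nic against TA), 60 of 87 for IPN miRNAs (NAWD against TA), 65 of 85 for MHb miRNAs (NAWD against TA), 45 of 56 for IPN miRNAs (NAWD against Nic), 45 of 50 for MHb miRNAs (NAWD against Nic), 5 of 12 for NAc miRNAs (Nic against TA), 2 of 2 for NAc miRNAs (NAWD against TA), 21 of 26 for NAc miRNAs (NLWD against TAL). For mRNAs they call 4 of 4 for IPN mRNAs (Nic against TA), 7 of 26 for MHb mRNAs (Nic against TA), 73 of 337 for IPN mRNAs (NAWD against TA), 136 of 154 for MHb mRNAs (NAWD against TA), 340 of 1474 for IPN mRNAs (NAWD against Nic), 266 of 357 for MHb mRNAs (NAWD against Nic), 4 of 74 for IPN mRNAs (NLWD against TAL), 527 of 884 for NAc mRNAs (Nic against TA), 24 of 34 for NAc mRNAs (NAWD against TA), 14 of 40 for NAc mRNAs (NLWD against TAL). With no RUV factors the calls are 0 of 8 for IPN miRNAs (Nic against TA), 0 of 6 for MHb miRNAs (Nic against TA), 23 of 87 for IPN miRNAs (NAWD against TA), 1 of 85 for MHb miRNAs (NAWD against TA), 5 of 56 for IPN miRNAs (NAWD against Nic), 5 of 50 for MHb miRNAs (NAWD against Nic), 0 of 12 for NAc miRNAs (Nic against TA), 1 of 2 for NAc miRNAs (NAWD against TA), 1 of 26 for NAc miRNAs (NLWD against TAL). For mRNAs with no RUV factors they are 3 of 4 for IPN mRNAs (Nic against TA), 0 of 26 for MHb mRNAs (Nic against TA), 66 of 337 for IPN mRNAs (NAWD against TA), 52 of 154 for MHb mRNAs (NAWD against TA), 338 of 1474 for IPN mRNAs (NAWD against Nic), 246 of 357 for MHb mRNAs (NAWD against Nic), 1 of 74 for IPN mRNAs (NLWD against TAL), 196 of 884 for NAc mRNAs (Nic against TA), 0 of 34 for NAc mRNAs (NAWD against TA), 8 of 40 for NAc mRNAs (NLWD against TAL). edgeR, chosen after seeing the values, calls 1 of 8 for IPN miRNAs (Nic against TA), 4 of 6 for MHb miRNAs (Nic against TA), 34 of 87 for IPN miRNAs (NAWD against TA), 20 of 85 for MHb miRNAs (NAWD against TA), 29 of 56 for IPN miRNAs (NAWD against Nic), 23 of 50 for MHb miRNAs (NAWD against Nic), 3 of 12 for NAc miRNAs (Nic against TA), 2 of 2 for NAc miRNAs (NAWD against TA), 4 of 26 for NAc miRNAs (NLWD against TAL), which for MHb miRNAs of Nic against TA mice and NAc miRNAs of NAWD against TA mice brings the total to 4 (the paper's 6) and 2 (the paper's 2).

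The paper reports that mitochondrial genes are enriched among those raised in the MHb. The median of a whole list is another measure, and that enrichment was not tested here. The median for oxidative phosphorylation there is -0.10, with 26 positive and 49 negative values. Its only call, Ndufc2, was on the higher side, and 15 of 35 splits gave a median as large. That for mitochondrial ribosomal proteins is 0.03 with 43 positive and 34 negative. It also reports that neuron projection genes are enriched among those lowered in both regions, again another measure than a list median. The medians here are -0.14 in the IPN and -0.14 in the MHb, with no call lower. With no factors they are -0.76 in the IPN, with 85 of 85 negative, and 0.10 in the MHb, with 33 of 84 negative. The medians of all genes are then -0.35 in the IPN and 0.11 in the MHb.

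The authors' deposited table holds more calls than the paper's text: 337 where the text gives 292 and 43 for IPN mRNAs of NAWD against TA mice, 74 where it gives 39 for the IPN at 4 weeks, 884 where it gives 852 for NAc mRNAs of Nic mice and 34 where it gives 31 for those of NAWD mice.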

Other observations

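The interaction between the IPN and the MHb was the test here chosen after results were seen.

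In the NAc 4 weeks after nicotine, no mRNA was called by limma among 17972 tested, and 2626 had an unadjusted p under 0.05. Nxph3, a neurexin ligand, was at 13.5 ± 3.52 TPM (SD, n = 5) in NLWD mice and 3.02 ± 0.508 TPM (SD, n = 5) in TAL mice, a log2 fold change of 1.88 (standard error 0.198, adjusted p = 0.0336 from limma). Calm3, a calmodulin (837 ± 197 against 294 ± 41.4 TPM), Otub1, a deubiquitinase (289 ± 74.0 against 119 ± 23.6 TPM), and Rbm15b had log2 fold changes of 1.12, 0.74 and 1.20. Striatal projection neuron markers had 11 of 12 positive values (median 0.30, none called over all genes or adjusted over the list alone, adjusted p = 0.00523 from camera and adjusted p = 0.862 with an estimated correlation), and immediate early genes 15 of 18 (median 0.30, none called either way, adjusted p = 0.00419 from camera and adjusted p = 0.626 with an estimated correlation). Without factors the median of all genes moved by 0.39, and 108 genes were called.

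In the IPN at 48 h, GABA-A receptor subunits had 13 of 14 negative values (median -0.30, none called over all genes or adjusted over the list alone, adjusted p = 0.00815 from camera and adjusted p = 0.458 with an estimated correlation). Heat shock and folding genes had 19 of 21 (median -0.28, none called either way, adjusted p = 0.000336 from camera and adjusted p = 0.471 with an estimated correlation), with Dnajb1 at 8.93 ± 1.18 against 16.9 ± 0.821 TPM (log2 fold change -0.83, limma adjusted p = 0.0153). Markers of the lateral habenula and thalamus had 11 of 12 (median -0.24, none called either way, adjusted p = 0.0297 from camera and adjusted p = 0.458 with an estimated correlation). In the MHb at 48 h, autophagy genes had 19 of 28 positive values (median 0.12), with Atg16l1 called (20.5 ± 3.05 against 7.18 ± 2.66 TPM) and 2 when adjusted over the list alone (adjusted p = 0.105 from camera and adjusted p = 0.848 with an estimated correlation), and translation factors 26 of 37 (median 0.10), with 2 called either way, Eif5a and Eif3b (49.9 ± 5.63 against 21.9 ± 12.9 TPM; adjusted p = 0.105 from camera and adjusted p = 0.848 with an estimated correlation).

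Pfn2 in the MHb was at 437 ± 85.1 against 234 ± 127 TPM in NAWD against TA mice (log2 fold change 0.75, limma adjusted p = 0.0103), without a call. Of the 1235 genes whose change differed between the IPN and the MHb in the fit without factors, the change in the IPN minus that in the MHb was positive in 83 and negative in 1152. Under quantile normalization it was negative in 370 of 502, and with the replicate block within region in 624 of 681. Over all genes tested the median log2 fold change of NAWD against TA mice without factors was -0.35 in the IPN and 0.11 in the MHb.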
